# Deep sequencing, profiling and detailed annotation of microRNAs in *Takifugu rubripes*

**DOI:** 10.1186/s12864-015-1622-1

**Published:** 2015-06-16

**Authors:** Chaninya Wongwarangkana, Kazuhiro E. Fujimori, Masaki Akiba, Shigeharu Kinoshita, Morimi Teruya, Maiko Nezuo, Tsukahara Masatoshi, Shugo Watabe, Shuichi Asakawa

**Keywords:** Small RNA, miRNA, piRNA, *T. rubripes*, Next-generation sequencing, miRNA expression profile, Transcriptome

## Abstract

**Background:**

microRNAs (miRNAs) in fish have not been as extensively studied as those in mammals. The fish species *Takifugu rubripes* is an intensively studied model organism whose genome has been sequenced. The *T. rubripes* genome is approximately eight times smaller than the human genome, but has a similar repertoire of protein-coding genes. Therefore, it is useful for identifying non-coding genes, including miRNA genes. To identify miRNA expression patterns in different organs of *T. rubripes* and give fundamental information to aid understanding of miRNA populations in this species, we extracted small RNAs from tissues and performed deep sequencing analysis to profile *T. rubripes* miRNAs. These data will be of assistance in functional studies of miRNAs in *T. rubripes*.

**Results:**

After analyzing a total of 139 million reads, we found miRNA species in nine tissues (fast and slow muscles, heart, eye, brain, intestine, liver, ovaries, and testes). We identified 1420 known miRNAs, many of which were strongly expressed in certain tissues with expression patterns similar to those described for other animals in previous reports. Most miRNAs were expressed in tissues other than the ovaries or testes. However, some miRNA families were highly abundant in the gonads, but expressed only at low levels in somatic tissue, suggesting specific function in germ cells. The most abundant isomiRs (miRNA variants) of many miRNAs had identical sequences in the 5′ region. However, isomiRs of some miRNAs, including fru-miR-462-5p, varied in the 5′ region in some tissues, suggesting that they may target different mRNA transcripts. Longer small RNAs (26–31 nt), which were abundant in the gonads, may be putative piRNAs because of their length and their origin from repetitive elements. Additionally, our data include possible novel classes of small RNAs.

**Conclusions:**

We elucidated miRNA expression patterns in various organs of *T. rubripes*. Most miRNA sequences are conserved in vertebrates, indicating that the basic functions of vertebrate miRNAs share a common evolution. Some miRNA species exhibit different distributions of isomiRs between tissues, suggesting that they have a broad range of functions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1622-1) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are a dominant class of short transcripts that regulate gene expression in both animals and plants [1]. Most miRNA genes are transcribed by RNA polymerase II, producing a long hairpin structure called a primary miRNA (pri-miRNA) [2]. The pri-miRNA is subsequently processed to a precursor miRNA (pre-miRNA) by a microprocessor called Drosha [3–5]. Exportin-5 then mediates the transport of the pre-miRNA to the cytoplasm where it is further processed to a ~22 nt miRNA duplex by Dicer [6]. Usually, one strand of the duplex is loaded onto an AGO protein [7, 8] and this complex then binds to the 3′-untranslated region of mRNAs and functions in transcript degradation or translational repression [1, 9]. In recent years, many studies of miRNAs in animals have been published. In miRBase 19.0, there are 2042 human, 1281 mouse (*Mus musculus*), 791 chicken (*Gallus gallus*), and 247 zebrafish (*Danio rerio*) mature miRNAs recorded [10]. Although the functions of most miRNAs have not yet been fully elucidated, the majority of miRNA sequences are evolutionarily conserved among species, indicating that they have a conserved biological function [11]. Studies of model organisms, such as small fish, provide convenient ways to understand how miRNAs function, which is often difficult in humans [12].

The zebrafish, whose draft genome was reported recently, is the most popular species in which to analyze fish miRNAs [12]. Most studies of miRNAs in zebrafish have explored their roles in tissue development and differentiation [13, 14]; there has been less focus on expression in specific tissues. Therefore, tissue-specific miRNAs remain to be identified in fish. In addition, although there are 344 miRNA genes encoded in the zebrafish genome, as reported in miRBase 19.0 [10], this number is far lower than that in humans (1600) and mice (855), suggesting that miRNAs in fish have not been fully catalogued. The investigation of miRNAs in *T. rubripes*, in addition to that in zebrafish, would be a significant contribution to our knowledge of fish miRNAs and would provide essential information concerning the biological function of many conserved miRNAs in vertebrates. However, even though most miRNA sequences are conserved in vertebrates, some miRNAs with low expression levels seem to be non-conserved or organism specific. The identification and characterization of fish-specific miRNAs would contribute to our understanding of how fish are different from other vertebrates.

In this study, we performed next-generation sequencing of small RNAs in *T. rubripes* to identify miRNA expression patterns in different organs of *T. rubripes* and give fundamental information to aid understanding of miRNA populations in this species. These data will be of assistance in functional studies of miRNAs in *T. rubripes*.

## Results

### Sequencing of *T. rubripes* small RNAs

We obtained a total of 138,786,706 reads of 35 nucleotides, with additional exact barcode sequences. Low-quality reads were eliminated using our own Perl scripts. After the trimming of 3′ adaptors, 50,653,035 small RNA reads of 1–35 nucleotides were retrieved (Additional files 1 and 2).

### Size distribution of small RNAs

We constructed a small RNA size distribution profile for each tissue. In somatic tissue, small RNAs of 22 nucleotides were the most abundant, followed by those of 21 and 23 nucleotides. In the ovaries and testes, the vast majority of small RNAs were 26–28 nucleotides in length, with most having 27 nucleotides (Fig. 1).

**Fig. 1:**
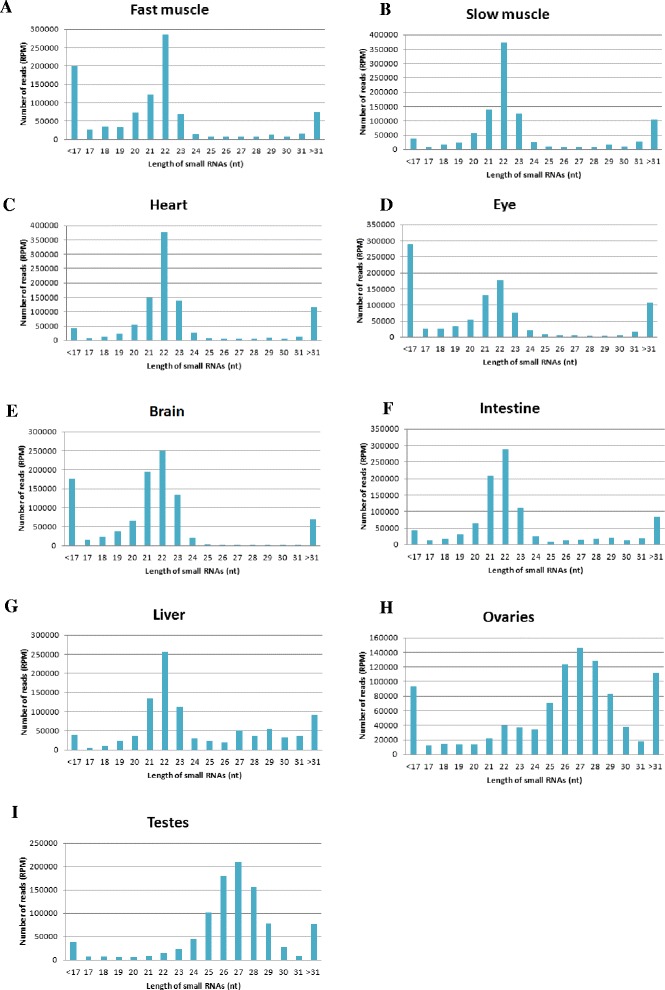
Size distribution pattern of small RNAs in different tissues of *T. rubripes*. Size distribution pattern of small RNA reads after normalizing against 1 million 1–35 nt small RNA reads; fast muscle (**a**), slow muscle (**b**), heart (**c**), eye (**d**), brain (**e**), intestine (**f**), liver (**g**), ovaries (**h**), and testes (**i**)

### Proportion of miRNAs in individual tissues

Because miRNA sequences are conserved in vertebrates, we identified miRNAs by conducting a homology search against the miRNA database. After investigating the length distributions of known miRNAs deposited in miRBase 19.0 [10], we found that almost every miRNA was 18–25 nt in length. Therefore, small RNA sequences (18–25 nucleotides in length) were subjected to a BLAST search against mature miRNAs deposited in miRBase 19.0 [10]. 

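Small RNA libraries of intestine, eye, brain, heart, liver, slow muscle, ovaries, and testes were analysed, while fast muscle was not analysed here. Each tissue was represented by 1 library, so no value carries a replicate error. For each tissue the authors deposited the number of reads, as raw counts, of every distinct 18–25 nt sequence that their search assigned to a miRBase entry. All sequences matched their entry with 0 mismatches. A sequence was recorded as identical to a mature miRNA, as a mature miRNA lengthened or shortened at an end, or as matching the precursor alone. The last class is called precursor-only reads here, and it includes sequences that overlap a mature sequence but are not recorded as a form of it. The number of annotated reads ranged from 54540 in testes to 1207961 in intestine, and the number of distinct sequences from 1070 in testes to 4325 in brain. In all 8 libraries the reads with a mature match summed to the total that Table S1 gives for criterion 1. These reads were between 37.7% (brain) and 55.5% (testes) of all known miRNA reads in Table S1, and the reads annotated under the remaining criteria were not used here. The paper's 18–25 nt read totals in Table S1, from 1204477 in liver to 4760693 in ovaries, were taken as the library sizes. Shares are given with 95% Wilson intervals, and the smallest detectable value was set at 3 reads. Both cover counting error only, because amplified reads without molecular identifiers are not independent molecules.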

The criteria for miRNA annotation were as follows (Additional file 1): 1. Query reads exactly match the reference sequences; 2. Reads with 1–2 nt extended or shortened at the 5′ end, and/or reads with 1–4 nt extended or shortened at the 3′ end of known miRNAs. 

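Reads with a mature match made up 34.5% (95% Wilson interval 34.4 to 34.5) of the 18–25 nt reads in slow muscle and 32.2% (32.2 to 32.3) in heart. The share was 30.3% (30.2 to 30.4) in eye, 32.2% (32.1 to 32.3) in brain, 34.2% (34.2 to 34.3) in intestine, and 33.5% (33.4 to 33.6) in liver. With precursor-only reads included, which was the setting chosen for the comparison of tissues, the share rose to 37.7% in slow muscle, 35.0% in heart, 33.1% in eye, 34.9% in brain, 35.3% in intestine, and 36.3% in liver. Reads identical to a mature entry over their whole length made up between 11.3% (brain) and 19.7% (intestine) of the 18–25 nt reads of these tissues.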

Using these criteria, among the small RNA sequence reads approximately 32.1 % in fast muscle, 34.5 % in slow muscle, 32.2 % in heart, 30.3 % in eye, 32.2 % in brain, 34.2 % in intestine, and 33.5 % in liver were identified as miRNAs. However, the proportion of small RNA sequence reads that were miRNAs in the ovaries and testes was only 10.8 and 2.5 %, respectively (Fig. 2, Additional file 3).

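In ovaries, 514478 reads had a mature match, which was 10.8% of the 18–25 nt reads, and 23151 further reads lay in precursors only. In testes, 52905 reads had a mature match, which was 2.50% (95% Wilson interval 2.48 to 2.52), and 1635 further reads lay in precursors only. Counting both classes, the share was 11.3% in ovaries and 2.58% (2.56 to 2.60) in testes. The mean of the 2 gonad libraries was 6.94% and the mean of the 6 somatic libraries was 35.4%, a difference of -28.4 percentage points. Both gonad libraries were below every somatic library (two-sided exact permutation test, p = 0.0357, the smallest p that the 28 splits of these libraries allow). When only reads identical to a mature entry were counted, the difference was -12.8 percentage points with the same p. From these shares, the paper states that miRNAs form a smaller part of the small RNAs in the gonads than in the somatic tissues.

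**Figure D1:**
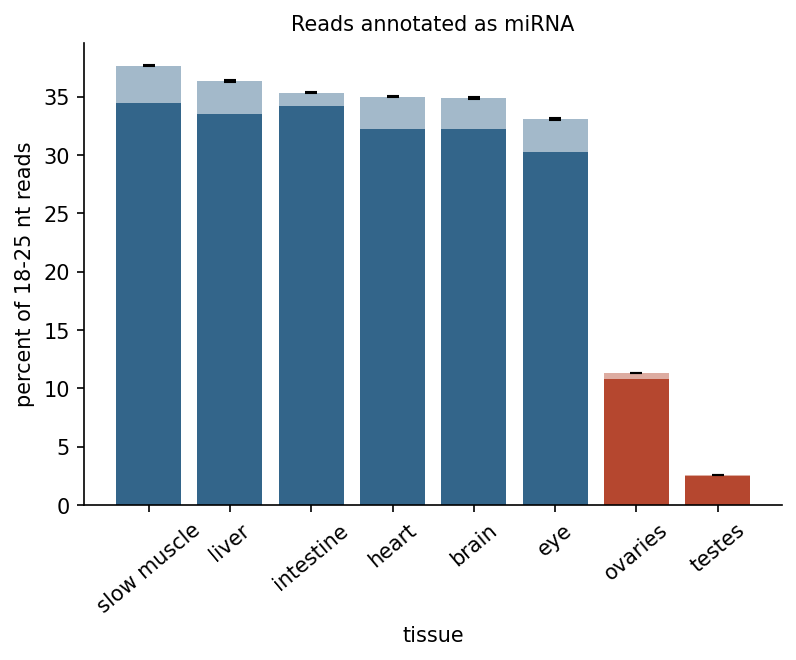
Percent of 18–25 nt reads annotated as miRNA in each of the 8 libraries, with dark bars for mature matches and pale bars for precursor-only reads, in blue for somatic tissues and red for gonads. Error bars are 95% Wilson intervals of the whole share, which was 33.1% or more in the somatic libraries and 11.3% and 2.58% in ovaries and testes.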

**Fig. 2:**
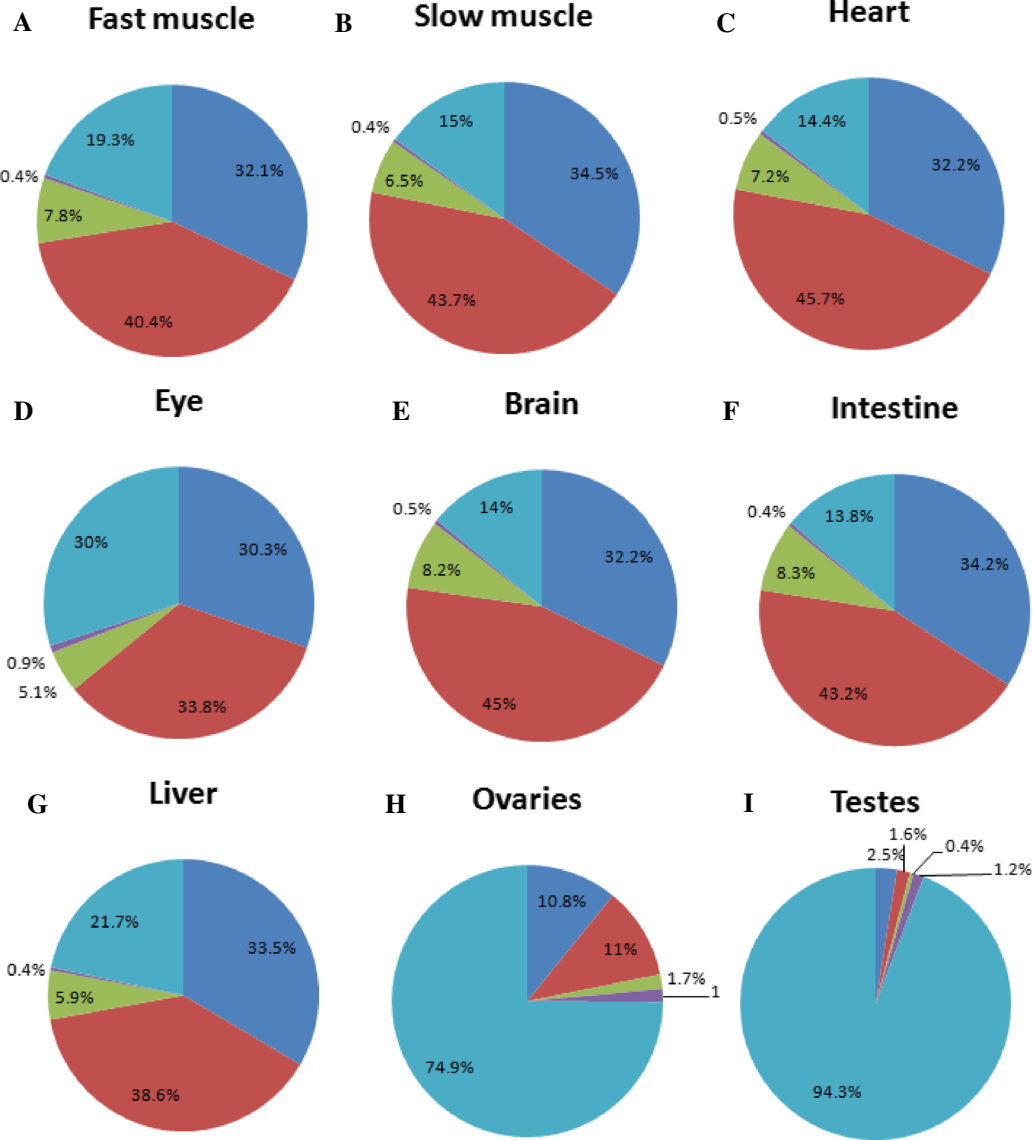
miRNA proportions as percentages of 18–25 nt small RNAs. The dark blue color indicates reads that exactly matched the reference sequences, 1–2 nt extended or shortened at the 5′ end, or 1–4 nt extended or shortened at the 3′ end of known miRNAs. The red color indicates the complete match of continuous sequences of 16 nt or more. The green color indicates the matching of continuous sequences of less than 16 nt with a Smith-Waterman score equal to or more than 70. The purple color indicates the matching of continuous sequences of less than 16 nt with a Smith-Waterman score less than 70. The light blue color indicates 18–25 nt unidentified small RNAs. Fast muscle (**a**), slow muscle (**b**), heart (**c**), eye (**d**), brain (**e**), intestine (**f**), liver (**g**), ovaries (**h**), and testes (**i**)

Because of these stringent criteria, large numbers small RNAs were not identified, because of possible 3′ variations or sequence errors. We then employed more flexible criteria (Additional file 1). Specifically, if sequences of the first 10 nucleotides were identical to those of known miRNAs, we performed further analysis. Among these sequences, we first investigated those that completely matched a continuous miRNA sequence of 16 nt or more. Following these criteria, among the small RNA sequence reads, approximately 40.4 % in fast muscle, 43.7 % in slow muscle, 45.7 % in heart, 33.8 % in eye, 45 % in brain, 43.2 % in intestine, 38.6 % in liver, 11 % in ovaries, and 1.6 % in testes were identified as miRNAs. If the continuous sequences of perfect match were less than 16 nt, we used a Smith-Waterman algorithm in FASTA v36 to evaluate the reads. We set the parameters as ‘5’ for match and ‘−4’ for mismatch. According to this algorithm, we considered the sequences with Smith-Waterman scores of at least 70 as miRNAs. According to these criteria, among the small RNA sequences, 7.8 % in fast muscle, 6.5 % in slow muscle, 7.2 % in heart, 5.1 % in eye, 8.2 % in brain, 8.3 % in intestine, 5.9 % in liver, 1.7 % in ovaries, and 0.4 % in testes, were retrieved as miRNAs. Among the reads in which the first 10 nucleotides were identical with those of known miRNAs, the remaining sequences were annotated as putative miRNAs, which represented 0.4 % in fast muscle, 0.4 % in slow muscle, 0.5 % in heart, 0.9 % in eye, 0.5 % in brain, 0.4 % in intestine, 0.4 % in liver, 1.5 % in ovaries, and 1.2 % in testes (Fig. 2, Additional files 4 and 5).

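Sequences of 21 to 23 nt held 86.8% (95% Wilson interval 86.8 to 86.9) of the annotated reads in brain, 89.5% in slow muscle, 90.1% in intestine, 90.3% in eye, 90.5% in ovaries, 91.3% in heart, and 91.4% in liver. The share in testes was 76.6% (76.2 to 76.9). There, 18.2% of the annotated reads were 18 nt long, and 18.5% of the annotated reads belonged to 5 miRNA names whose reads were mostly 18 or 19 nt and ended in CCA. The most common length was 22 nt in each of the 8 libraries. When each distinct sequence was counted once in place of its reads, the lowest share of 21 to 23 nt over the libraries was 51.5%.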

The vast majority of miRNAs in all tissues was approximately 21–23 nt in length. In the eye, brain, and intestine, the numbers of miRNAs that were 21 nt in length were similar to the numbers that were 22 nt in length (Additional file 6). 

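The number of 21 nt reads divided by the number of 22 nt reads was 0.865 in brain, 0.785 in intestine, and 0.705 in eye. It was 0.482 in liver, 0.357 in testes, 0.324 in ovaries, 0.297 in heart, and 0.261 in slow muscle.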

For putative miRNAs, sequences that were 22 nt were the most abundant in skeletal muscle, heart, and liver. Putative miRNAs that were 18 nt in size were most abundant in the brain and intestine. In the eye, putative miRNAs that were 20 nt in length were the most highly expressed (Additional file 6).

We also investigated the proportion of miRNAs in small RNAs of 18–25 nt in each tissue. Approximately 50–90 % of small RNAs of the nt length 20–24 in fast muscle, 19–24 in slow muscle, 19–25 in heart, 21–23 in eye, 18–25 in brain, 19–24 in intestine, and 19–23 in liver were categorized as miRNAs, including putative miRNAs. In the gonads, for each length of small RNA between 18 and 25 nt, less than 50 % were identified as miRNAs, including putative miRNAs, except for small RNAs of 22 nt in the ovaries (Additional file 7).

We constructed a pie chart of the proportion of miRNAs in small RNA populations of 1–35 nt. More than 50 % of small RNAs in skeletal muscle, heart, brain, and intestine were identified as miRNAs, and in the eye and liver, 36.6 and 49.1 %, respectively, were categorized as miRNAs. 

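Relative to all trimmed small RNA reads of any length in Table S1, the annotated reads were 2.78% (95% Wilson interval 2.77 to 2.78) of 19362120 reads in ovaries and 0.555% (0.550 to 0.559) of 9835084 reads in testes. In the 6 somatic libraries this share ranged from 17.5% in eye to 29.0% in slow muscle. The reads annotated as miRNAs under the later criteria were not part of these counts.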

In the ovaries and testes, only 5.8 and 1 %, respectively, of the small RNAs were annotated as miRNAs. In addition, the major proportion of small RNAs in the gonads was 26–31 nt (Additional file 8).

### Expression profile of *T. rubripes* miRNAs in different tissues

For each tissue, we counted the number of each miRNA and generated a miRNA expression profile across the tissues. 

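Reads were summed by the name of the miRNA arm that the files give, over all miRBase species listed under that name, and scaled by the 18–25 nt total to the RPM used in the paper. Precursor-only reads were summed apart under the name of their precursor. This gave 370 arm names and 261 precursor names, of which 215 reached 100 RPM in at least 1 library. The smallest detectable level, 3 reads, was 0.630 RPM in ovaries, 1.42 RPM in testes, and at most 2.49 RPM, in liver, among the other libraries. Only 64 of the 8194 distinct sequences were assigned to several miRNAs, and they held 0.187% of the reads. Members of a miRNA family with nearly identical sequences share reads through this naming, so the level of a single member is uncertain.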

The number of reads of individual miRNAs was normalized against the total number of 18–25 nt small RNA reads in each tissue, giving the number of reads for an individual as miRNAs per million (Additional file 9). 

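The level of miR-145-5p was 65875 RPM (95% Wilson interval 65653 to 66098) in ovaries, 58124 RPM in intestine, 40608 RPM in liver, 34432 RPM in heart, 31368 RPM in slow muscle, 12425 RPM in eye, 9022 RPM in brain, and 7466 RPM (7351 to 7583) in testes. It ranked first among all names in ovaries and testes, where it held 58.3% and 28.9% of the annotated reads. Its lowest level over the 8 libraries was higher than that of any other name. In all, 24 names had at least 100 RPM in every library, and 3 of them, miR-145-5p, miR-19b-3p, and miR-17-5p, had at least 1000 RPM in every library. Besides miR-145-5p, miR-1-3p, miR-206-3p, miR-192-5p, miR-122-5p, and miR-2478-3p, the names among the 3 with the most reads in a library were miR-124-3p in eye (87327 RPM) and brain (61669 RPM), miR-204a-5p and miR-451-5p in eye (32498 and 26196 RPM), miR-100-5p and miR-125b-5p in brain (25752 and 17295 RPM), and miR-126a-3p in heart (41169 RPM). The others were miR-200a-3p in intestine (22574 RPM), miR-22a-3p in liver (44789 RPM), miR-19b-3p in testes (1982 RPM), and miR-223-3p and miR-22a-3p in ovaries (2924 and 2814 RPM).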

The expression profile showed that many miRNAs were highly expressed in more than one tissue, or were ubiquitously expressed, such as fru-miR-145-5p, which exhibited a high expression level in all tissues. However, some miRNAs exhibited a biased expression in specific tissues. 

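Tissue specificity was measured by the index tau, which is 0 for equal RPM in all libraries and 1 for expression in a single library. Of the 215 names with at least 100 RPM in a library, 89 had a tau of at least 0.9, with 28 of them highest in brain, 19 in intestine, 18 in eye, 11 in slow muscle, 9 in liver, 2 in heart, 2 in ovaries, and 0 in testes. With tau computed on log2(RPM + 1), the number was 10. Among the miRNAs shown in Fig. 3, tau was 0.907 for miR-1-3p, with its highest level in slow muscle. For miR-196a-5p, which was also highest in slow muscle, tau was 0.991, and its next level was 8.78 RPM in intestine. The level of miR-499-5p was 8168 RPM in heart, 3745 RPM in slow muscle, and 383 RPM in eye, with a tau of 0.927. In eye, reads named miR-204-5p reached 57.7 RPM (tau 0.977), while the sequence within the forward primer that Table S5 lists for fru-miR-204-5p was named miR-204a-5p in the files (tau 0.987). Reads named miR-9-3p reached 129 RPM in brain and 15.9 RPM in eye (tau 0.982). The primer listed for fru-miR-9-3p held sequences named miR-9-5p in the files. All reads of that name together reached 10927 RPM in brain and 1713 RPM in eye. The sequences within the primer held 10631 of its 31540 reads over the 8 libraries. The values of tau for miR-192-5p and miR-122-5p were 0.963 and 1.00, with intestine and liver as the highest tissues, and the value for miR-202-5p was 0.998, with ovaries highest.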

For example, fru-miR-1-3p was muscle specific, fru-miR-196a-5p was skeletal muscle specific, fru-miR-499-5p was heart and slow muscle specific, fru-miR-204-5p was eye specific, fru-miR-9-3p was brain and eye specific, fru-miR-192-5p was intestine and liver specific, fru-miR-122-5p was liver specific, and fru-miR-202-5p was ovary specific. 

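In ovaries, 1092 reads were named miR-202-5p, a level of 229 RPM (95% Wilson interval 216 to 243). In testes, 7 reads gave 3.31 RPM (1.60 to 6.83). No read of this arm was found in the 6 somatic libraries, where 3 reads would have been between 0.878 RPM in intestine and 2.49 RPM in liver. Precursor-only reads of miR-202 were more frequent than reads of the annotated arm, at 1725 RPM in ovaries and 120 RPM in testes, and the somatic libraries held 3 of them, all in brain. The level of miR-2478-3p was 2688 RPM (2619 to 2759) in testes and 1132 RPM (1102 to 1163) in ovaries. In the somatic libraries it ranged from 91.4 RPM in slow muscle to 773 RPM in brain. The most abundant sequence of this name was ATCCCACTTCTGACACCA with 15464 of 16175 reads, and 95.6% of the reads of the name ended in CCA.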

Even though the ovaries and testes had a much lower proportion of miRNAs than somatic tissue, some miRNAs, such as fru-miR-202-5p and fru-miR-2478-3p, had higher levels of expression in the ovaries and testes, respectively, than in somatic cells. These results were confirmed by stem-loop reverse-transcription polymerase chain reaction (RT-PCR) (Fig. 3).

**Fig. 3:**
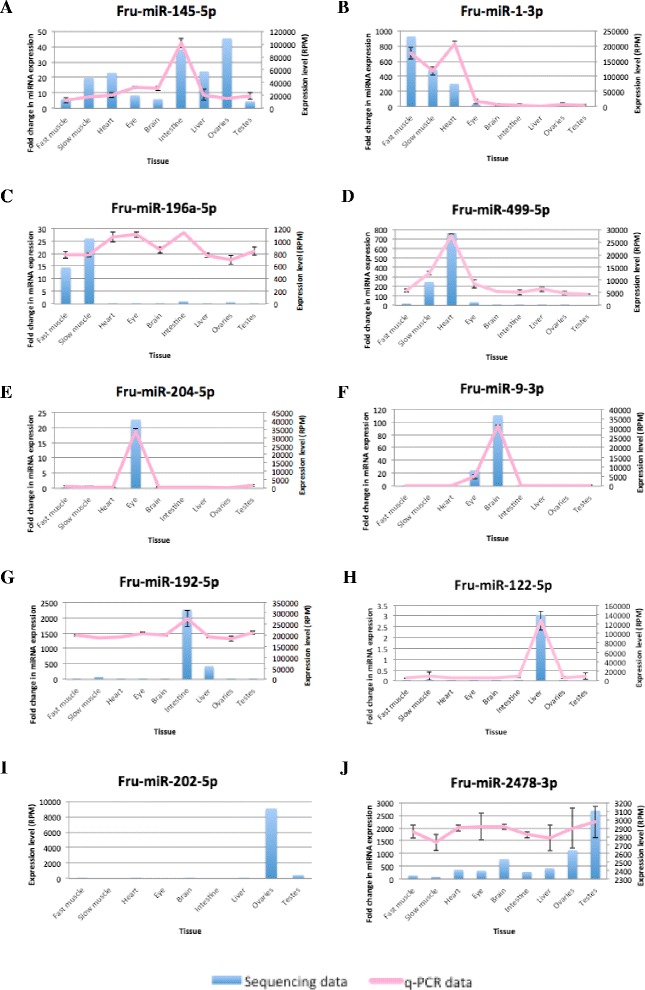
Comparison of next-generation sequencing and qPCR-based profiling of representative ubiquitous and tissue-specific miRNAs. Expression profiles of ubiquitous (**a**), muscle-specific (**b**), skeletal muscle-specific (**c**), heart and slow muscle-specific (**d**), eye-specific (**e**), brain and eye-specific (**f**), intestine-specific and liver-specific (**g**), liver-specific (**h**), ovary-specific (**i**), and testes-abundant (**j**) miRNAs. The left-hand y axis shows the result from q-PCR and right-hand y axis shows the result from next-generation sequencing

### Quantitative PCR of representative ubiquitous and tissue-specific miRNAs in *T. rubripes*

Ten miRNAs, identified above, were selected for stem-loop quantitative PCR analysis to confirm the sequencing results (Fig. 3). The next-generation sequencing results of fru-miR-145-5p, fru-miR-1-3p, fru-miR-204-5p, fru-miR-9-3p and fru-miR-122-5p correlated well with those of q-PCR. However, for fru-miR-499-5p, fru-miR-192-5p, fru-miR-196a-5p, fru-miR-202-5p (data not shown) and fru-miR-2478-3p, the results from q-PCR were not consistent with the sequencing results. These inconsistencies may be caused by the primers that were not specific enough to the target miRNAs.

### Putative differentially expressed miRNAs in muscle tissue

To identify miRNAs that exhibited specific expression in fast, slow, or cardiac muscles, the relative ratios of normalized reads were used to identify differentially expressed miRNAs among the muscle tissues. First, we compared the miRNA expression profile between fast and cardiac muscle. Fru-miR-206-3p, fru-miR-10b-5p, fru-miR-10d-5p, fru-miR-133b-3p, and fru-miR-133-3p exhibited 434, 77, 60, 17, and 15 times higher levels of expression, respectively, in fast muscle compared with cardiac muscle, while fru-miR-144-5p, fru-miR-499-5p, fru-miR-187-3p, fru-miR-499a-5p, and fru-miR-140-3p exhibited 51-, 41-, 37-, 33-, and 17-fold higher expression levels, respectively, in heart muscle compared with fast muscle. Second, we compared miRNA expression profiles between slow and cardiac muscle. 

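The slow muscle and heart libraries were compared name by name with a two-sided exact binomial test of their reads given the library sizes, with Benjamini-Hochberg adjustment over the 478 names with reads in either library. The test compares those libraries, not the tissues, since neither has a replicate. With the paper's thresholds of 1.5-fold and 1000 RPM in the higher library, and an adjusted p under 0.05, 14 names were higher in slow muscle and 22 in heart. With a minimum of 100 RPM, the numbers were 40 and 54. The largest ratios among the 14 names were 856 for miR-206-3p, 100.1 for miR-192-5p, 34.3 for miR-133b-3p, 13.4 for miR-204a-5p, and 10.5 for miR-338-3p. Among the 22 names, the largest ratios toward heart were 6.25 for the precursor-only reads of miR-140, 6.09 for miR-125-5p, 5.21 for miR-29d-3p, 4.02 for miR-2188-5p, and 3.88 for miR-301-3p.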

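For miR-196a-5p, 564 reads in slow muscle (293 RPM) stood against 0 in heart, so only a lower bound of the ratio can be given, which was 200 at the exact 95% Clopper-Pearson limit. For miR-206-3p, the level was 34615 RPM in slow muscle and 40.5 RPM in heart, and the exact 95% interval of its ratio was 705 to 1049.5. The ratio of slow muscle to heart was 109 (interval 55.0 to 254) for miR-194-5p, from 346 and 3.17 RPM, and 92.0 (62.1 to 143) for miR-10b-5p, from 912 and 9.92 RPM. For miR-192-5p, with 4405 and 44.0 RPM, the interval of the ratio was 83.0 to 122. Both miR-192-5p and miR-194-5p were among 14 names concentrated in intestine, whose level in slow muscle was a median of 4.35% of that in intestine. In the opposite direction, the ratio of heart to slow muscle was 13.8 (10.8 to 17.9) for miR-187-3p, from 473 and 34.3 RPM, and 9.61 (7.86 to 11.9) for miR-140-3p, from 514 and 53.5 RPM. It was 9.55 (7.96 to 11.5) for miR-218a-5p, from 625 and 65.5 RPM, and 4.33 (3.88 to 4.86) for miR-140-5p, from 824 and 190.2 RPM. The ratio of miR-30e-3p was 1.41 (1.26 to 1.57), from 378 and 269 RPM. Each of these differences between the libraries had an adjusted p of 9.6e-10 or less in the exact binomial test.

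**Figure D2:**
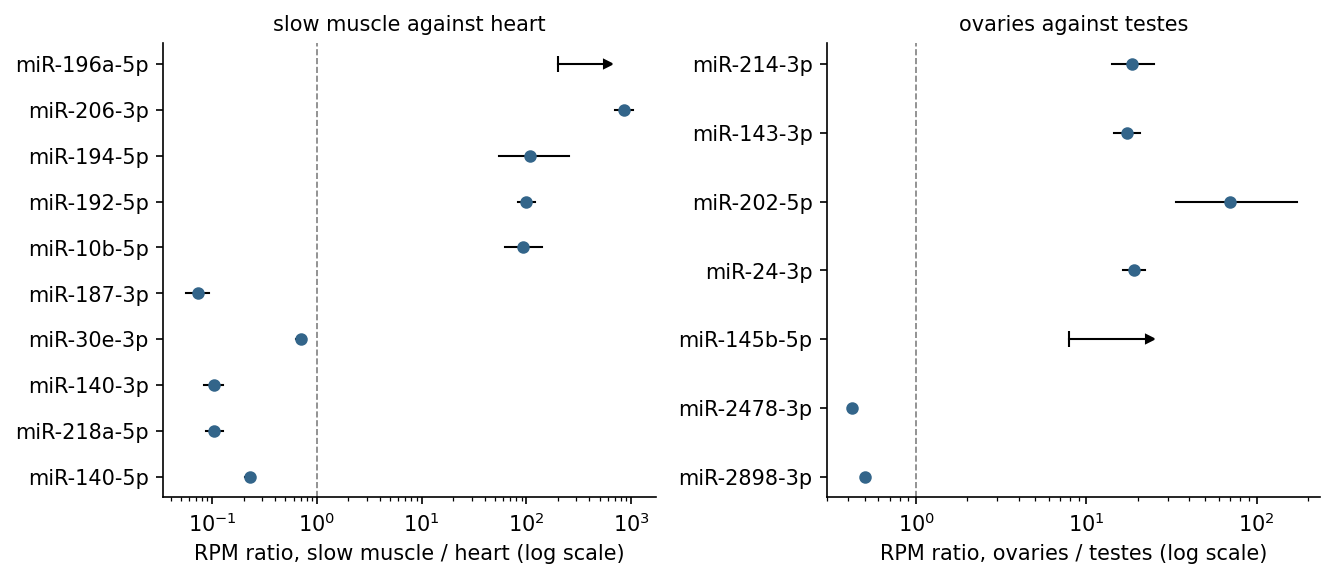
Ratio of RPM on a log scale for the miRNAs of Tables 1 and 2, with slow muscle against heart on the left and ovaries against testes on the right. Lines are exact 95% Clopper-Pearson intervals, arrows start at a lower limit where the second library had 0 reads, and the dashed line marks a ratio of 1. The ratio of miR-30e-3p, with heart as the higher library, lies closest to the dashed line.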

Expression levels of fru-miR-196a-5p, fru-miR-206-3p, fru-miR-194-5p, fru-miR-192-5p, and fru-miR-10b-5p in slow muscle were 1305-, 529-, 93-, 85-, and 77-fold higher, respectively, compared with cardiac muscle, while expression levels of fru-miR-187-3p, fru-miR-30e-3p, fru-miR-140-3p, fru-miR-218a-5p, and fru-miR-140-5p were 16-, 16-, 10-, 8-, and 6-fold higher, respectively, in cardiac muscle compared with slow muscle. We also compared miRNA expression levels between the skeletal muscles. Fru-miR-30e-3p exhibited an approximately 4-fold higher expression level in fast muscle compared with slow muscle. Fru-miR-133a-3p, fru-miR-133a-5p, and fru-miR-3571-5p exhibited an approximately 3-fold higher level of expression, in fast muscle compared with slow muscle. In contrast, fru-miR-126b-5p, fru-miR-194-5p, fru-miR-499-5p, fru-miR-30e-5p, and fru-miR-30c-5p exhibited 121-, 21-, 13-, 11-, and 4-fold higher levels of expression, respectively, in slow muscle compared with fast muscle (Table 1). However, these differential results are putative because they are base on one transcriptome analysis.

**Table 1:** Top five putative differentially expressed miRNAs compared between 2 muscle tissues

Fast muscle > cardiac muscle			
miRNA	Fast muscle (RPM)	Fast muscle/heart	Heart (RPM)
fru-miR-206-3p	94,778	434	218
fru-miR-10b-5p	2310	77	30
fru-miR-10d-5p	1516	60	25
fru-miR-133b-3p	16,735	17	1003
fru-miR-133-3p	58,952	15	3951
Cardiac muscle > fast muscle			
miRNA	Heart (RPM)	Heart/fast muscle	Fast muscle (RPM)
fru-miR-144-5p	1012	51	20
fru-miR-499-5p	28,506	41	699
fru-miR-187-3p	1483	37	40
fru-miR-499a-5p	1179	33	36
fru-miR-140-3p	10,721	17	613
Slow muscle > cardiac muscle			
miRNA	Slow muscle (RPM)	Slow muscle/heart	Heart (RPM)
fru-miR-196a-5p	1035	1305	1
fru-miR-206-3p	115,467	529	218
fru-miR-194-5p	1065	93	12
fru-miR-192-5p	11 732	85	138
fru-miR-10b-5p	2329	77	30
Cardiac muscle > slow muscle			
miRNA	Heart (RPM)	Heart/slow muscle	Slow muscle (RPM)
fru-miR-187-3p	1483	16	92
fru-miR-30e-3p	4473	16	280
fru-miR-140-3p	10,721	10	1108
fru-miR-218a-5p	1380	8	168
fru-miR-140-5p	4288	6	673
Fast muscle > slow muscle			
miRNA	Fast muscle (RPM)	Fast muscle/slow muscle	Slow muscle (RPM)
fru-miR-30e-3p	1239	4	280
fru-miR-133a-3p	48,921	3	14,148
fru-miR-133a-5p	14,675	3	5286
fru-miR-3571-5p	3257	3	1176
fru-miR-133-5p	2581	2	1089
Slow muscle > fast muscle			
miRNA	Slow muscle (RPM)	Slow muscle/fast muscle	Fast muscle (RPM)
fru-miR-126b-5p	1350	121	11
fru-miR-194-5p	1065	21	50
fru-miR-499-5p	9193	13	699
fru-miR-30e-5p	6361	11	591
fru-miR-30c-5p	6669	4	1601

miRNAs with more than a 1.5-fold difference in expression between muscle tissues and expression levels of more than 1000 RPM were selected

### Putative differentially expressed miRNAs in the gonads

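In ovaries and testes, 403 names had reads in at least 1 of the libraries. With the same thresholds and test as for the muscles, 13 names were higher in the ovary library and 2 in the testis library, and the median log2 ratio of ovaries to testes over all names was 1.49. When the RPM were taken per annotated read in place of per 18–25 nt read, the numbers were 27 and 35. With the scaling factors of edgeR's TMM method, they were 13 and 14, and every log2 ratio shifted by -1.38. The largest ratios among the 13 names were 19.0 for miR-24-3p, 17.3 for miR-143-3p, 16.1 for the precursor-only reads of miR-199, 14.4 for the precursor-only reads of miR-202, and 13.6 for miR-223-3p.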

We used the relative ratios of normalized reads to find differentially expressed miRNAs in the ovaries and testes, to identify sex-specific or sexually dimorphic miRNAs. 

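The level of miR-214-3p was 466 RPM in ovaries and 25.1 RPM in testes, a ratio of 18.6 (exact 95% Clopper-Pearson interval 14.2 to 24.9). Because it stayed under 1000 RPM, it was not among the 13 names. The level of miR-143-3p was 1081 RPM in ovaries and 62.4 RPM in testes, and the interval of its ratio was 14.6 to 20.7. Per annotated read, the ratios of both miRNAs were 4.25 and 3.95.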

Of the miRNAs that exhibited higher expression levels in the ovaries compared with the testes, fru-miR-214-3p and fru-miR-143-3p exhibited the greatest differences in expression. They exhibited an approximately 24-fold higher expression level, in the ovaries compared with the testes, followed by fru-miR-202-5p, fru-miR-24-3p, and fru-miR-145b-5p, whose expression levels were approximately 22-, 20-, and 20-fold higher, respectively, in the ovaries compared with the testes. 

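The ratio of ovaries to testes was 69.3 for miR-202-5p, with a wide exact 95% interval of 33.5 to 173 because it rests on 7 testis reads. When precursor-only sequences that overlap the arm were added, an alternative chosen after seeing the data, the ratio of miR-202-5p was 15.9, from 1953 and 123 RPM. The level of miR-24-3p was 1784 RPM in ovaries and 94.1 RPM in testes, and the interval of its ratio was 16.5 to 21.9. Per annotated read, the ratio was 4.33 for miR-24-3p and 15.8 for miR-202-5p. Only 67 ovary reads, 14.1 RPM, were named miR-145b-5p, and 0 testis reads, which gives a lower limit of 7.85 for the ratio. With 3 reads put in place of 0, its ratio was 9.92, and 2.27 per annotated read.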

Of the miRNAs that exhibited greater expression in the testes compared with the ovaries, fru-miR-2478-3p and fru-miR-2898-3p exhibited levels in the testes that were twice those in the ovaries (Table 2). However, we could only claim these results as putative differential expression patterns as described above.

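The ratio of testes to ovaries was 2.37 (exact 95% Clopper-Pearson interval 2.29 to 2.46) for miR-2478-3p. For miR-2898-3p it was 1.99 (1.90 to 2.09), from 1499 RPM in testes and 752 RPM in ovaries, and the adjusted p was 3.43e-169 in the exact binomial test of the reads of those libraries. Both are names whose reads were mostly 18 or 19 nt and ended in CCA, and for miR-2898-3p 73.9% of the reads did so end. Per annotated read, the ratios were 10.4 and 8.73. In all, 5 names had mostly such reads. Under the paper's scale, 59 names other than these 5 had at least 100 RPM in ovaries, and their median ratio of testes to ovaries was 0.198. Picking names by their ovary level favours such low ratios.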

**Table 2:** Putative differentially expressed miRNAs compared between ovaries and testes

Ovaries > testes			
miRNA	Ovaries (RPM)	Ovaries/testes	Testes (RPM)
fru-miR-214-3p	3055	24	125
fru-miR-143-3p	6965	24	293
fru-miR-202-5p	9054	22	409
fru-miR-24-3p	4170	20	208
fru-miR-145b-5p	5933	20	302
Testes > ovaries			
miRNA	Testes (RPM)	Testes/ovaries	Ovaries (RPM)
fru-miR-2478-3p	2691	2	1133
fru-miR-2898-3p	1503	2	753

miRNAs with more than a 1.5-fold difference in expression between ovaries and testes and expression levels of more than 1000 RPM were selected

### IsomiRs in *T. rubripes*

IsomiRs refer to mature miRNA sequences in which a few nucleotides vary at the 5′/3′ termini compared with the major mature miRNAs that originated from the same miRNA hairpin. We chose fru-miR-145-5p, which was ubiquitously expressed, as a representative example to demonstrate the variation in mature miRNA sequences. The sequence of fru-miR-145-5p was identical in every tissue. However, the sequence was different at the 3′ terminus compared with the miR-145-5p entries deposited in miRBase 19.0 [10]. 

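The most abundant sequence of miR-145-5p was GTCCAGTTTTCCCAGGAATCCC in each of the 8 libraries. It held 54.0% (95% Wilson interval 53.5 to 54.4) of the miR-145-5p reads in liver and 41.1% (40.4 to 41.9) in eye, with the other libraries between these shares. The second most abundant sequence in every library was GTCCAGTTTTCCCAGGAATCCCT, which is 1 nt longer and held between 27.5% of the reads in brain and 41.7% in ovaries.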

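In the files, this sequence of 22 nt is recorded as identical to the miR-145-5p entry of *Danio rerio*, with 364189 reads over the 8 libraries, or 47.6% of all miR-145-5p reads. The sequence of 23 nt is recorded as an extension of that entry, with 294740 reads, and the sequence of 21 nt as a shortened form, with 62283 reads.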

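The number of miR-145-5p reads that differed from the most abundant sequence only at the 3′ end exceeded the number that differed only at the 5′ end in every library. The ratio was lowest in testes, at 115 (exact 95% Clopper-Pearson interval 89.2 to 150.1), and highest in eye, at 386 (263 to 591).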

Fru-miR-145-5p exhibited more nucleotide variation in the 3′ region than in the 5′ region. 

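Changes at the 3′ end alone were found in 48.3% (95% Wilson interval 47.9 to 48.7) of the miR-145-5p reads in slow muscle, 56.8% (56.5 to 57.2) in heart, 58.2% (57.5 to 59.0) in eye, and 49.4% (48.7 to 50.0) in brain. The share was 48.3% (48.1 to 48.5) in intestine, 45.2% (44.7 to 45.6) in liver, 54.0% (53.8 to 54.2) in ovaries, and 44.3% (43.5 to 45.1) in testes. These shares rest on 15788 reads in testes, 17239 in eye, and up to 313611 in ovaries.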

Among isomiRs, approximately 47.7 % in fast muscle, 48.2 % in slow muscle, 56.7 % in heart, 58.1 % in eye, 49.2 % in brain, 48.2 % in intestine, 45.1 % in liver, 53.8 % in ovaries, and 44.3 % in testes exhibited 3′ variation compared with the most abundant fru-miR-145-5p. Approximately 0.4 % in fast muscle, 0.4 % in slow muscle, 0.5 % in heart, 0.4 % in eye, 0.4 % in brain, 0.4 % in intestine, 0.6 % in liver, 0.8 % in ovaries, and 1.3 % in testes exhibited variation at both the 3′ and 5′ ends. 

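Reads that differed from the most abundant sequence at both ends were 0.449% of the miR-145-5p reads in slow muscle, 0.509% in heart, 0.435% in eye, 0.395% in brain, 0.374% in intestine, 0.619% in liver, and 0.789% in ovaries. In testes the share was 1.37% (95% Wilson interval 1.20 to 1.56), from 216 reads, and its interval lay above those of the other 7 libraries.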

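Changes at the 5′ end alone ranged from 0.135% (95% Wilson interval 0.120 to 0.153) of the miR-145-5p reads in intestine to 0.386% (0.301 to 0.496) in testes. Between these, the share was 0.270% in ovaries, 0.229% in liver, 0.198% in heart, 0.175% in brain, 0.167% in slow muscle, and 0.151% in eye.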

Less than 0.5 % of isomiRs exhibited only 5′ variation in fast muscle, slow muscle, heart, eye, brain, intestine, liver, ovaries, and testes. 

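Relative to the most abundant miR-145-5p sequence, whose nucleotides from the second to the eighth are TCCAGTT, 5437 reads over the 8 libraries started 1 nt downstream, 595 started 2 nt downstream, 140 started 1 nt upstream, and 77 started 2 nt upstream. Reads starting 1 nt downstream were 0.710% of all miR-145-5p reads, and their most abundant sequence was TCCAGTTTTCCCAGGAATCCCT with 3346 reads. Any shift of the 5′ start was most frequent in testes, at 1.75% (95% Wilson interval 1.56 to 1.97), and least frequent in intestine, at 0.509% (0.479 to 0.542).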

A sliding of the Drosha cleavage site at the 5′ terminus occurred in a small population of fru-pri-miR-145 (Additional file 10). This led to the production of different seed sequences in mature fru-miR-145 isomiRs, and they may recognize different target mRNAs. We investigated the major sequence of each miRNA species across the tissues; fru-miR-462-5p, fru-miR-101b-3p, and fru-miR-133-3p exhibited significant variation at the 5′ terminus in some tissues (Table 3, Additional files 11, 12 and 13).

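For miR-462-5p, reads with a GTAACGGA start were the most common in all 8 libraries, from 50.1% (95% Wilson interval 47.8 to 52.3) in heart, where the start 1 nt downstream had nearly as many reads (935 against 940), and 52.1% (43.2 to 61.0) in eye to 74.6% (72.0 to 77.0) in ovaries, and the other reads started almost entirely 1 nt downstream. Between the pair of single sequences in Table 3, TAACGGAACCCATAATGCAGCT had 639 reads in heart and GTAACGGAACCCATAATGCAGCT had 434 (exact binomial test, adjusted p = 1.35e-09 over 16 tests). In brain they had 133 and 117 reads, a difference that was not detectable at this depth (exact binomial test, adjusted p = 0.392). For miR-101b-3p, the GTACAGTA start held 63.2% (61.7 to 64.7) of the reads in liver and 59.4% (55.1 to 63.5) in intestine. The start 1 nt downstream was the most common in brain, with 56.9% (53.4 to 60.3), and in ovaries, with 64.4% (58.8 to 69.5). In heart, eye, slow muscle, and testes, the interval of the share of GTACAGTA included 50%. The pair of full-length miR-101b-3p sequences in Table 3 gave another picture. The sequence starting with GTACAGTA had 266 reads against 283 in brain and 90 against 115 in ovaries, differences that were not detectable (exact binomial test, adjusted p = 0.528 and 0.115), and it was ahead in the other 6 libraries (adjusted p of 0.0104 or less). For miR-133-3p, the TTTGGTCC start held 83.4% (83.0 to 83.8) of 33486 reads in slow muscle and 48.9% (47.5 to 50.4) of 4615 reads in heart, where the start 1 nt downstream held 39.5%. This miRNA depended on the miRBase entry, because in heart the TTTGGTCC start held 59.6% of the reads assigned to the pufferfish entry and 25.7% of those assigned to the sea urchin entry. From such differences of the 5′ end, the paper proposes that the seed sequence, and with it the targets of a miRNA, may differ between tissues.

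**Figure D3:**
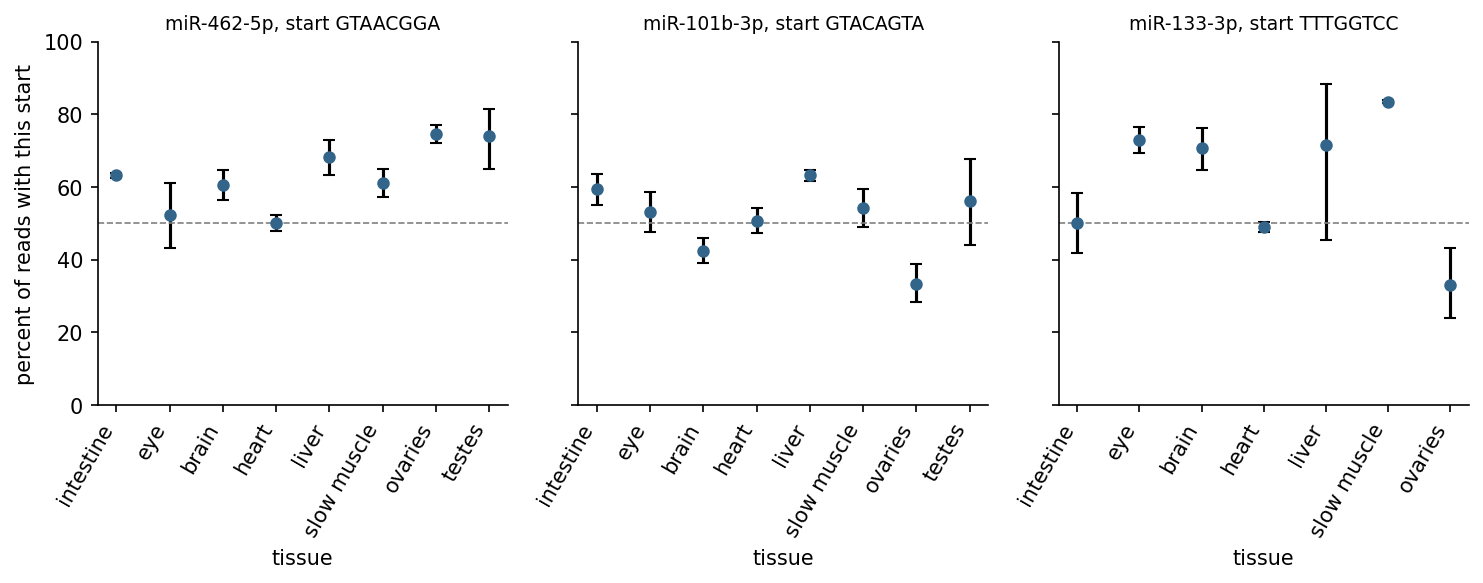
Percent of reads of 3 miRNAs that begin at the start named above each panel, by tissue. Bars are 95% Wilson intervals and the dashed line marks 50%, and testes are left out of the third panel because no read there had this start. The share of GTACAGTA lies below the line in brain and ovaries.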

**Table 3:** miRNAs in which major isomiRs exhibited 5′ variation among tissues and their expression levels

miRNA	Major sequence	Seed sequence	Expression level	Tissue
fru-miR-462-5p	GTAACGGAACCCATAATGCAGCT	TAACGGA	47	Fast muscle
fru-miR-462-5p	GTAACGGAACCCATAATGCAGCT	TAACGGA	119	Slow muscle
fru-miR-462-5p	**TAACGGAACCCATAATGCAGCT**	**AACGGAA**	**253**	**Heart**
fru-miR-462-5p	GTAACGGAACCCATAATGCAGCT	TAACGGA	30	Eye
fru-miR-462-5p	**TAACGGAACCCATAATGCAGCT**	**AACGGAA**	**50**	**Brain**
fru-miR-462-5p	GTAACGGAACCCATAATGCAGCT	TAACGGA	1803	Intestine
fru-miR-462-5p	GTAACGGAACCCATAATGCAGCT	TAACGGA	119	Liver
fru-miR-462-5p	GTAACGGAACCCATAATGCAGCT	TAACGGA	87	Ovaries
fru-miR-462-5p	GTAACGGAACCCATAATGCAGCT	TAACGGA	19	Testes
fru-miR-101b-3p	GTACAGTACTATGATAACTGA	TACAGTA	85	Fast muscle
fru-miR-101b-3p	GTACAGTACTATGATAACTGA	TACAGTA	75	Slow muscle
fru-miR-101b-3p	GTACAGTACTATGATAACTGA	TACAGTA	131	Heart
fru-miR-101b-3p	GTACAGTACTATGATAACTGA	TACAGTA	97	Eye
fru-miR-101b-3p	**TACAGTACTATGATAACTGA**	**ACAGTAC**	**106**	**Brain**
fru-miR-101b-3p	GTACAGTACTATGATAACTGA	TACAGTA	72	Intestine
fru-miR-101b-3p	GTACAGTACTATGATAACTGA	TACAGTA	1774	Liver
fru-miR-101b-3p	**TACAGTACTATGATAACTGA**	**ACAGTAC**	**24**	**Ovaries**
fru-miR-101b-3p	GTACAGTACTATGATAACTGA	TACAGTA	15	Testes
fru-miR-133-3p	TTGGTCCCCTTCAACCAGCCGT	TGGTCCC	1958	Fast muscle
fru-miR-133-3p	**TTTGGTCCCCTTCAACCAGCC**	**TTGGTCC**	**785**	**Slow muscle**
fru-miR-133-3p	TTGGTCCCCTTCAACCAGCCGT	TGGTCCC	225	Heart
fru-miR-133-3p	TTGGTCCCCTTCAACCAGCCGT	TGGTCCC	17	Eye
fru-miR-133-3p	TTGGTCCCCTTCAACCAGCCGT	TGGTCCC	4	Brain
fru-miR-133-3p	TTGGTCCCCTTCAACCAGCCGT	TGGTCCC	4	Intestine
fru-miR-133-3p	**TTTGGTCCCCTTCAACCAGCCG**	**TTGGTCC**	**1**	**Liver**
fru-miR-133-3p	TTGGTCCCCTTCAACCAGCCGT	TGGTCCC	6	Ovaries

Bold indicates isomiRs with variation at the 5′ terminus

### Distribution of different small RNA categories in each tissue

To classify the remaining unidentified small RNAs (18–25 nt unidentified small RNAs and 26–35 nt small RNAs), we performed homology searches against the NCBI database (Fig. 4). In the 1–35 nt population, the majority of small RNAs in the ovaries and testes were derived from repetitive elements. Additionally, 70–75 % of them were identified to be 26–31 nt. The major proportion of small RNAs of each length in the ovaries and testes (except for 21–22 nt in the ovaries) were also derived from repetitive elements (Additional file 7). Finally, in each somatic tissue, only about 1 % of small RNAs were unidentified; while in the ovaries and testes 11.8 and 15.6 % were unidentified, respectively.

**Fig. 4:**
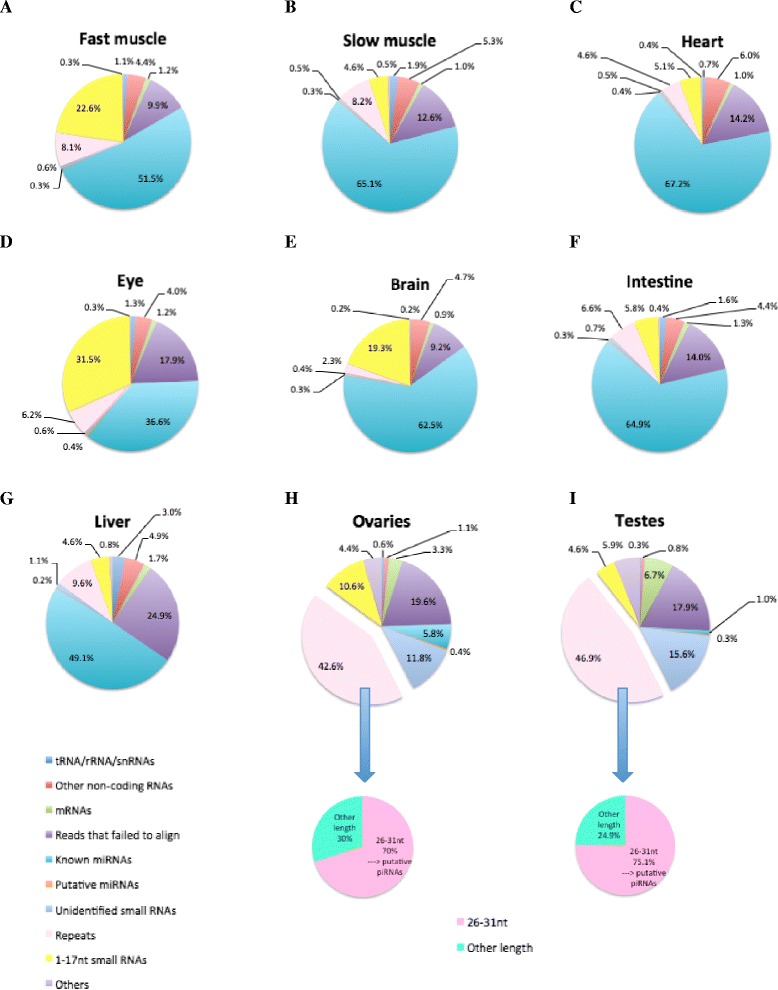
Proportions of small RNA components. Fast muscle (**a**), slow muscle (**b**), heart (**c**), eye (**d**), brain (**e**), intestine (**f**), liver (**g**), ovaries (**h**), and testes (**i**)

## Discussion

Most miRNAs are conserved among species; therefore, we identified miRNAs by conducting a homology search against mature miRNAs deposited in miRBase 19.0 [10]. In the 18–25 nt population, 69–86 % of small RNAs in somatic tissue were annotated as miRNAs, whereas only 24 and 5 % of small RNAs in the ovaries and the testes, respectively, were categorized as miRNAs. Although only a small number of small RNAs in the gonads were identified as miRNAs, the number of miRNA species in the ovaries and testes was 591 and 548, respectively, which is similar to the number of miRNAs in somatic tissue. 

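The somatic libraries held between 271 (liver) and 323 (brain) miRNA species, counted as arm names with at least 1 read and precursors without a named arm. The ovary library held 271 species and the testis library 190. In testes, 50.6% of the 249 names with reads had fewer than 10 reads, against 41.6% in ovaries and between 35.3% and 37.5% in the somatic libraries. When only species with at least 10 reads were counted, the numbers were 183 to 214 in the somatic libraries, 169 in ovaries, and 110 in testes. With the reads of every library drawn at random once down to the 54540 of testes, the somatic libraries held 199 to 227 species, the ovaries 188, and the testes 190. Of the 249 names with reads in testes, 239 also had reads in a somatic library.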

Among miRNA species, we identified 629 in fast muscle, 608 in slow muscle, 488 in heart, 539 in eye, 531 in brain, 519 in intestine, and 538 in liver. Our results suggest that many types of miRNA might be expressed in the gonads at a low level of expression. We also identified small RNA sequences as putative miRNAs that have many variations at the 3′ terminus compared with known miRNAs. These results show that, in every tissue, not more than 1 % of small RNAs was annotated as putative miRNAs. However, numbers of putative miRNA species were higher than those of miRNAs in every tissue except for the brain, and those in the ovaries and testes were much higher. The number of putative miRNAs was 1397 in fast muscle, 1242 in slow muscle, 532 in heart, 855 in eye, 508 in brain, 683 in intestine, 910 in liver, 2787 in ovaries, and 2651 in testes, indicating that various species of putative miRNA might be expressed in each tissue at a low level of expression. It may also be possible that some putative miRNAs might be other types of small RNA, fragment contaminants of longer RNAs, or novel miRNAs.

The RNAs of 26–31 nt that originated from repetitive elements were highly expressed in the ovaries and testes. These small RNAs may be piRNAs, considering their length and high abundance in gonads. Our results are similar to those of many previous studies; piRNAs that are 26–31 nt in size are mainly expressed in the ovaries and testes [15–20]. piRNAs are associated with PIWI proteins, which are members of the Argonaute family [19, 20]. piRNA precursors are transcribed from an intergenic repetitive element or a piRNA cluster [17, 21–23]. The main function of piRNAs is to maintain the integrity of the genome by silencing transposable elements [24, 25].

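The spread of lengths over the annotated reads was measured as their standard deviation and as the effective number of lengths, the exponential of the Shannon entropy of the length shares. The share of miRNAs among the small RNAs of each length, on which the paper's statement rests, was not analysed here. In brain, the standard deviation was 1.07 nt and the effective number of lengths 4.25. The other somatic libraries had standard deviations of 0.889 to 0.958 nt and effective numbers of 3.27 to 3.80. In ovaries, the values were 1.12 nt and 3.89, and in testes 1.73 nt and 4.45. When the 5 names with mostly short reads ending in CCA were left out, an alternative chosen after seeing the data, brain had the highest values of the 8 libraries, 1.04 nt and 4.18, while testes had 0.900 nt and 3.49.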

Considering the proportion of miRNAs of each length from 18 to 25 nt, we found that the brain generated more variation in miRNA sequence length than did the other tissues (Additional file 7). This is possibly because the brain is the most complex organ in the vertebrate body. The human brain comprises 10,000 difference types of neuron [26]. Therefore, a wide range of miRNA variants in the brain may be involved in brain function. Modifications of miRNAs at the 5′ terminus affect the seed region (2–8 nt), and may lead to differential target recognition [27–30]. Furthermore, 3′ modifications have been reported to be involved in the stability of miRNAs and the efficiency of target repression [31–33].

After constructing the miRNA expression profiles and validating the results with stem-loop RT-qPCR, we found that many miRNAs were ubiquitously expressed. For example, fru-miR-145-5p was highly expressed in every tissue. A previous study demonstrated that miR-145-5p plays an important role in enhancing smooth muscle cell differentiation and suppressing smooth muscle cell proliferation [34]. miR-145-5p targets and negatively regulates the pluripotency factors, OCT4, SOX2, and KLF4, in human embryonic stem cells [35]. In humans, miR-145-5p is highly abundant in the gonads and tissues arising from the mesoderm, such as the heart, spleen, uterus, and prostate [36]. However, some miRNAs exhibit tissue-specific expression patterns, suggesting that they play important roles in those tissues. Our results (highly expressed miRNAs in some tissues) are in agreement with previous studies. 

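Reads of miR-1-3p numbered 139838 in slow muscle and 105563 in heart, which were 72651 RPM (95% Wilson interval 72285 to 73019) and 41867 RPM (41621 to 42115). It had the most reads of all names in both libraries. The level was 3827 RPM in eye, 716 RPM in brain, 708 RPM in intestine, 78.6 RPM in ovaries, and 61.4 RPM in liver. In testes, 4 reads gave 1.89 RPM (0.736 to 4.86).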

For example, fru-miR-1 was abundant in skeletal muscle and the heart, as it is in many animals. Previous studies have reported that in skeletal muscle, miR-1 is modulated by serum response factors (SRFs), such as MyoD and Mef2, which are muscle differentiation regulators [37]. miR-1 plays a role in repressing embryonic stem cell differentiation into non-muscle cells in mice and humans [38]. In the heart, miR-1 targets the transcription factor Hand2, which accelerates the expansion of the cardiac muscle [37]. In mice, over-expression of miR-1 inhibits muscle proliferation [39]. miR-1 also regulates the development of cardiac hypertrophy [40]. In addition, arrhythmogenesis in infarcted rat hearts can be treated by injection with an antisense strand of miR-1 [41].

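With 426159 reads, miR-192-5p held 35.3% of the annotated reads in intestine, a level of 124701 RPM (95% Wilson interval 124351 to 125051). The level was 26776 RPM in liver, where its rank was 4, 4405 RPM in slow muscle, and 538 RPM in brain. Reads named miR-215-5p reached 2987 RPM in intestine and 518 RPM in liver.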

Fru-miR-192-5p was the most abundant miRNA in the intestine. miR-192-5p belongs to the miR-192/215 family [10]. miR-192 and miR-215 share identical seed sequences, and only differ by two nucleotides [10]. They are tumor suppressor miRNAs, modulated by p53 (also a tumor suppressor gene), and they play a role in cell-cycle arrest to prevent tumorigenesis [42–44]. They are biomarkers that are down-regulated in colon cancer [42, 43]; however, both are up-regulated in gastric cancer, where they target the adhesion molecule ALCAM [45].

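The level of miR-122-5p was 48649 RPM (95% Wilson interval 48266 to 49034) in liver, where it had the most reads of all names, and its next level was 105 RPM in intestine. It stayed at 21.8 RPM or less in the other libraries, with 0 reads in testes. Precursor-only reads of miR-122 were also highest in liver, with 6946 RPM in liver and at most 3.78 RPM elsewhere.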

In this study, fru-miR-122 was a liver-specific miRNA. This result is similar to those from previous studies in other organisms, such as *Drosophila*, *C. elegans,* humans, and mice. The levels of miR-122 in blood plasma correlate with aminotransferase levels, which is an indicator of drug-induced liver injury [46]. Moreover, changes in miRNA levels can be detected earlier than changes in aminotransferase levels [46]. Therefore, miR-122 is a potential diagnostic and prognostic marker for liver pathology [46]. miR-122 is a tumor suppressor miRNA that negatively regulates *ADAM17*, resulting in the repression of hepatocellular carcinoma angiogenesis and metastasis [47]. Down-regulation of miR-122 can be used as a biomarker for hepatic cancer [48].

Some miRNAs exhibit special expression patterns. For example, fru-miR-202-5p exhibited much higher expression levels in the ovaries than in the somatic tissue, although the proportion of miRNAs in somatic tissue is much greater than that in the gonads, suggesting that they play crucial roles in germ cells. miR-202-5p exhibits sexual dimorphism during gonadal sex differentiation [49, 50]. In embryonic chickens, it is up-regulated during testes differentiation from the onset of testes development [51]. During development of the mouse testes, miR-202-5p is a direct transcriptional target of SOX9, a transcription factor that plays a role in male sex determination [50]. It is highly expressed in Sertoli cells when the male primordial germ cells differentiate into the testes [50]. However, in our study, fru-miR-202-5p was detected in both the ovaries and the testes because our sample was at a mature stage, a result that is consistent with previous studies; miR-202-5p is a postnatal gonad-specific miRNA in Atlantic halibut (*Hippoglossus hippoglossus*), *Xenopus*, mice, pigs, and humans [52–56]. These results suggest that miR-202-5p has an important function that involves sex determination during testes development, and also plays a crucial role in postnatal ovaries and testes [50].

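Over 251 arms with at least 50 reads, counting precursor-only sequences that overlap the arm, the median share of reads that did not end at the most common 3′ end was 38.8%, with quartiles of 21.2% and 53.9%. The median share of reads that did not begin at the most common 5′ start was 2.18%, with quartiles of 0.720% and 11.1%. In 231 of these arms the share was larger at the 3′ end, and 71 arms had at least 10% of their reads off the most common 5′ start. In 30 of the 251 arms, most of these reads were precursor-only.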

Most of the miRNA species exhibited variation at the 3′ terminus, while variation at the 5′ terminus was not as prevalent as that at the 3′ terminus [29]. Shifts in the seed region (nucleotide positions 2–8 from the 5′ terminus) lead to differential target recognition and a role in gene regulation [27–30]. 

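The most common 5′ start was tested against the second most common one in 1132 pairs of an arm and a library with at least 50 reads, by two-sided exact binomial tests with Benjamini-Hochberg adjustment, with precursor-only sequences that overlap an arm counted in it. These covered 231 arms, of which 193 were tested in several libraries. In 185 of the 193 arms, the most common start was the same in every tested library. A change of the most common start between libraries, with an adjusted p under 0.05 in both, was found for 5 arms: miR-133-3p, miR-9-3p, miR-101b-3p, miR-455-3p, and miR-133c-3p. With at least 500 reads per library required, 3 arms remained. At the level of single sequences, the change was also found for miR-133-3p and miR-9-3p, but not for miR-101b-3p, miR-455-3p, and miR-133c-3p. Nearly all reads of miR-9-3p and miR-455-3p in this test were precursor-only, with 8109 of 8454 for miR-9-3p in brain and 1178 of 1180 for miR-455-3p in ovaries. For miR-9-3p, the start 1 nt upstream had 4381 reads against 3980 in brain and 375 against 671 in eye. For miR-455-3p, the start 2 nt downstream of the main sequence was ahead of the start 1 nt downstream in ovaries, with 530 against 443 reads, and behind it in heart, with 299 against 580. The change of miR-133-3p rests on 55 against 29 reads in ovaries, where the pufferfish entry alone, with 21 of 43 reads at the TTTGGTCC start, showed no change and the sea urchin entry, with 6 of 41, did, and that of miR-133c-3p on 109 against 78 reads in slow muscle and 56 against 34 in heart.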

In general, the major variant of each miRNA species was common to all the tissues, but for some miRNA species the most abundant variants had different seed sequences among the nine tissues, suggesting that miRNAs may have different targets and functions in different tissues.

In this study, we identified many miRNAs in *T. rubripes*. To validate the putative piRNAs, more information regarding associated proteins [19, 20] and examination of nucleotide bias at the specific positions are required [19, 21, 22]. Our data also showed other classes of small RNAs that may have important, but yet unidentified, functions.

## Conclusions

In this study, we investigated miRNA expression patterns in various organs of *T. rubripes*. We identified 1420 known miRNA species. Many miRNAs exhibited conserved tissue-specific expression patterns, indicating that their basic functions share a common evolution among vertebrates. miRNAs were mainly expressed in tissues other than the gonads, whereas putative piRNAs were highly abundant in the ovaries and testes; however, some miRNA species were highly abundant in the gonads. The most abundant isomiRs of specific miRNAs may have different functions in different tissues. Our data may also include new kinds of small RNAs. Our data may also include new kinds of small RNAs.

## Methods

### Preparation and sequencing of small RNA libraries

All procedures in this study were performed according to the Animal Experimental Guidelines of the Ethical Committee of The University of Tokyo. Total RNA was extracted from 0.1 g of each tissue (fast and slow muscle, heart, eye, brain, intestine, liver, ovaries, and testes dissected from two individual adult *T. rubripes*) that had been stored in RNA*later* solution for 1 h (Applied Biosystems, Foster City, CA, USA). Total RNA was extracted using a mirVana miRNA Isolation Kit (Applied Biosystems). To purify small RNA, total RNA was fractionated through a flashPAGE Fractionator (Applied Biosystems), and small RNA was retrieved. Nine small RNA libraries were constructed, using Small RNA Library Preparation for SOLiD Sequencing (Applied Biosystems). The entire libraries were sequenced using the SOLiD 3 next-generation sequencer (Applied Biosystems).

### Small RNA data annotation

After the acquisition of small RNA data from the sequencer, low-quality reads and 3′ sequencing adapters were eliminated and trimmed, respectively, by our own Perl script. However, some adapter sequences were shorter than 4 nt, and we could not judge whether they were the real adaptor sequences or belonged to the 3′ part of small RNA sequences. We decided not to remove the short sequences; therefore, many small RNAs were 35 nt in length. In addition, the population of 32–34 nt sequences was absent after removal of the adaptor. Small RNAs (18–25 nt) were BLAST-searched against mature miRNAs deposited in miRBase 19.0 (www.mirbase.org/), using CLC genomics workbench software (CLC bio, Aarhus, Denmark). The sequences with non-base pair changes, 1–2 nt extended or shortened at the 5′ end, or 1–4 nt extended or shortened at the 3′ end were annotated as miRNAs. Owing to 3′ variations or sequence errors, many small RNAs could not be annotated. Therefore, we separated reads that had identical nucleotides in positions 1–10 with known miRNAs and performed downstream analysis. Sequences that had an alignment length that was equal to or more than 16 nt with known miRNAs were regarded as miRNAs. In cases where small RNAs had an alignment length of less than 16 nt, we used the Smith-Waterman score in FASTA v36 (http://faculty.virginia.edu/wrpearson/fasta/fasta36/) to evaluate the alignment. The parameter was set to add ‘5’ and ‘−4’ scores for match and mismatch cases, respectively. We identified sequences with a score equal to or more than 70 as miRNAs. We identified sequences that had a Smith-Waterman score of less than 70 as putative miRNAs.

### miRNA expression profile

The expression levels of individual miRNAs were calculated as RPM (read per million) and compared among the tissues. The individual miRNA expression level (RPM) was calculated as: (the number of reads of the individual miRNA/total number of 18–25 nt small RNA reads in the tissue) × 10^6^.

### Data accession numbers

Sequence data sets used in this study were deposited in the GEO database [57] under the accession number GSE65404.

### miRNA Stem loop real time PCR

We choose stem-loop real-time PCR for miRNA quantification. This method is more specific than linear PCR as stem-loop primers are designed to be complementary to the 6 nt of 3′ termini of mature miRNAs [58]. First, 1 μg of total RNA from fast and slow muscles, heart, eye, brain, intestine, liver (all *n* = 3), ovaries, and testes (both *n* = 2) were used for first-strand cDNA synthesis. Stem loop primer was added to total RNA (Additional file 14) and reversed transcribed using Superscript III (Invitrogen). Subsequently, cDNA was used as a template for real-time PCR. The PCR mixture contained EXPRESS SYBR GreenER qPCR SuperMix Universal 10 μL (Invitrogen), 0.4 μL of 10 μM miRNA-specific forward and universal reverse primer (Additional file 14), 0.4 μL of ROX Reference Dye (25 μM), and was made up to 20 μL with nuclease free water. Reactions were performed on an Applied Biosystems 7300 Real-Time PCR System. Each sample was run in triplicate. miRNA expression was normalized against that of *T. rubripes* 5 s ribosomal RNA (Additional file 14).

## Additional files

Additional file 1: Figure S1. Small RNA data pipeline analysis. The diagram represents the data pipeline used to analyze data from next-generation sequencing and the miRNA annotation criteria. Additional file 2: Table S1. Number of small RNA reads at each step of the data pipeline analysis. The number of small RNAs retrieved after passing small RNA reads through each step of the data pipeline analysis Additional file 3: Table S2. List of miRNAs and their read numbers in each tissue of *T. rubripes*. The order of miRNAs is based on their expression levels after normalizing reads against 1 million 18–25 nt small RNAs. Additional file 4: Table S3. List of putative miRNAs and their read numbers in each tissue of *T. rubripes*. The order of putative miRNAs is based on their expression levels after normalizing reads against 1 million 18–25 nt small RNAs. Additional file 5: Figure S2. Number of miRNA and putative miRNA species found in each tissue. Additional file 6: Figure S3. Size distribution patterns of miRNAs and putative miRNAs in each tissue. The size distribution patterns of 18–25 nt miRNAs (A) and putative miRNAs (B) reads after normalizing against 1 million 18–25 nt small RNAs, from nine tissues of *T. rubripes*. Additional file 7: Figure S4. Ratio of reads of each 18–31 nt RNA species identified in this study to total small RNA reads in each tissue. The ratios of miRNAs, putative miRNAs, mRNAs, tRNA/rRNA/snRNAs, other non-coding RNAs, repeats, reads that failed to align, others and unidentified small RNAs of 18–31 nt to total small RNA reads. Additional file 8: Figure S5. miRNA proportions as percentages of 1–35 nt small RNAs. Proportions of 1–17 nt small RNAs, 18–25 nt miRNAs, 18–25 nt putative miRNAs, 18–25 nt unidentified small RNAs, 26–31 nt small RNAs, and 32–35 nt small RNAs are shown as percentages of total 1–35 nt small RNAs. Additional file 9: Table S4. Expression profiles of miRNAs and putative miRNAs in *T. rubripes* in all tissues examined. List of known miRNAs and putative miRNAs, their most abundant sequences, and their read numbers, after normalization against reads with 1 million 18–25 nt small RNAs in each tissue. Additional file 10: Figure S6. Proportions of isomiR variation types as percentages of total fru-miR-145-5p in each tissue. Proportions of the isomiRs that exhibited nucleotide variation only in the 3′ region, the isomiRs that exhibited variation at both the 3′ and 5′ ends, the isomiRs that exhibited only 5′ variation, and the major sequence of the isomiRs are shown as percentages of total fru-miR-145-5p. Additional file 11: Figure S7. IsomiRs of fru-miR-462-5p. The diagrams represent repertoires of fru-miR-462-5p isomiRs mapped to their miRNA precursors in each tissue. Additional file 12: Figure S8. IsomiRs of fru-miR-101b-3p. The diagrams represent repertoires of fru-miR-101b-3p isomiRs mapped to their miRNA precursors in each tissue. Additional file 13: Figure S9. IsomiRs of fru-miR-133-3p. The diagrams represent repertoires of fru-miR-133-3p isomiRs mapped to their miRNA precursors in each tissue. Additional file 14: Table S5. Primers for RT-qPCR. 

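Each gene-specific forward primer contains part or all of the miRNA sequence that it detects. The sequences of the libraries that lie wholly within a primer therefore show which names of the files share its sequence. Longer reads were not counted, and the stem-loop primers, which pair with the 3′ terminus, were not examined. The counts thus do not give all reads that an assay detects. For fru-miR-1-3p, fru-miR-122-5p, fru-miR-145-5p, fru-miR-192-5p, fru-miR-196a-5p, fru-miR-202-5p, fru-miR-499-5p, and fru-miR-2478-3p, the sequences within the primer carried the same name in the files, apart from a few precursor-only reads. For fru-miR-202-5p these sequences held only 21 of the 1099 miR-202-5p reads, so most reads of this name extend beyond the primer or differ from it. The primer of fru-miR-204-5p contained sequences named miR-204a-5p, with 48091 reads over the 8 libraries. Within the primer of fru-miR-9-3p lay sequences named miR-9-5p, with 10631 reads.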

List of stem loop primers and miRNA gene-specific primers, including internal control forward primers and a universal reverse primer.

# Supplementary material for: Deep sequencing, profiling and detailed annotation of microRNAs in Takifugu rubripes
**Source:** BMC Genomics. 2015 Jun 16;16(1):457. doi: 10.1186/s12864-015-1622-1

**Additional file 1: Figure S1**

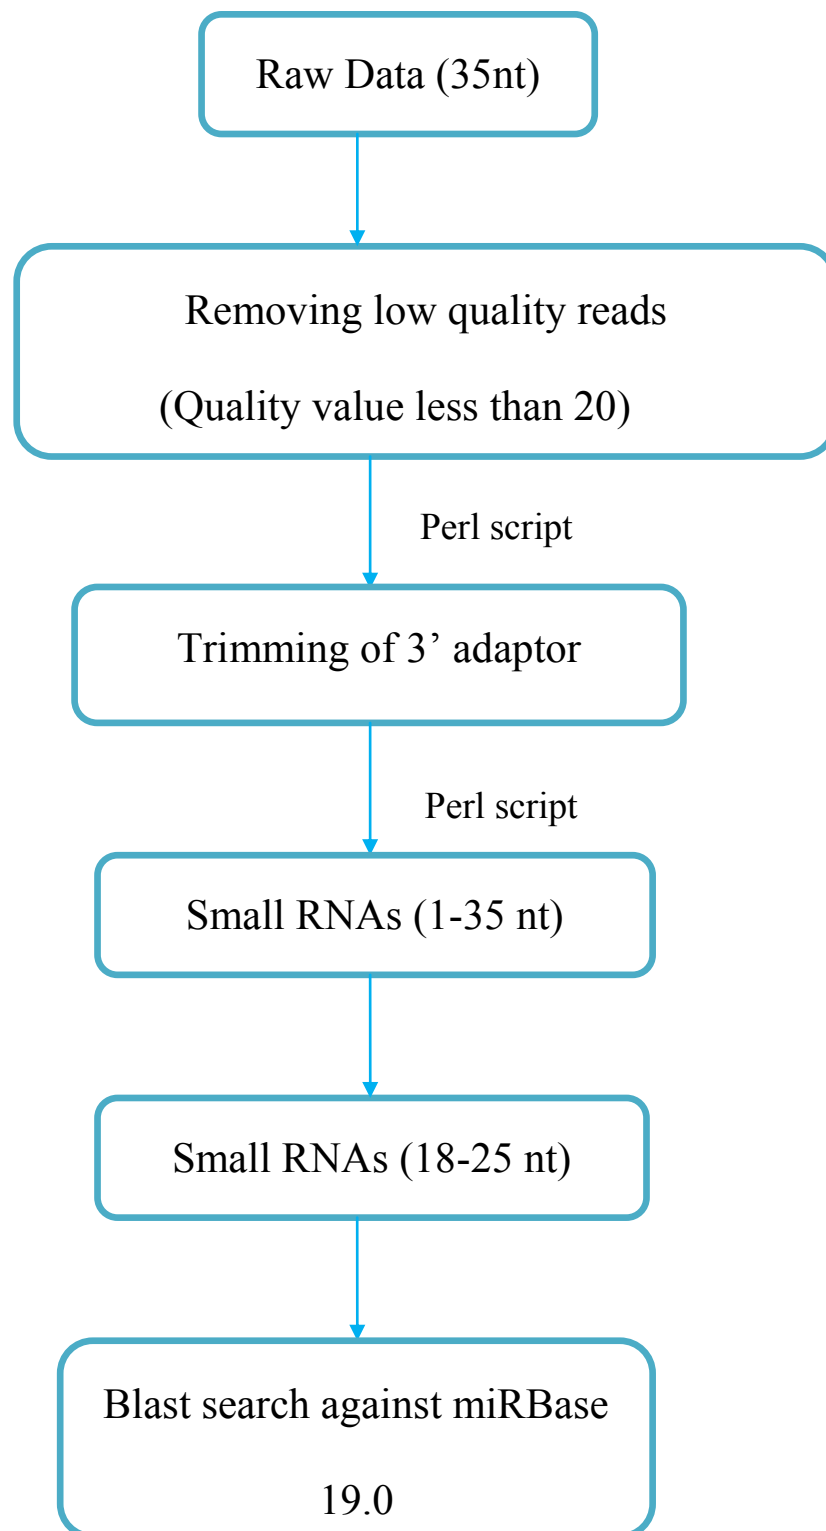

## miRNA criteria 1

- a) Query reads exactly match the reference miRNAs
- b) Reads with 1–2 nt extended or shortened at the 5' end of the known miRNAs.
- c) Reads with 1–4 nt extended or shortened at the 3' end of the known miRNAs.

CLC genomic workbench

**Yes**

**No**

Known miRNAs

Further analysis 1

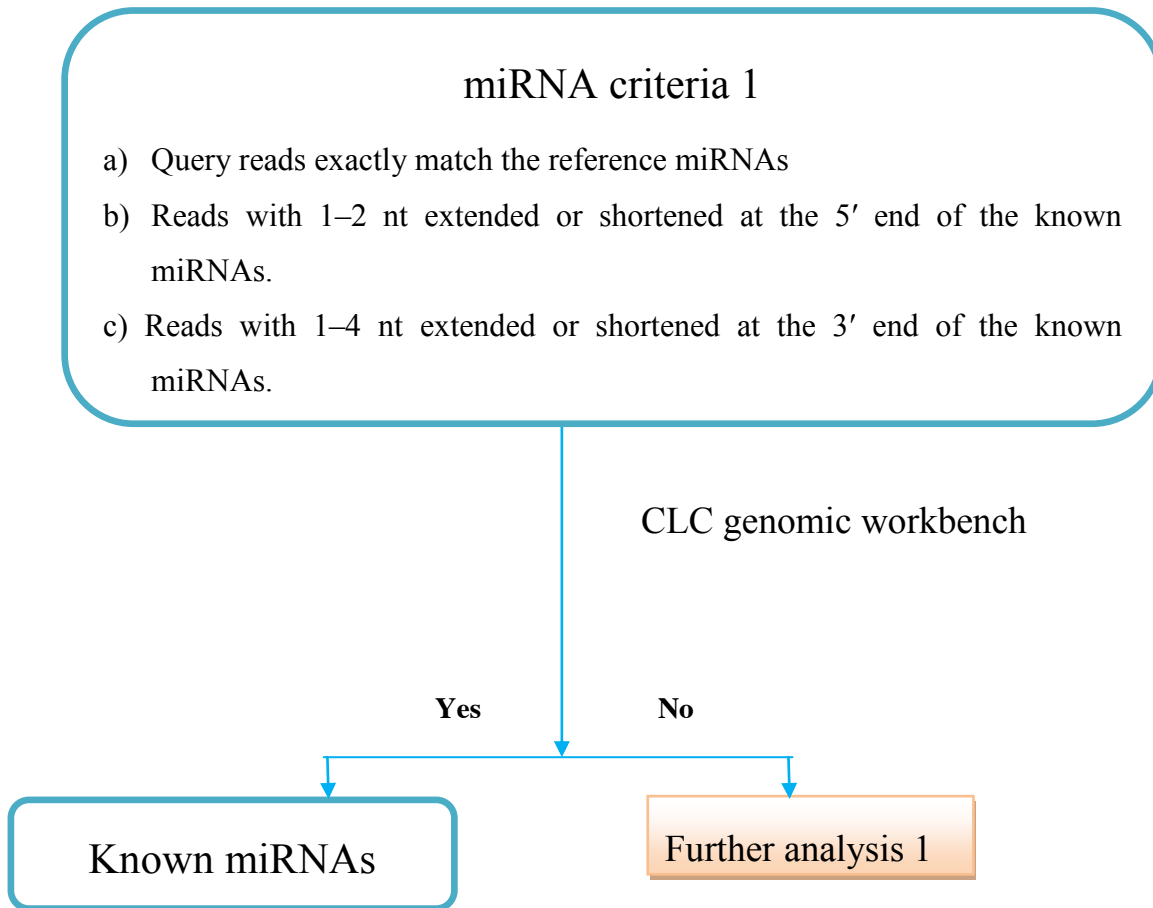

## miRNA criteria 1

a) Query reads exactly match the reference miRNAs

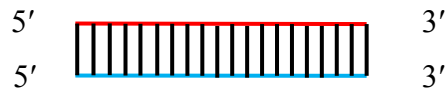

b) Reads with 1–2 nt extended or shortened at the 5' end of the known miRNAs.

**extended**

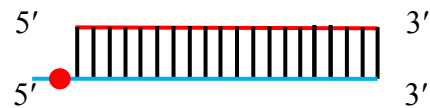

**shortened**

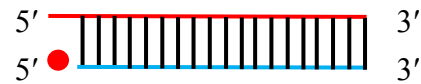

c) Reads with 1–4 nt extended or shortened at the 3' end of the known miRNAs.

**extended**

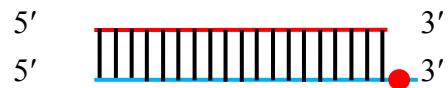

**shortened**

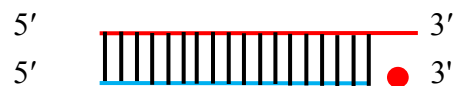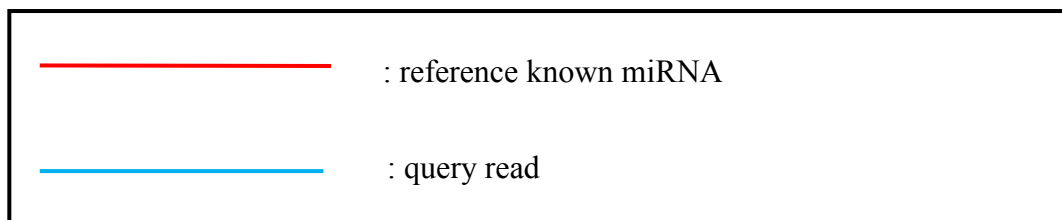

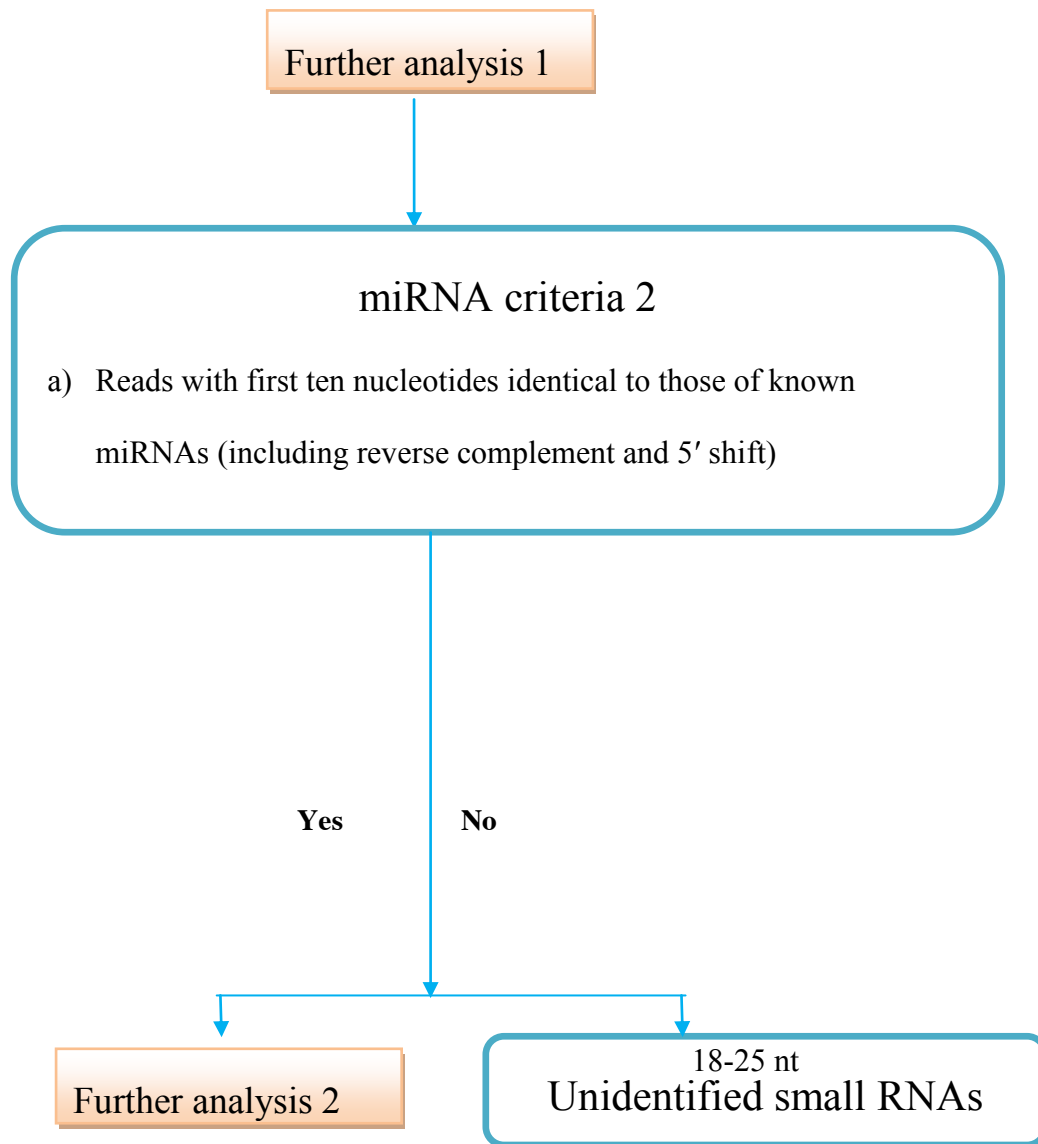

## miRNA criteria 2

- a) Reads with first ten nucleotides identical to those of known miRNAs (including reverse complement and 5' shift)

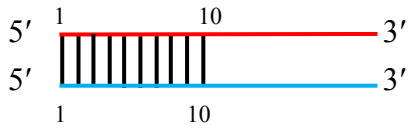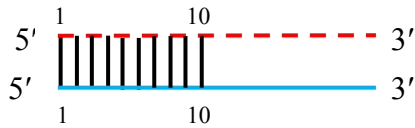

### 5' shift

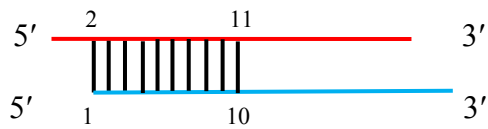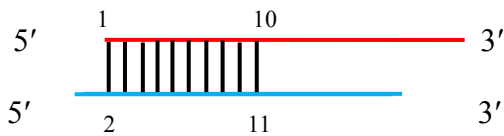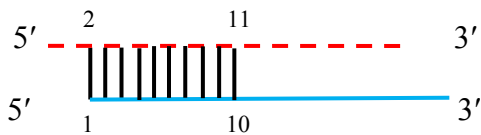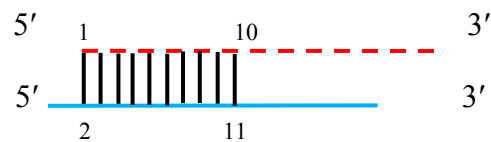: reference known miRNA

: reverse complement - reference known miRNA

: query read

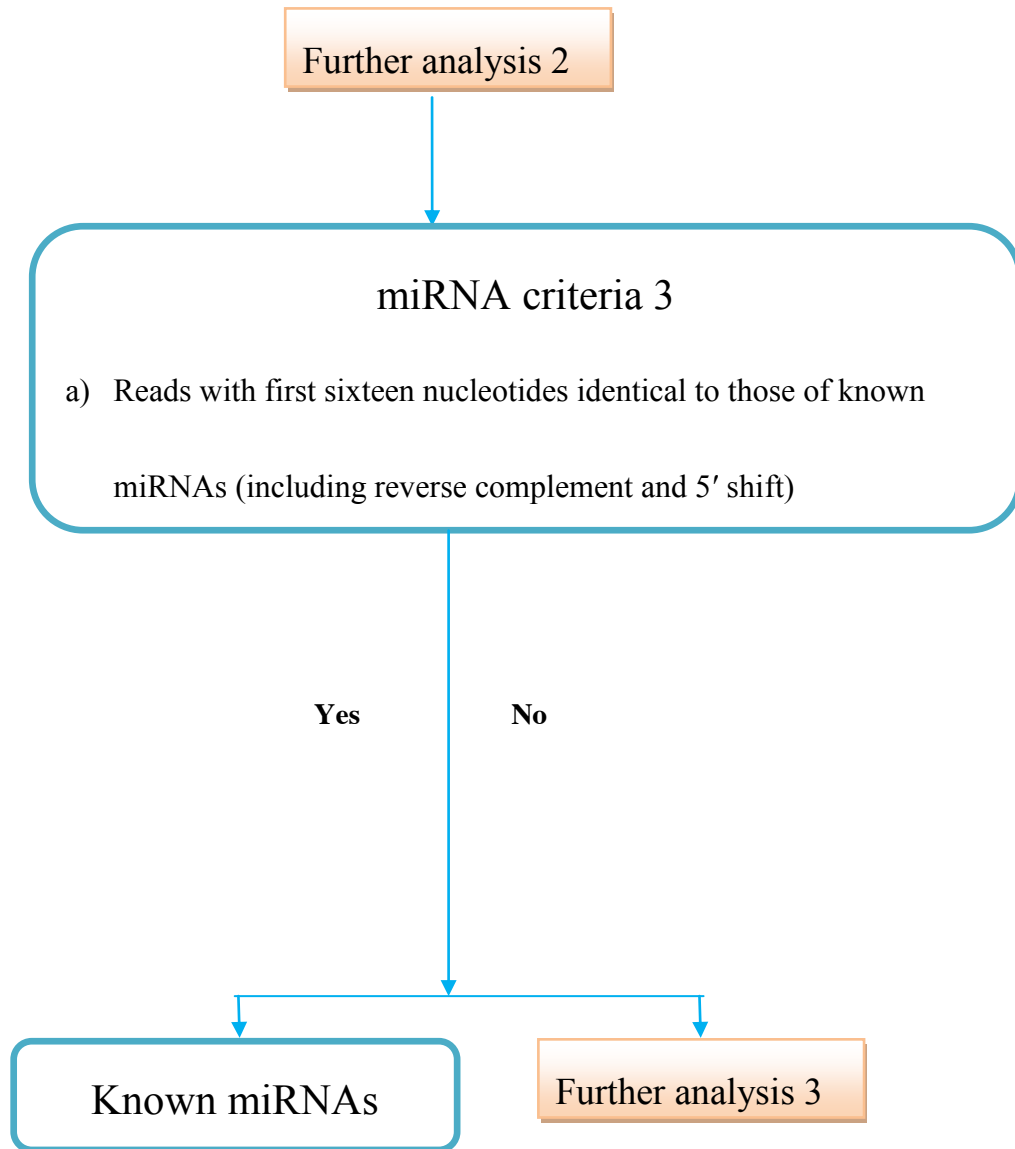

### miRNA criteria 3

- a) Reads with first sixteen nucleotides identical to those of known miRNAs (including reverse complement and 5' shift)

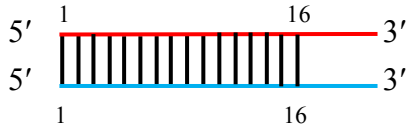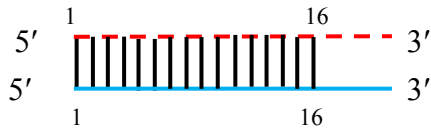

#### 5' shift

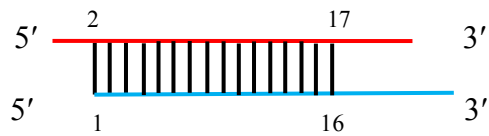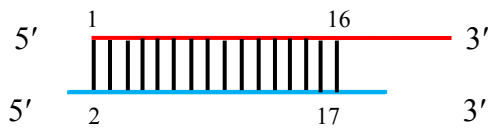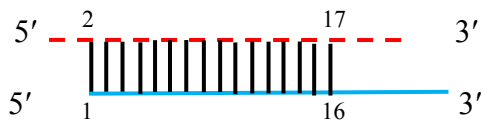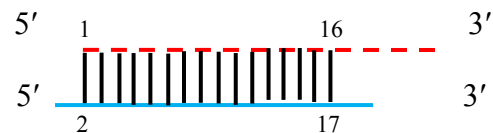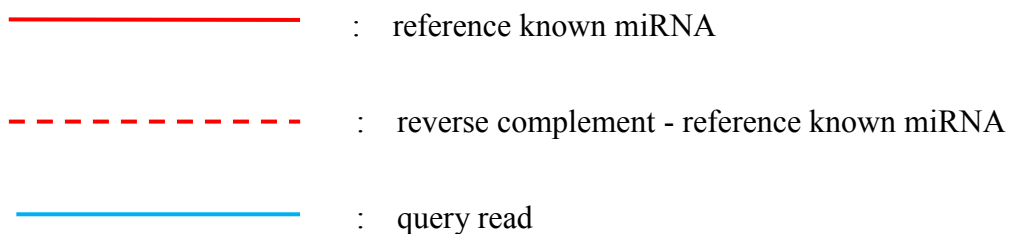

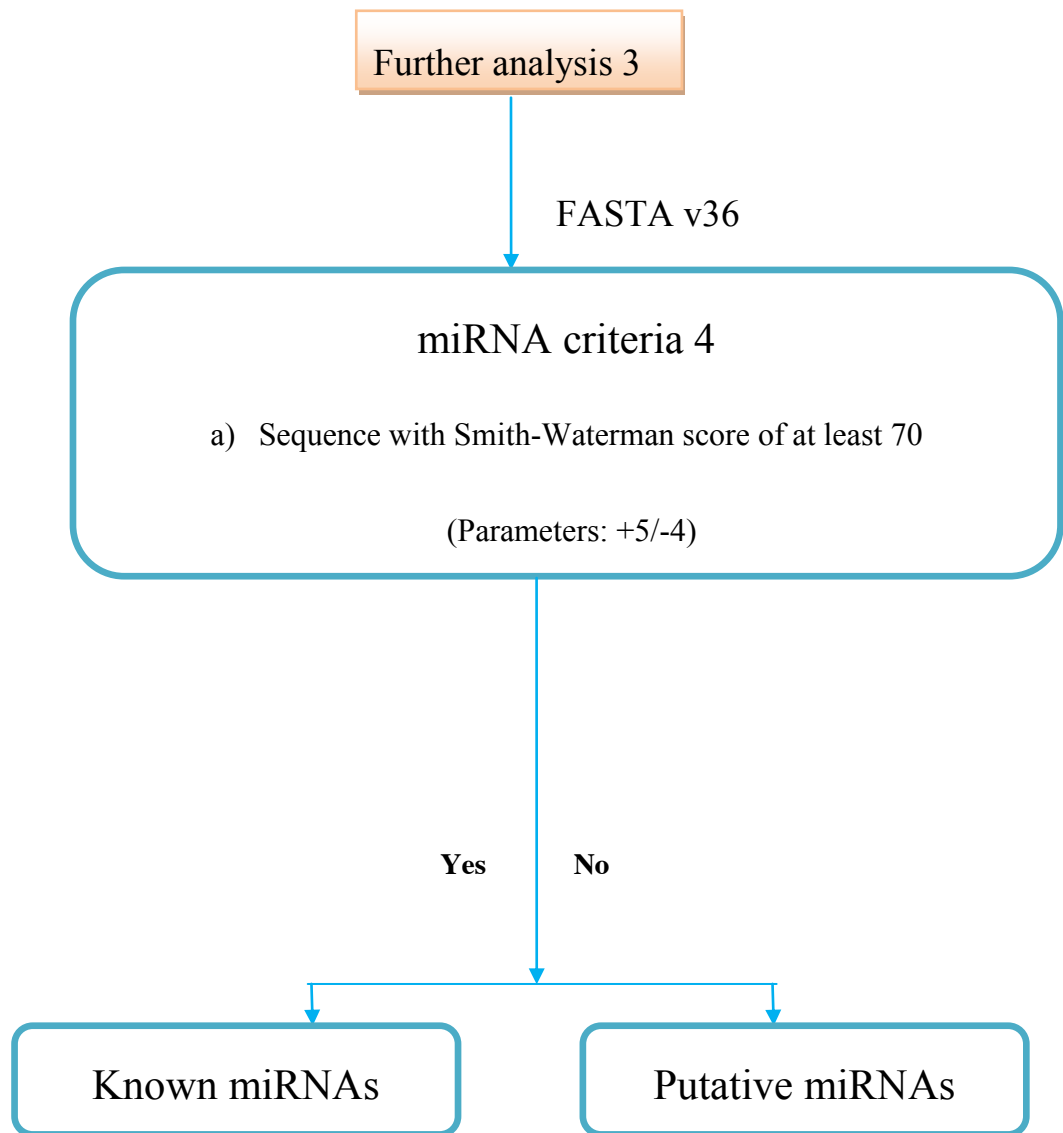

**Supplement:** Additional file 1: Figure S1. — Small RNA data pipeline analysis. The diagram represents the data pipeline used to analyze data from next-generation sequencing and the miRNA annotation criteria.

# Supplementary material for: Deep sequencing, profiling and detailed annotation of microRNAs in Takifugu rubripes
**Source:** BMC Genomics. 2015 Jun 16;16(1):457. doi: 10.1186/s12864-015-1622-1

**Fast muscle: 1,970,118 small RNA reads**

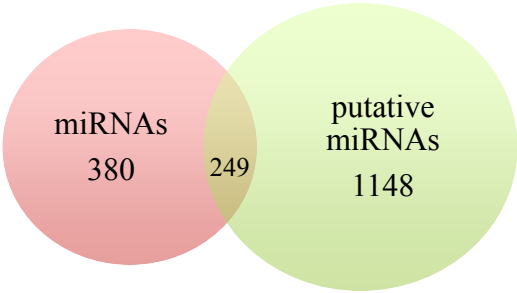

**Slow muscle: 1,924,791 small RNA reads**

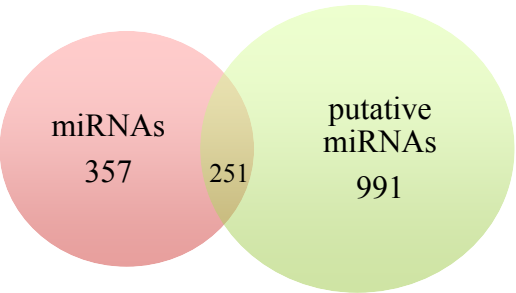

**Heart: 2,521,368 small RNA reads**

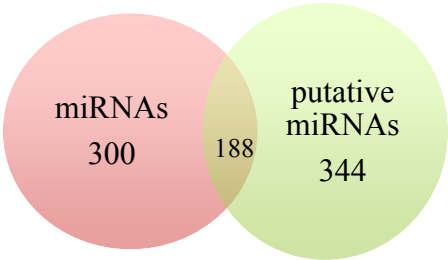

**Eye: 1,387,475 small RNA reads**

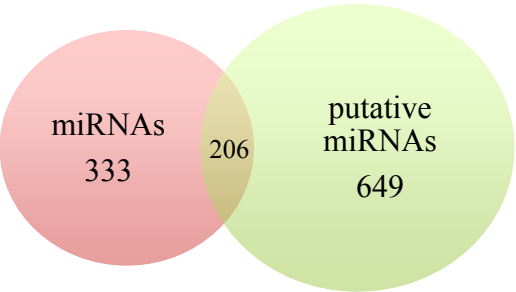

**Brain: 2,664,163 small RNA reads**

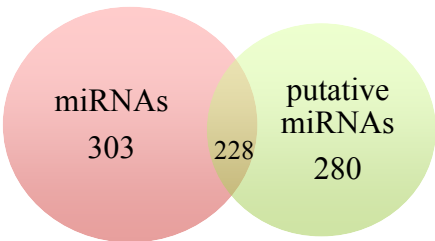

**Intestine: 3,417,457 small RNA reads**

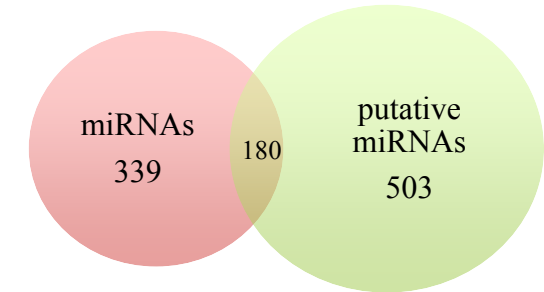

**Liver: 1,204,477 small RNA reads**

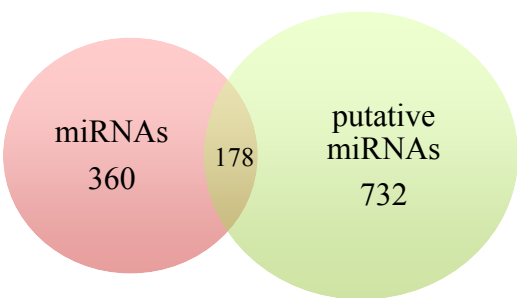

**Ovaries: 4,760,693 small RNA reads**

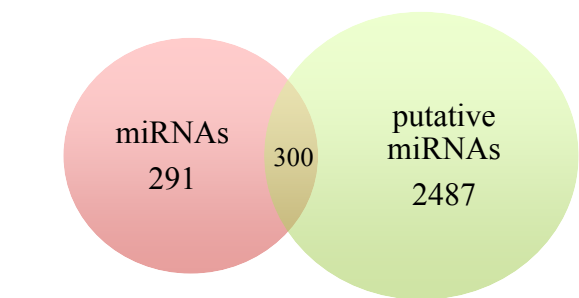

**Testes: 2,114,746 small RNA reads**

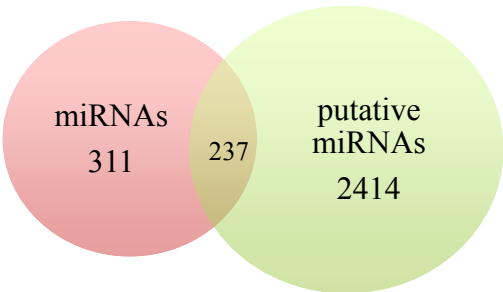

**Supplement:** Additional file 5: Figure S2. — Number of miRNA and putative miRNA species found in each tissue.

# Supplementary material for: Deep sequencing, profiling and detailed annotation of microRNAs in Takifugu rubripes
**Source:** BMC Genomics. 2015 Jun 16;16(1):457. doi: 10.1186/s12864-015-1622-1

Additional file 6: Figure S3

A) miRNAs reads

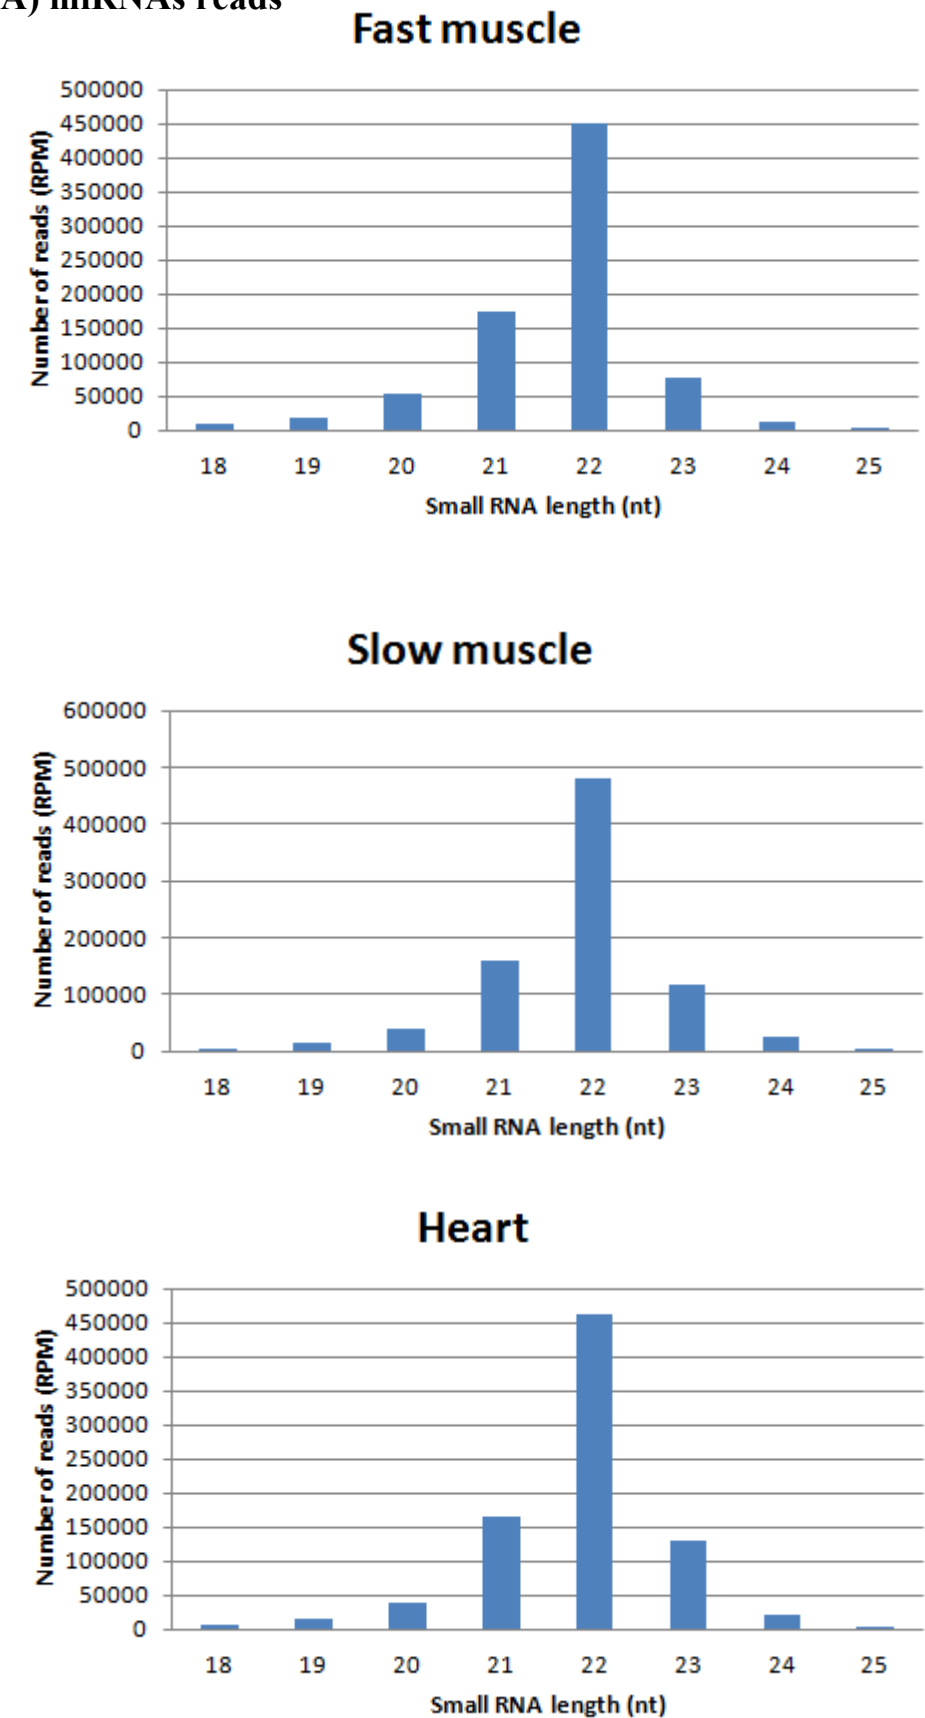

## Eye

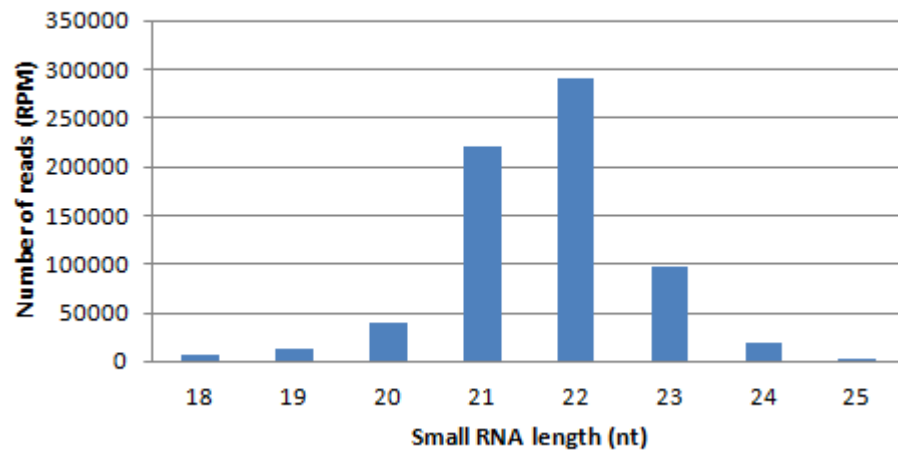

## Brain

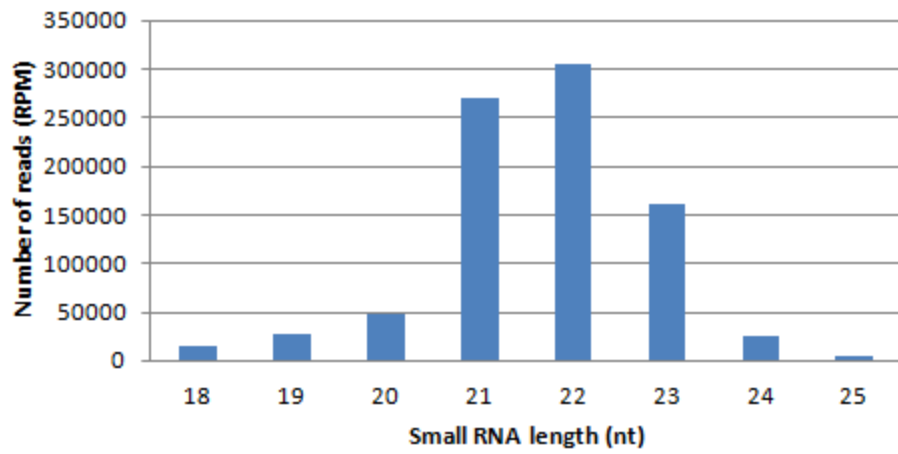

## Intestine

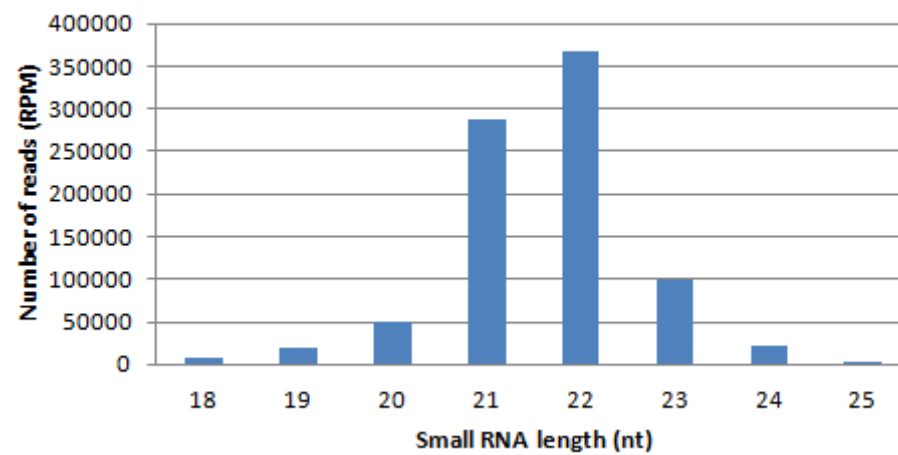

## Liver

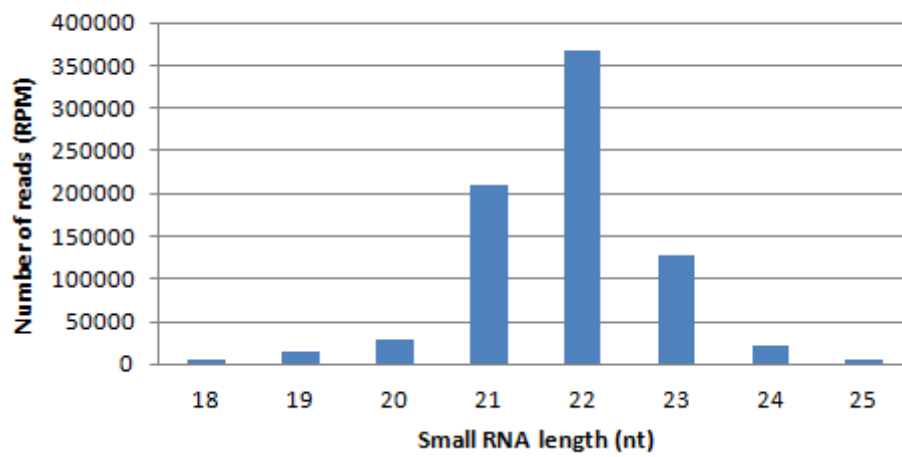

## Ovaries

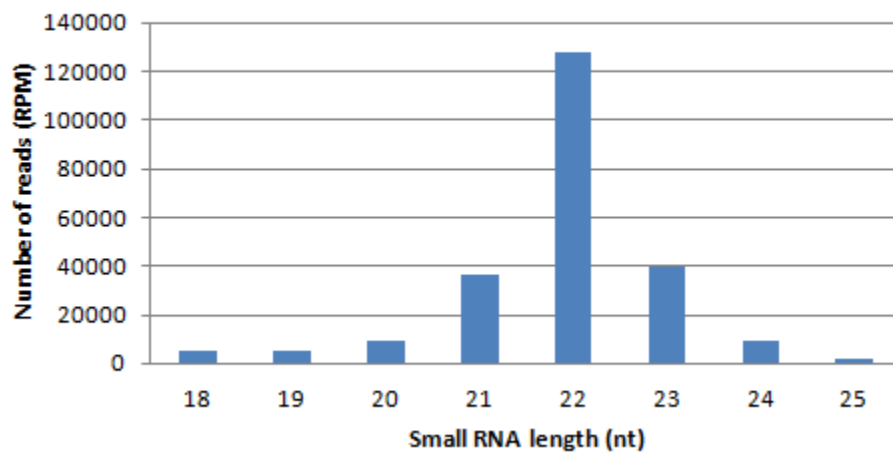

## Testes

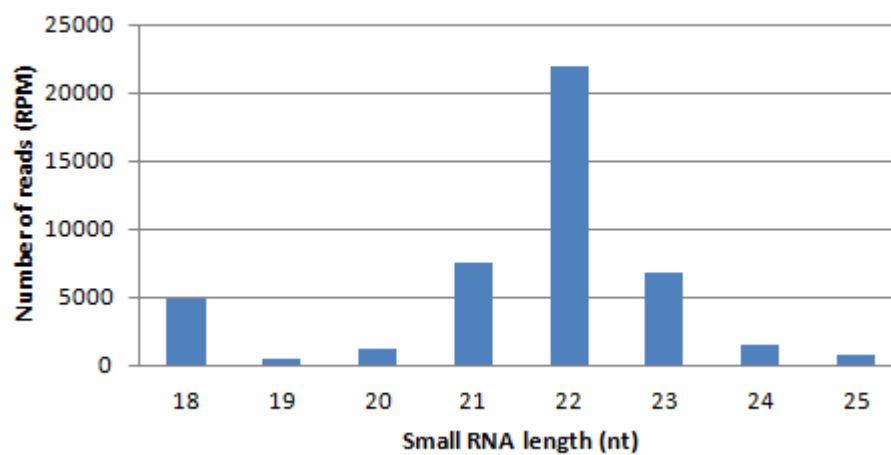

**B) Putative miRNAs reads**

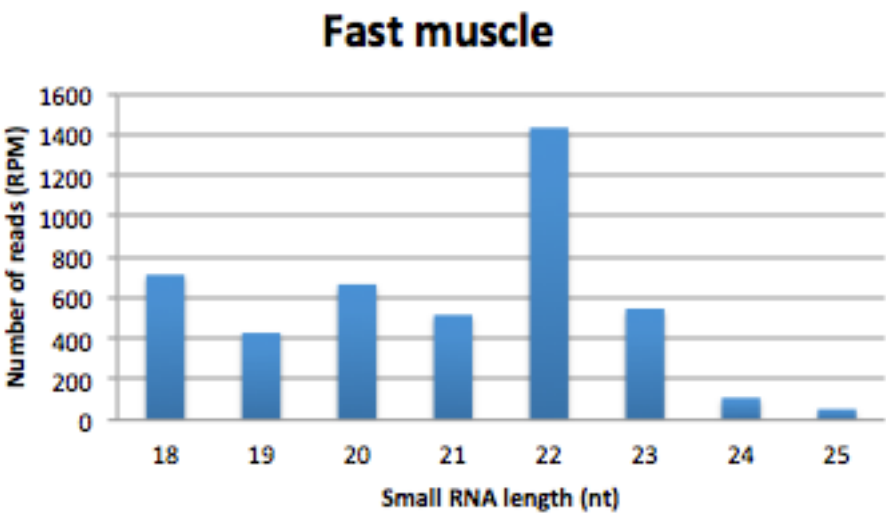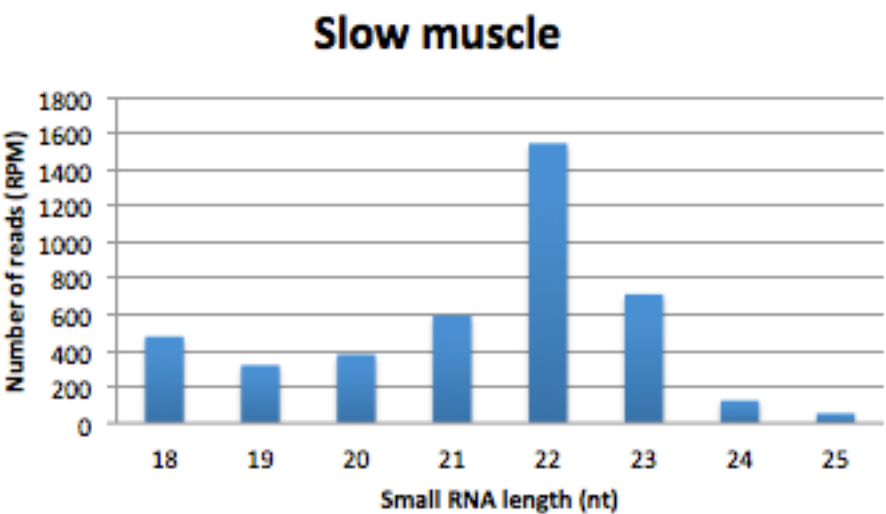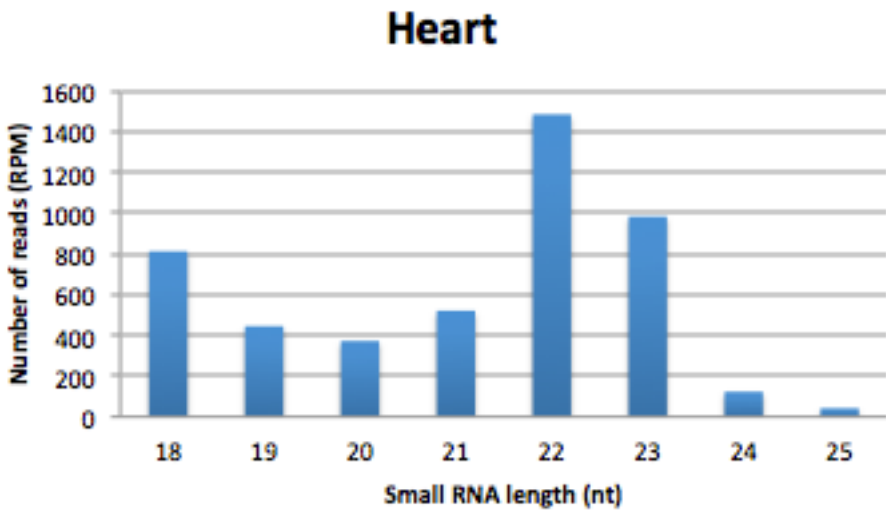

## Eye

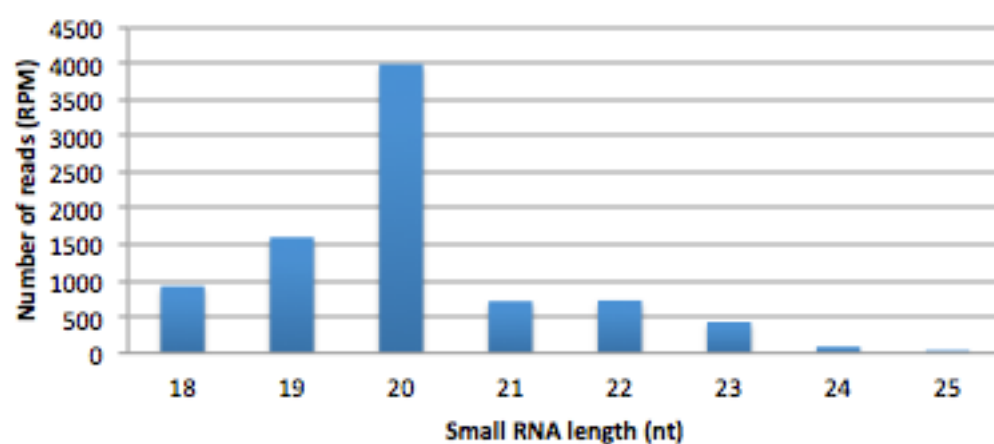

## Brain

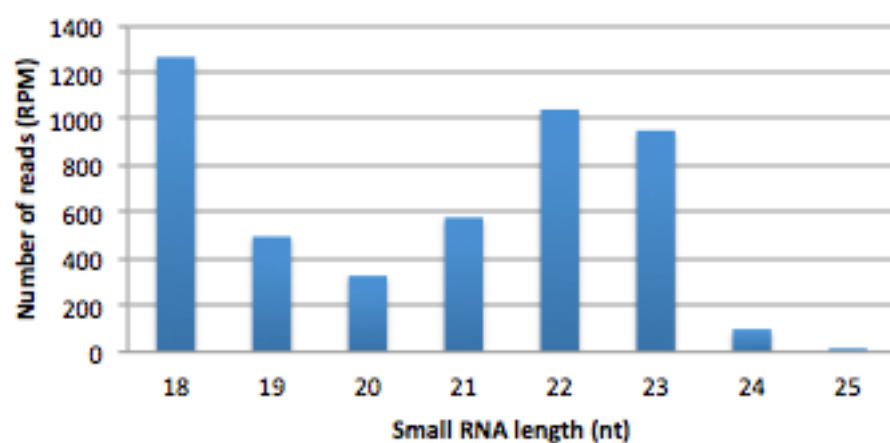

## Intestine

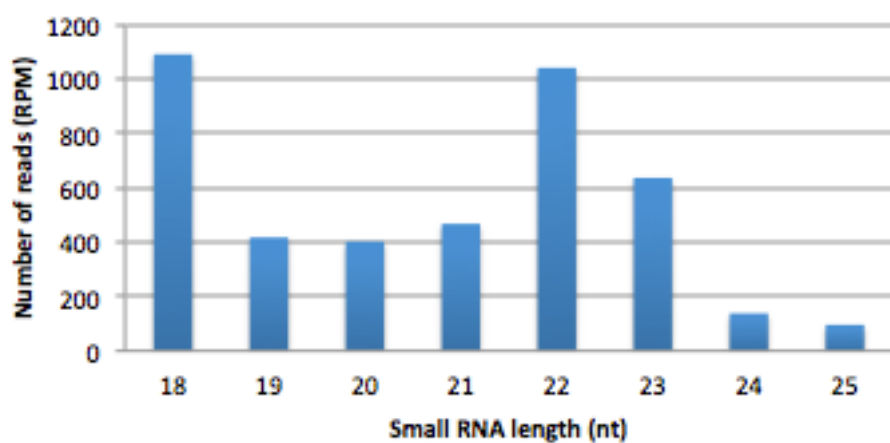

## Liver

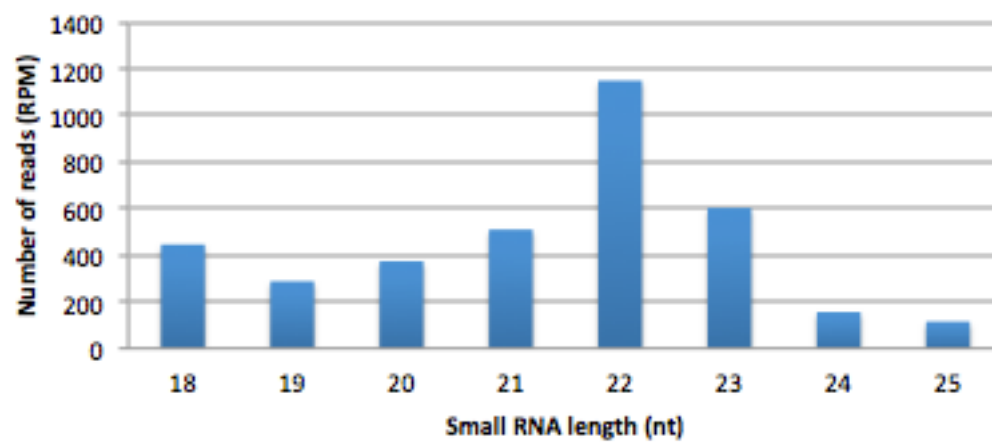

## Ovaries

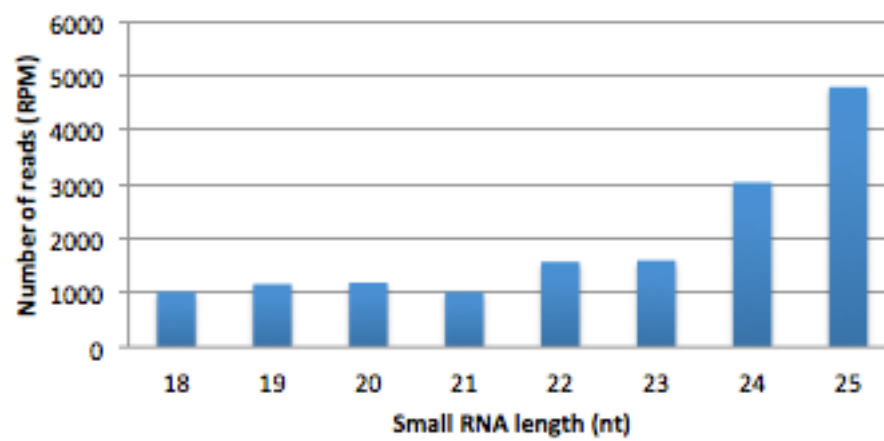

## Testes

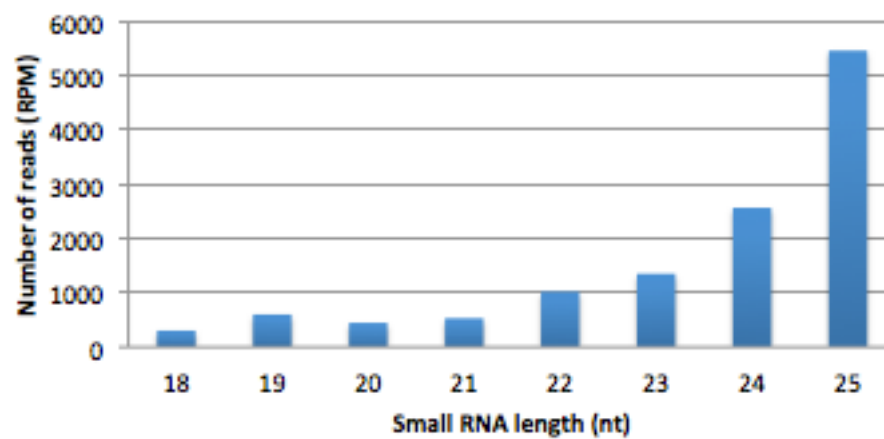

**Supplement:** Additional file 6: Figure S3. — Size distribution patterns of miRNAs and putative miRNAs in each tissue. The size distribution patterns of 18–25 nt miRNAs (A) and putative miRNAs (B) reads after normalizing against 1 million 18–25 nt small RNAs, from nine tissues of T. rubripes.

# Supplementary material for: Deep sequencing, profiling and detailed annotation of microRNAs in Takifugu rubripes
**Source:** BMC Genomics. 2015 Jun 16;16(1):457. doi: 10.1186/s12864-015-1622-1
**Supplement:** Additional file 7: Figure S4. — Ratio of reads of each 18–31 nt RNA species identified in this study to total small RNA reads in each tissue. The ratios of miRNAs, putative miRNAs, mRNAs, tRNA/rRNA/snRNAs, other non-coding RNAs, repeats, reads that failed to align, others and unidentified small RNAs of 18–31 nt to total small RNA reads.

Additional file 7: Figure S4

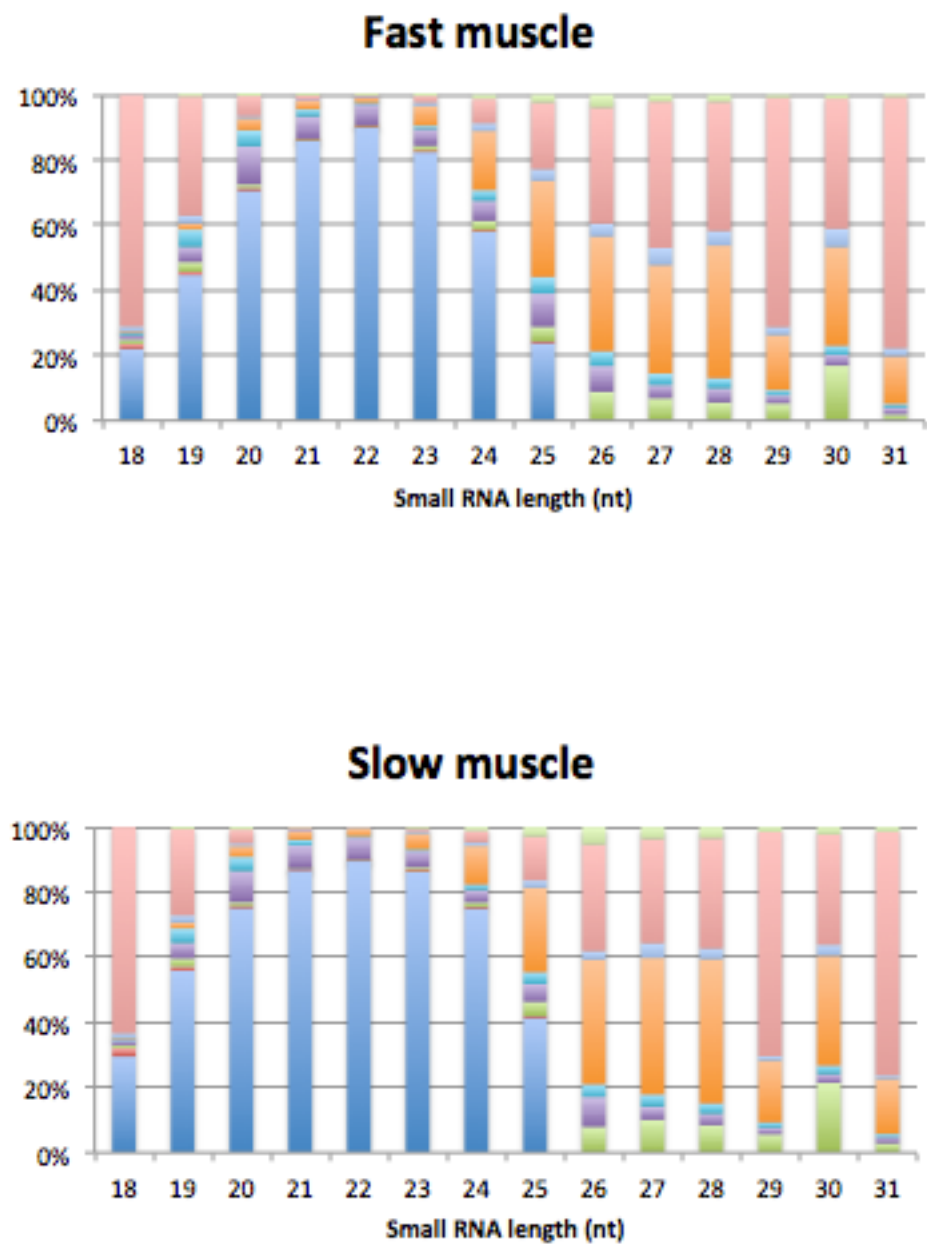

## Heart

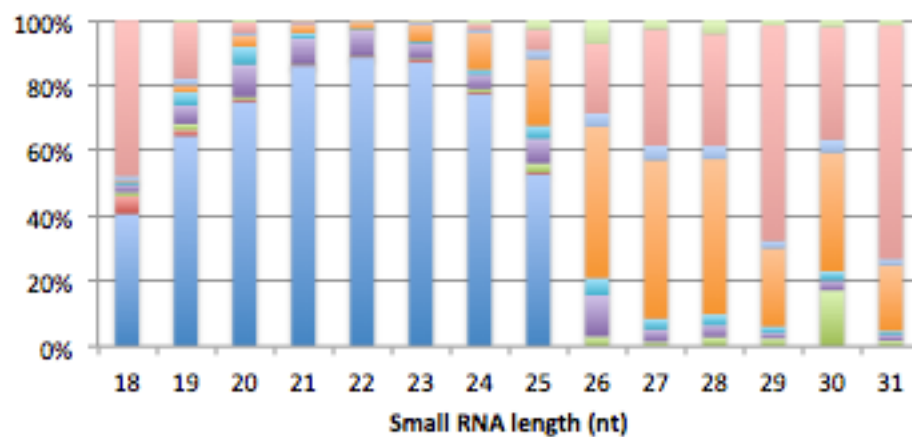

## Eye

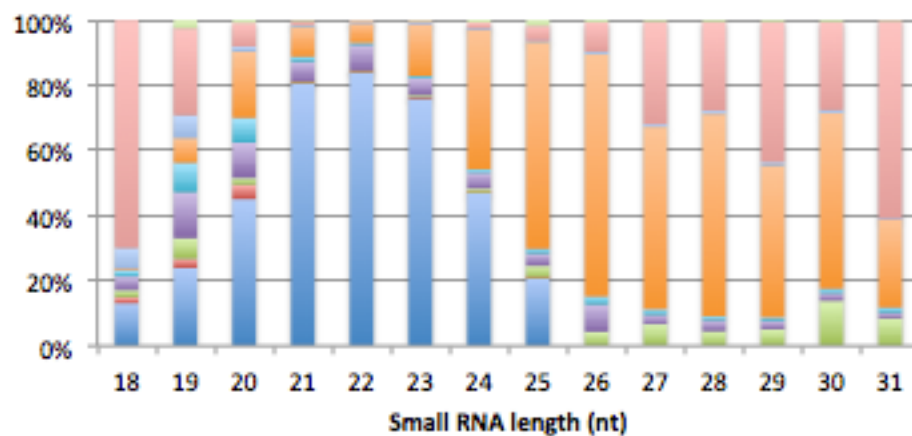

## Brain

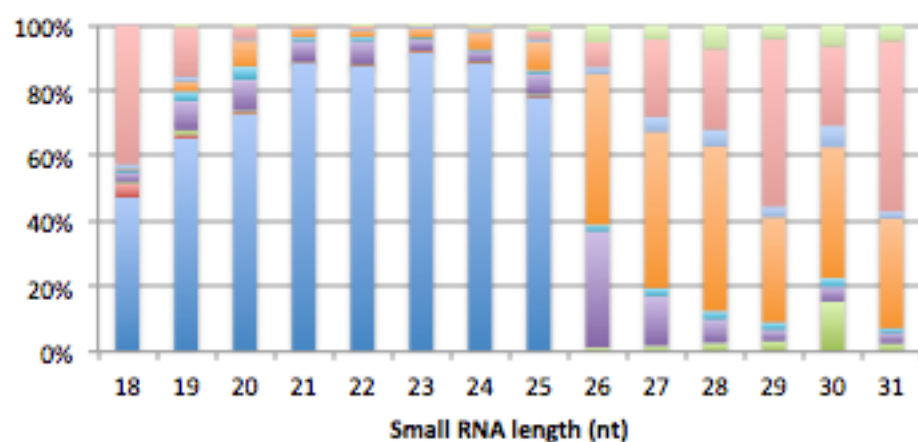

## Intestine

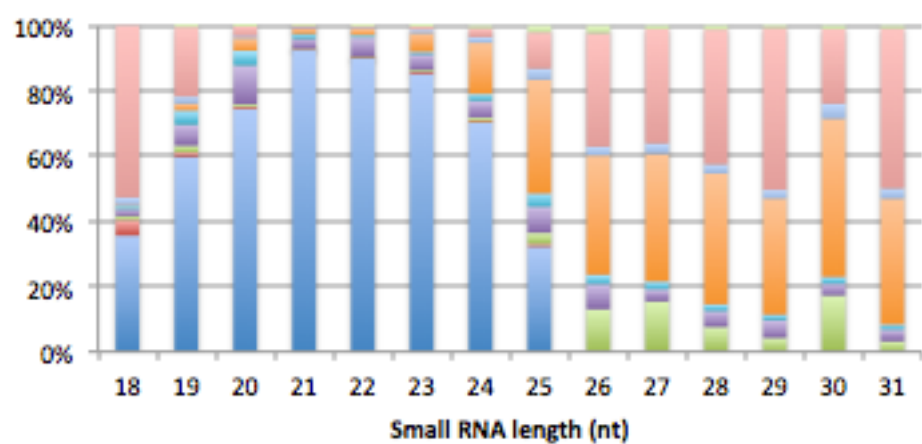

**Liver**

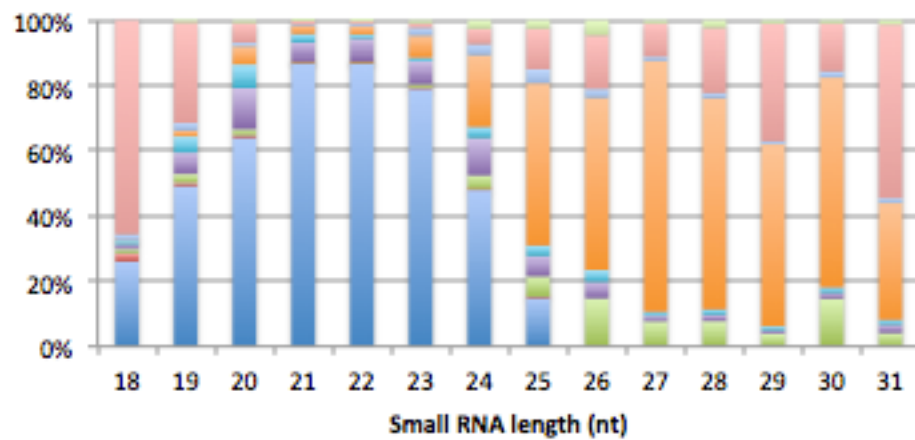

## Ovaries

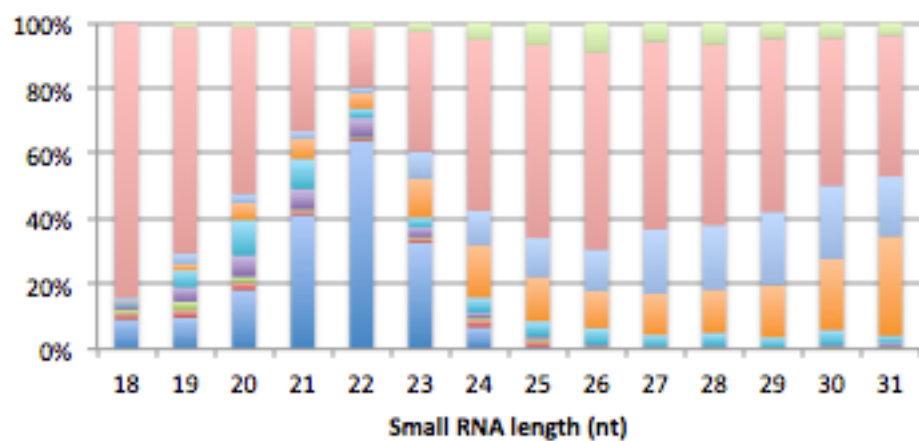

## Testes

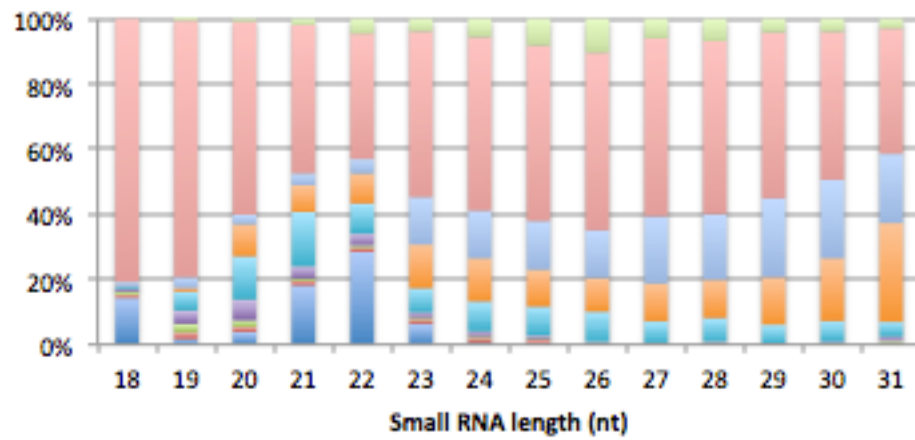

- Others
- Repeats
- Unidentified small RNAs
- Reads that failed to align
- mRNAs
- Other non-coding RNAs
- tRNA/rRNA/snRNAs
- Putative miRNAs
- Known miRNAs

# Supplementary material for: Deep sequencing, profiling and detailed annotation of microRNAs in Takifugu rubripes
**Source:** BMC Genomics. 2015 Jun 16;16(1):457. doi: 10.1186/s12864-015-1622-1

Additional file 10 : Figure S6

**Fast muscle**

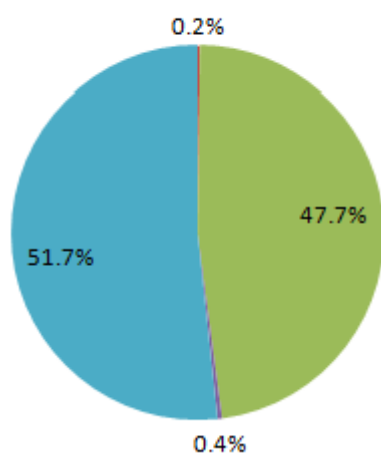

**Slow muscle**

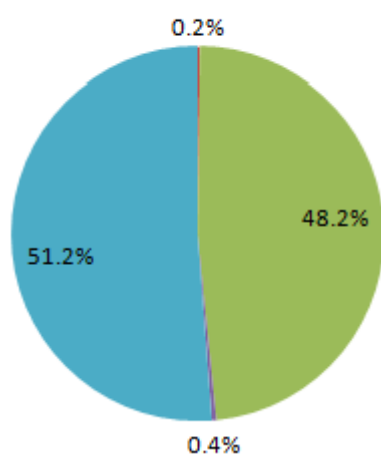

**Heart**

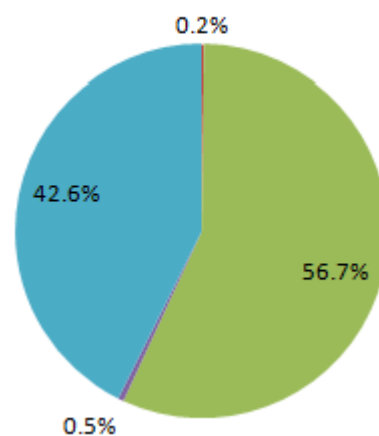

**Eye**

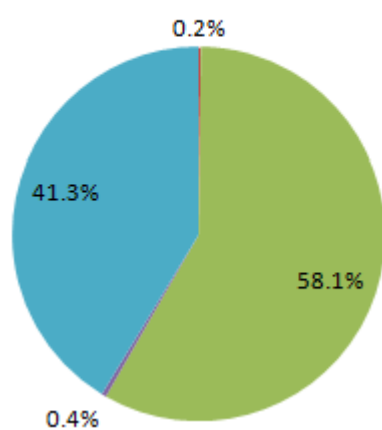

**Brain**

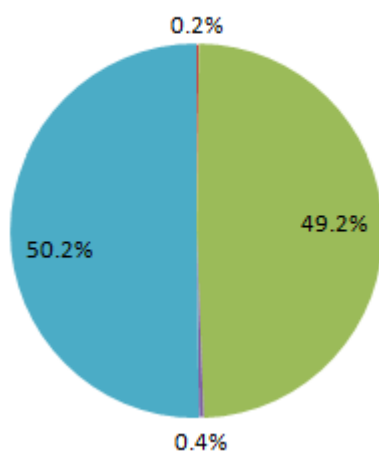

**Intestine**

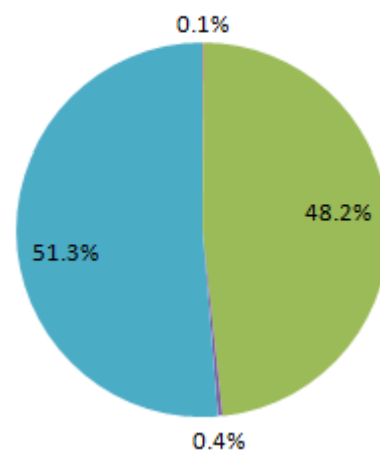

**Liver**

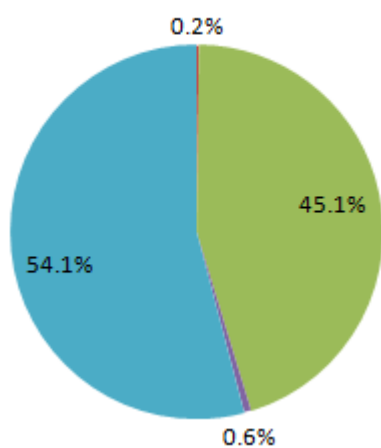

**Ovaries**

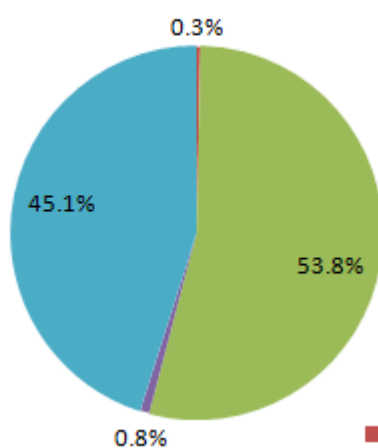

**Testes**

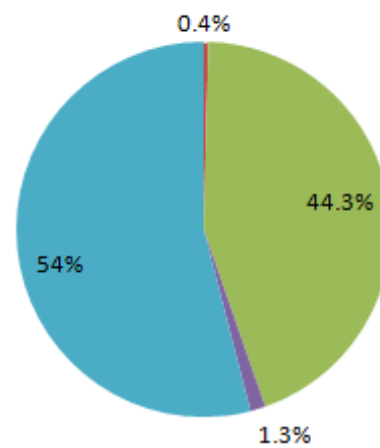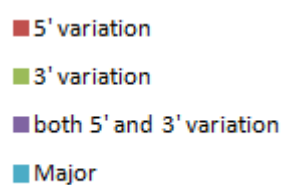

**Supplement:** Additional file 10: Figure S6. — Proportions of isomiR variation types as percentages of total fru-miR-145-5p in each tissue. Proportions of the isomiRs that exhibited nucleotide variation only in the 3′ region, the isomiRs that exhibited variation at both the 3′ and 5′ ends, the isomiRs that exhibited only 5′ variation, and the major sequence of the isomiRs are shown as percentages of total fru-miR-145-5p.

# Supplementary material for: Deep sequencing, profiling and detailed annotation of microRNAs in Takifugu rubripes
**Source:** BMC Genomics. 2015 Jun 16;16(1):457. doi: 10.1186/s12864-015-1622-1

# Additional file 11 : Figure S7

## Fast muscle

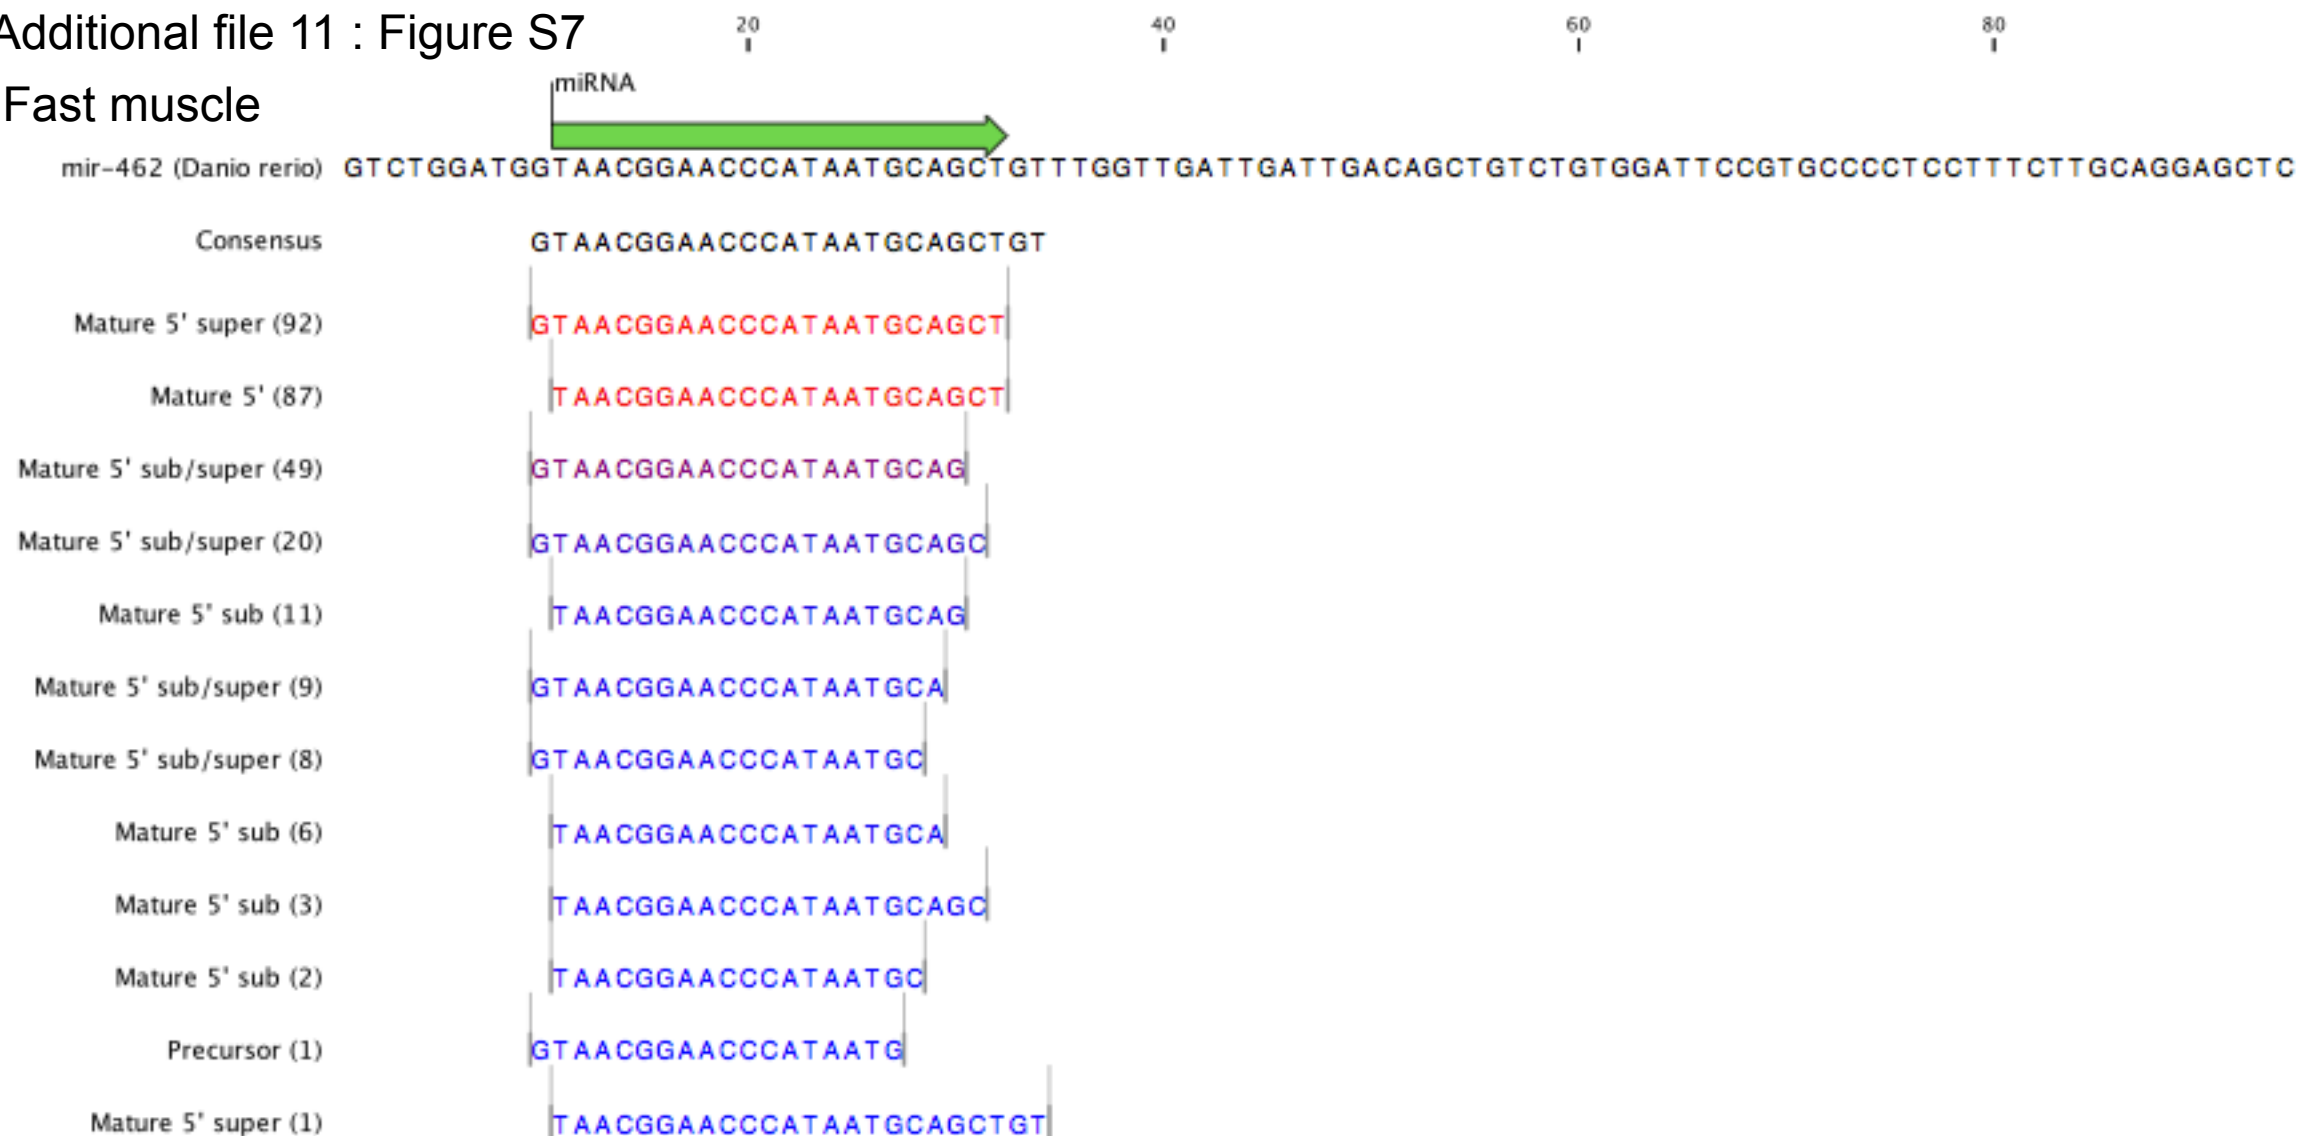

# Slow muscle

20  
|40  
|60  
|80  
|

miRNA

mir-462 (Danio rerio) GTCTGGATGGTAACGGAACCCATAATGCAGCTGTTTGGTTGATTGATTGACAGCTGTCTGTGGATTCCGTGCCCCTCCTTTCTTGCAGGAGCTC

Consensus

GTAACGGAACCCATAATGCAGCTGT

Mature 5' super (229)

GTAACGGAACCCATAATGCAGCT

Mature 5' (192)

TAACGGAACCCATAATGCAGCT

Mature 5' sub/super (78)

GTAACGGAACCCATAATGCAG

Mature 5' sub/super (70)

GTAACGGAACCCATAATGCAGC

Mature 5' sub (18)

TAACGGAACCCATAATGCAGC

Mature 5' sub/super (15)

GTAACGGAACCCATAATGCA

Mature 5' sub (14)

TAACGGAACCCATAATGCAG

Mature 5' super (14)

TAACGGAACCCATAATGCAGCTG

Mature 5' sub (9)

TAACGGAACCCATAATGCA

Mature 5' sub/super (3)

GTAACGGAACCCATAATGC

Mature 5' super (3)

TAACGGAACCCATAATGCAGCTGT

Precursor (2)

GTAACGGAACCCATAATG

Mature 5' super (1)

GTAACGGAACCCATAATGCAGCTG

Mature 5' sub (1)

AACGGAACCCATAATGCAG

Mature 5' sub/super (1)

AACGGAACCCATAATGCAGCTGT

Heart

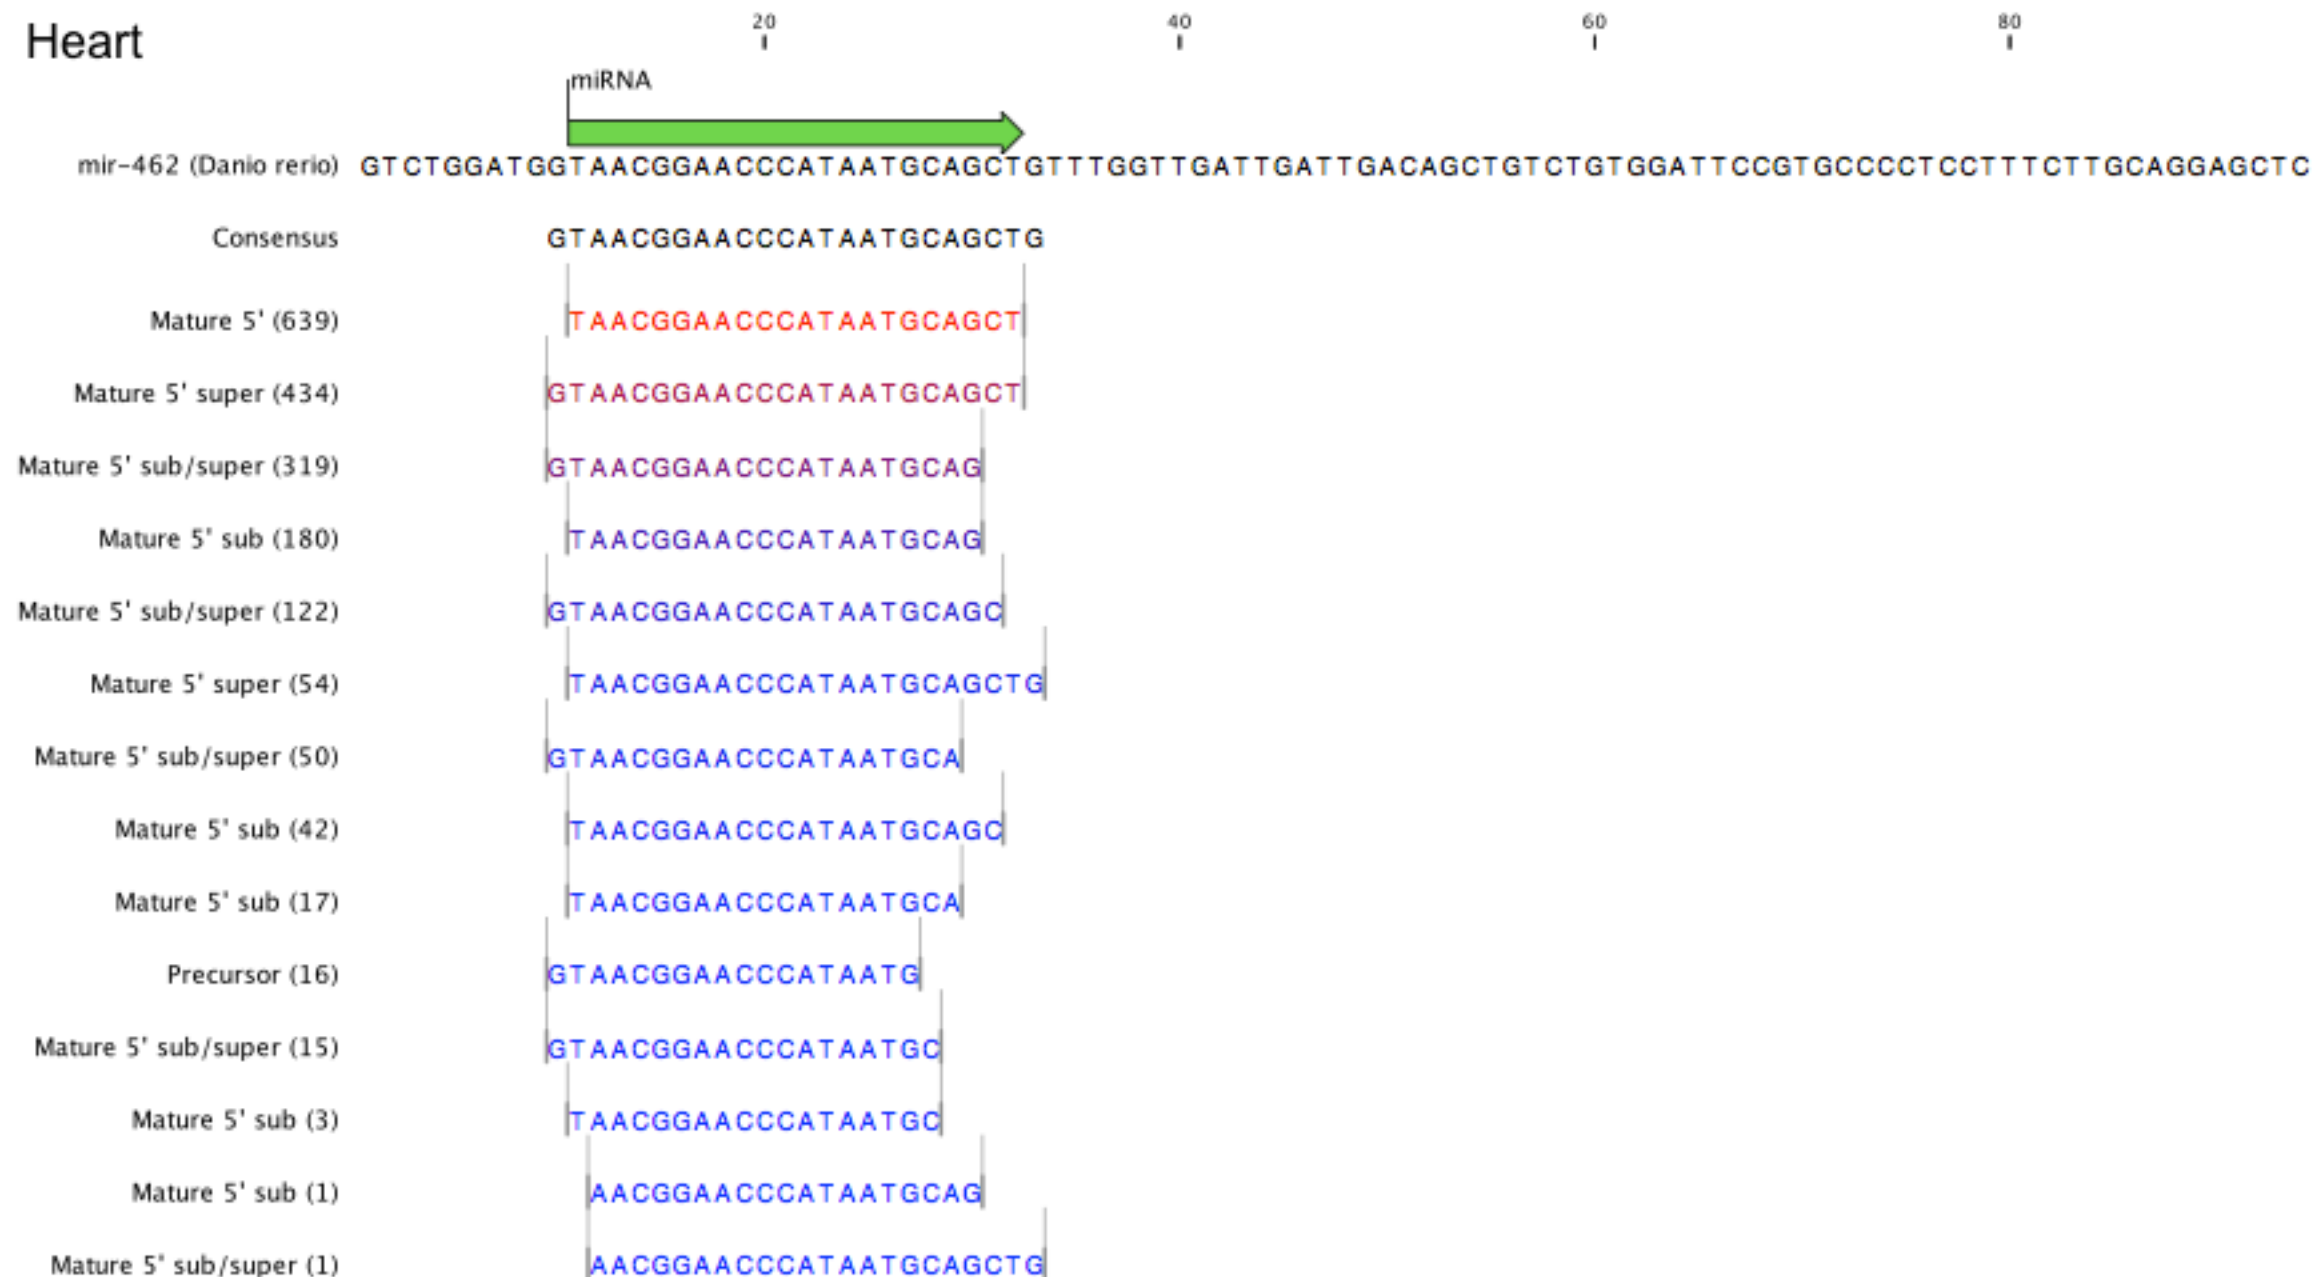

# Eye

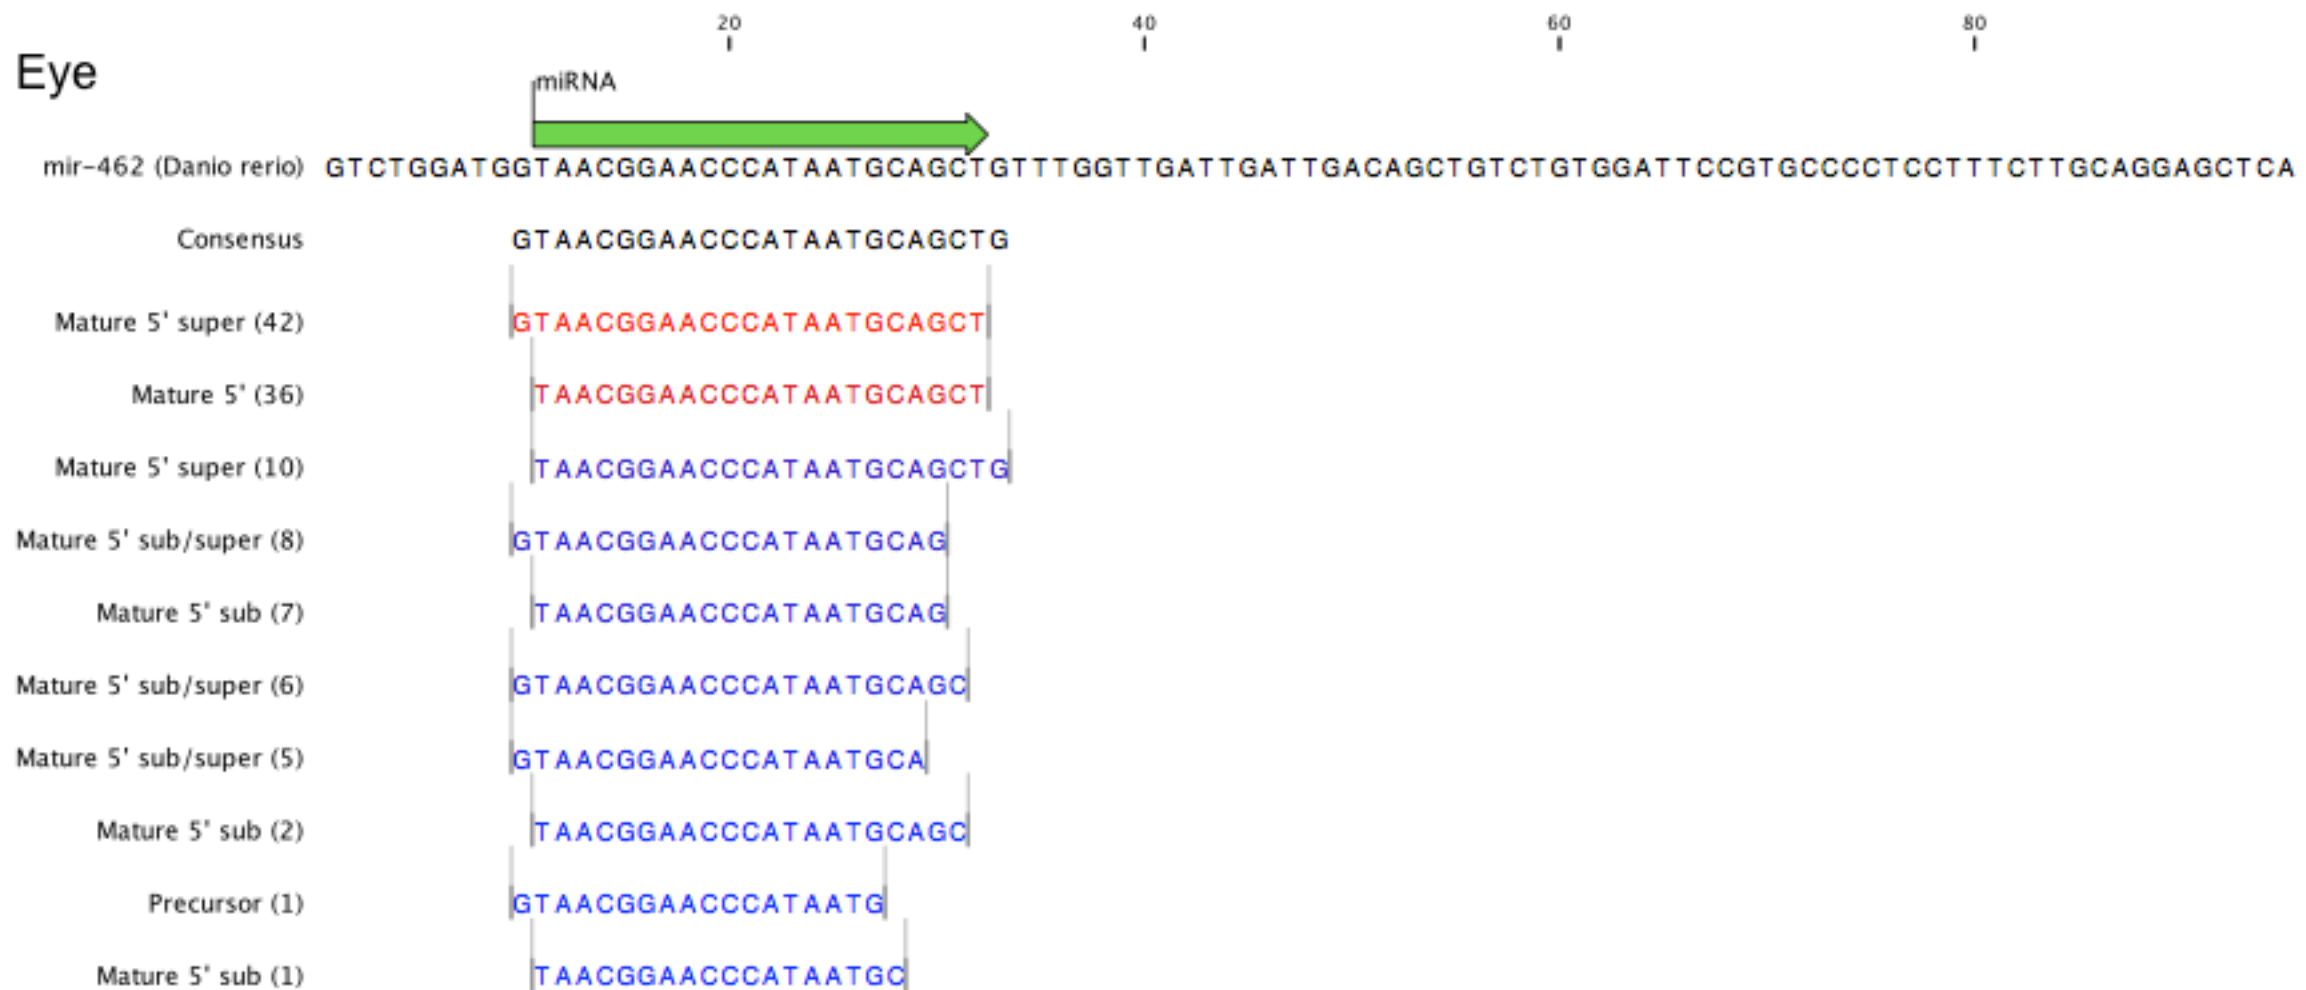

# Brain

20

40

60

80

miRNA

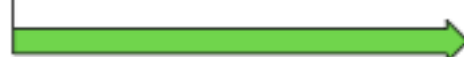

mir-462 (Danio rerio) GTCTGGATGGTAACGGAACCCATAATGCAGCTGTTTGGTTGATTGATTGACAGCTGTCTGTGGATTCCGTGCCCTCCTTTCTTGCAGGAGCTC

Consensus

GTAACGGAACCCATAATGCAGCTGT

Mature 5' (133)

TAACGGAACCCATAATGCAGCT

Mature 5' sub/super (127)

GTAACGGAACCCATAATGCAG

Mature 5' super (117)

GTAACGGAACCCATAATGCAGCT

Mature 5' sub/super (58)

GTAACGGAACCCATAATGCAGC

Mature 5' sub (49)

TAACGGAACCCATAATGCAG

Mature 5' sub/super (24)

GTAACGGAACCCATAATGCA

Mature 5' sub/super (16)

GTAACGGAACCCATAATGC

Mature 5' sub (14)

TAACGGAACCCATAATGCAGC

Mature 5' super (11)

TAACGGAACCCATAATGCAGCTG

Precursor (10)

GTAACGGAACCCATAATG

Mature 5' sub (9)

TAACGGAACCCATAATGCA

Mature 5' sub (3)

TAACGGAACCCATAATGC

Mature 5' sub (2)

AACGGAACCCATAATGCAGCT

Mature 5' sub/super (1)

CTGCATTATGGGTCCGTTAC

Mature 5' super (1)

GTAACGGAACCCATAATGCAGCTG

Mature 5' super (1)

TAACGGAACCCATAATGCAGCTGT

Mature 5' sub (1)

AACGGAACCCATAATGCAG

# Intestine

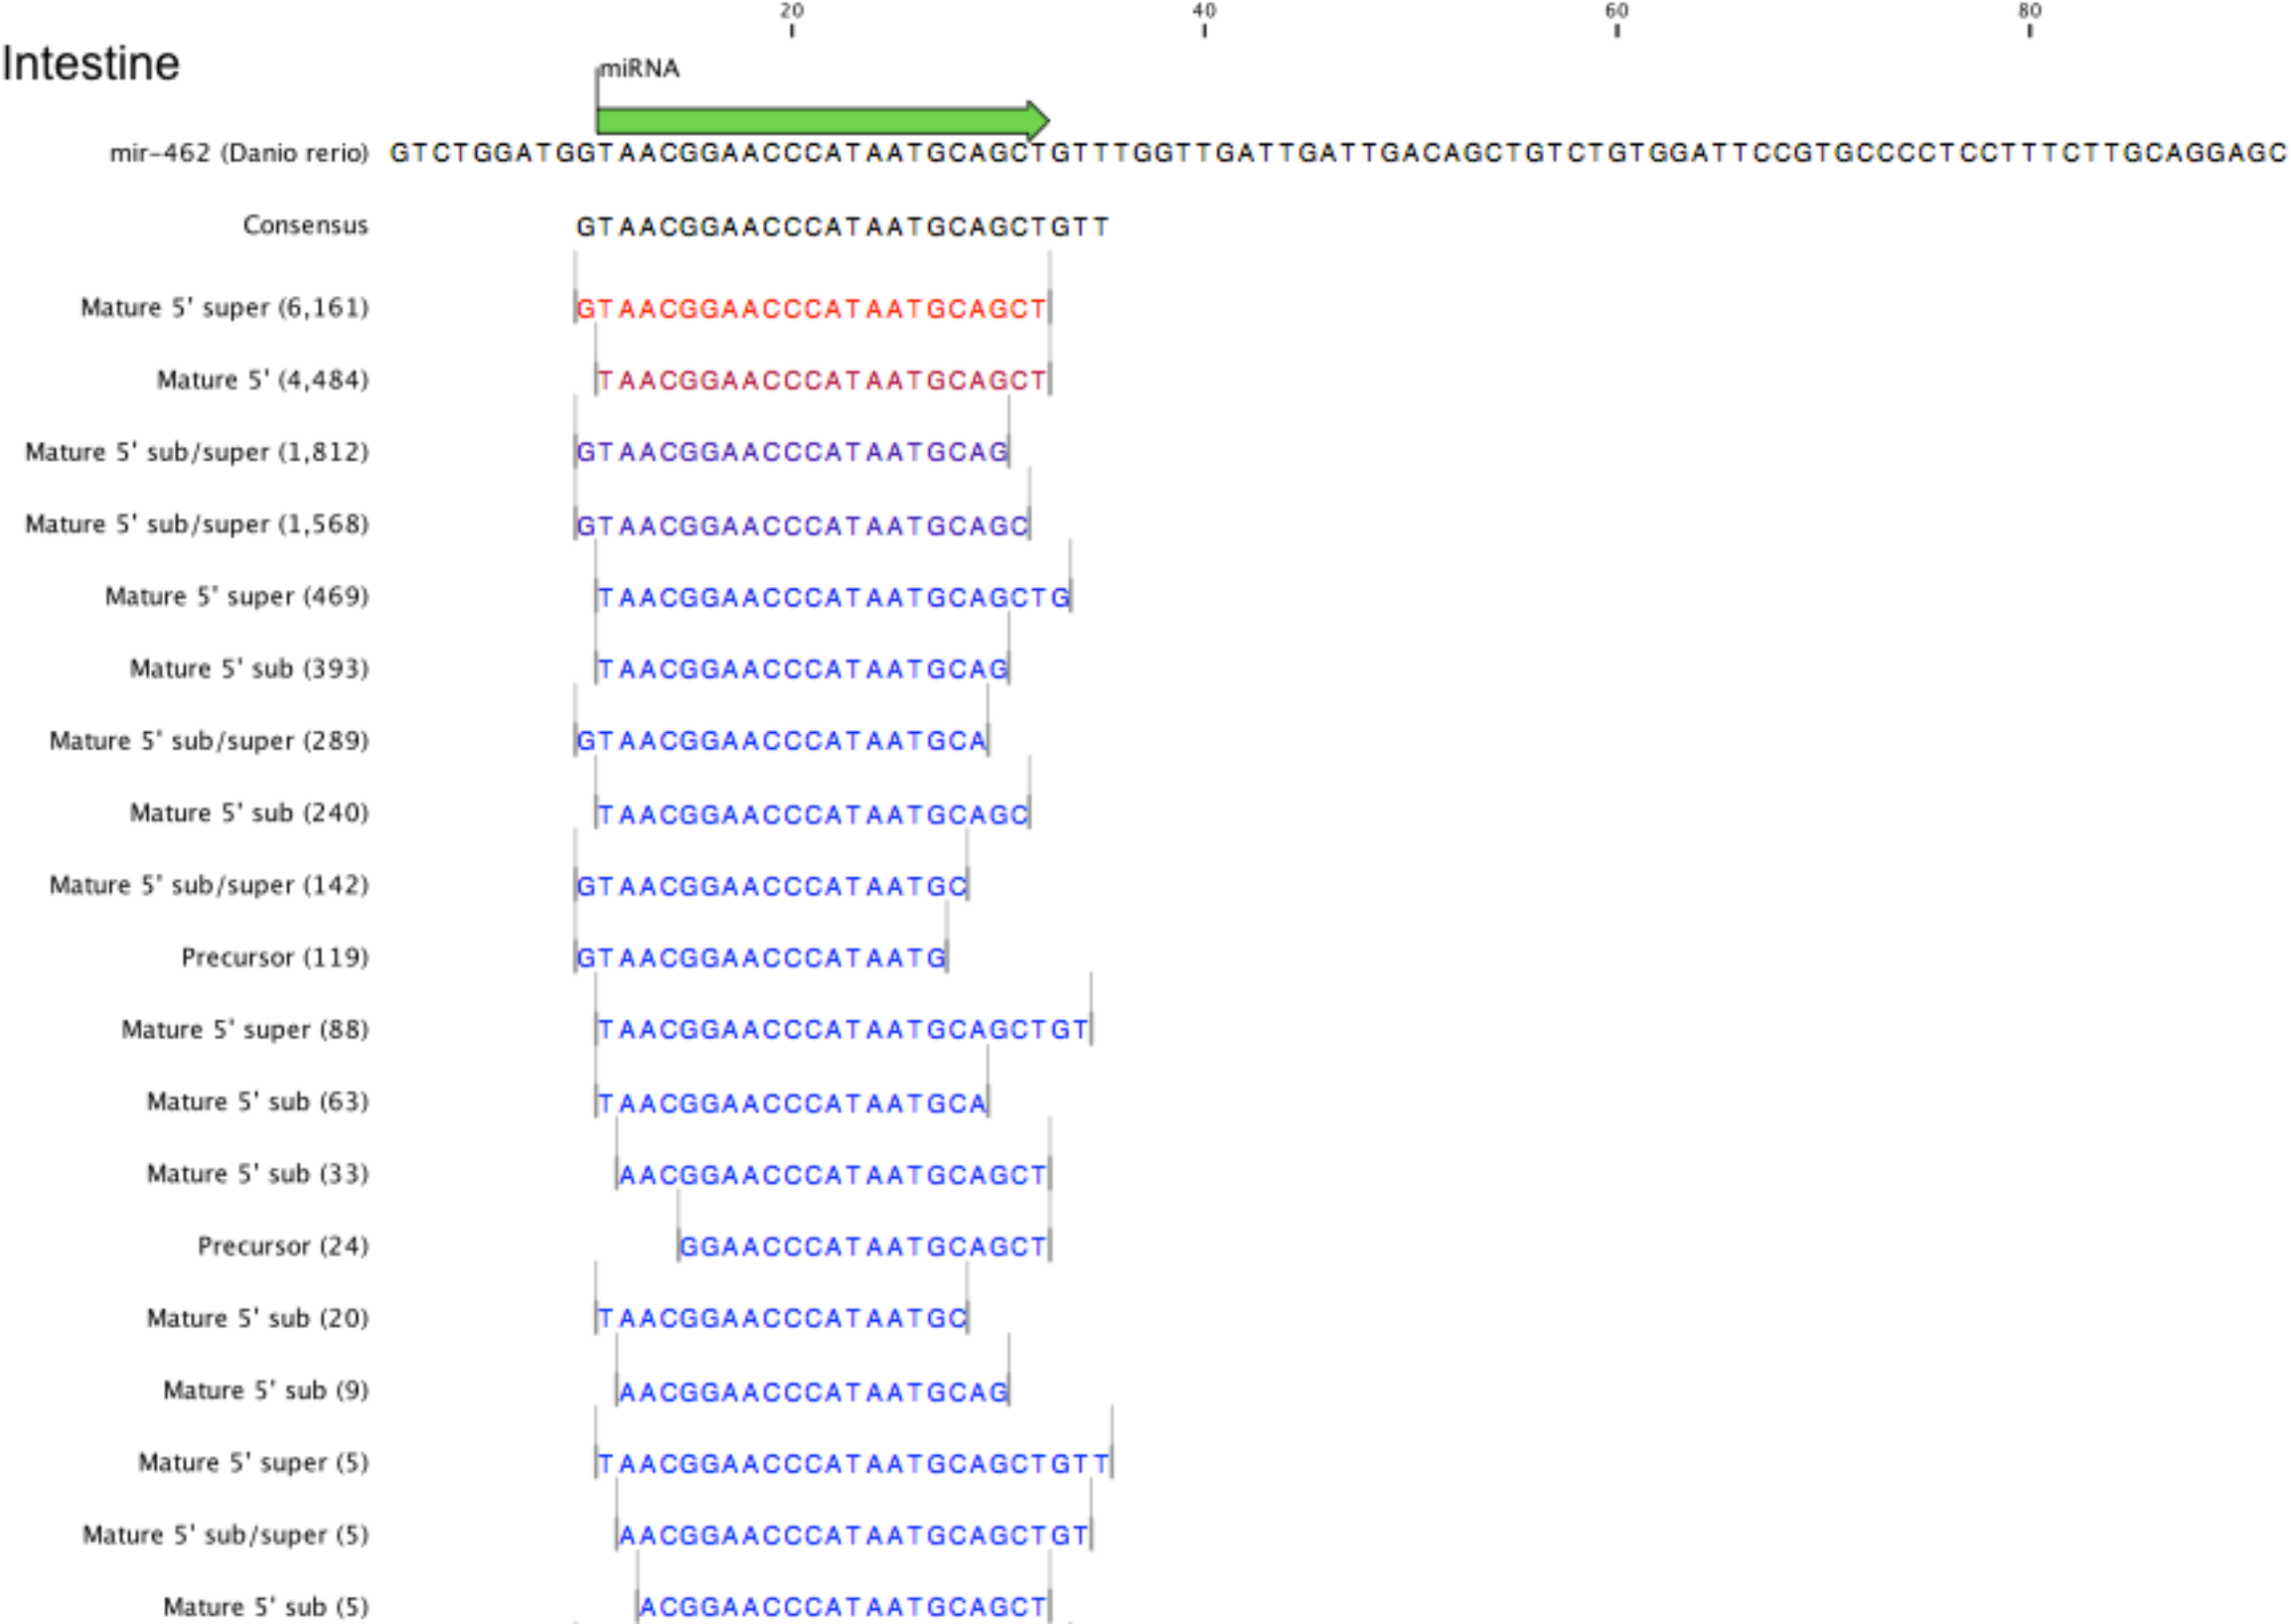

Liver

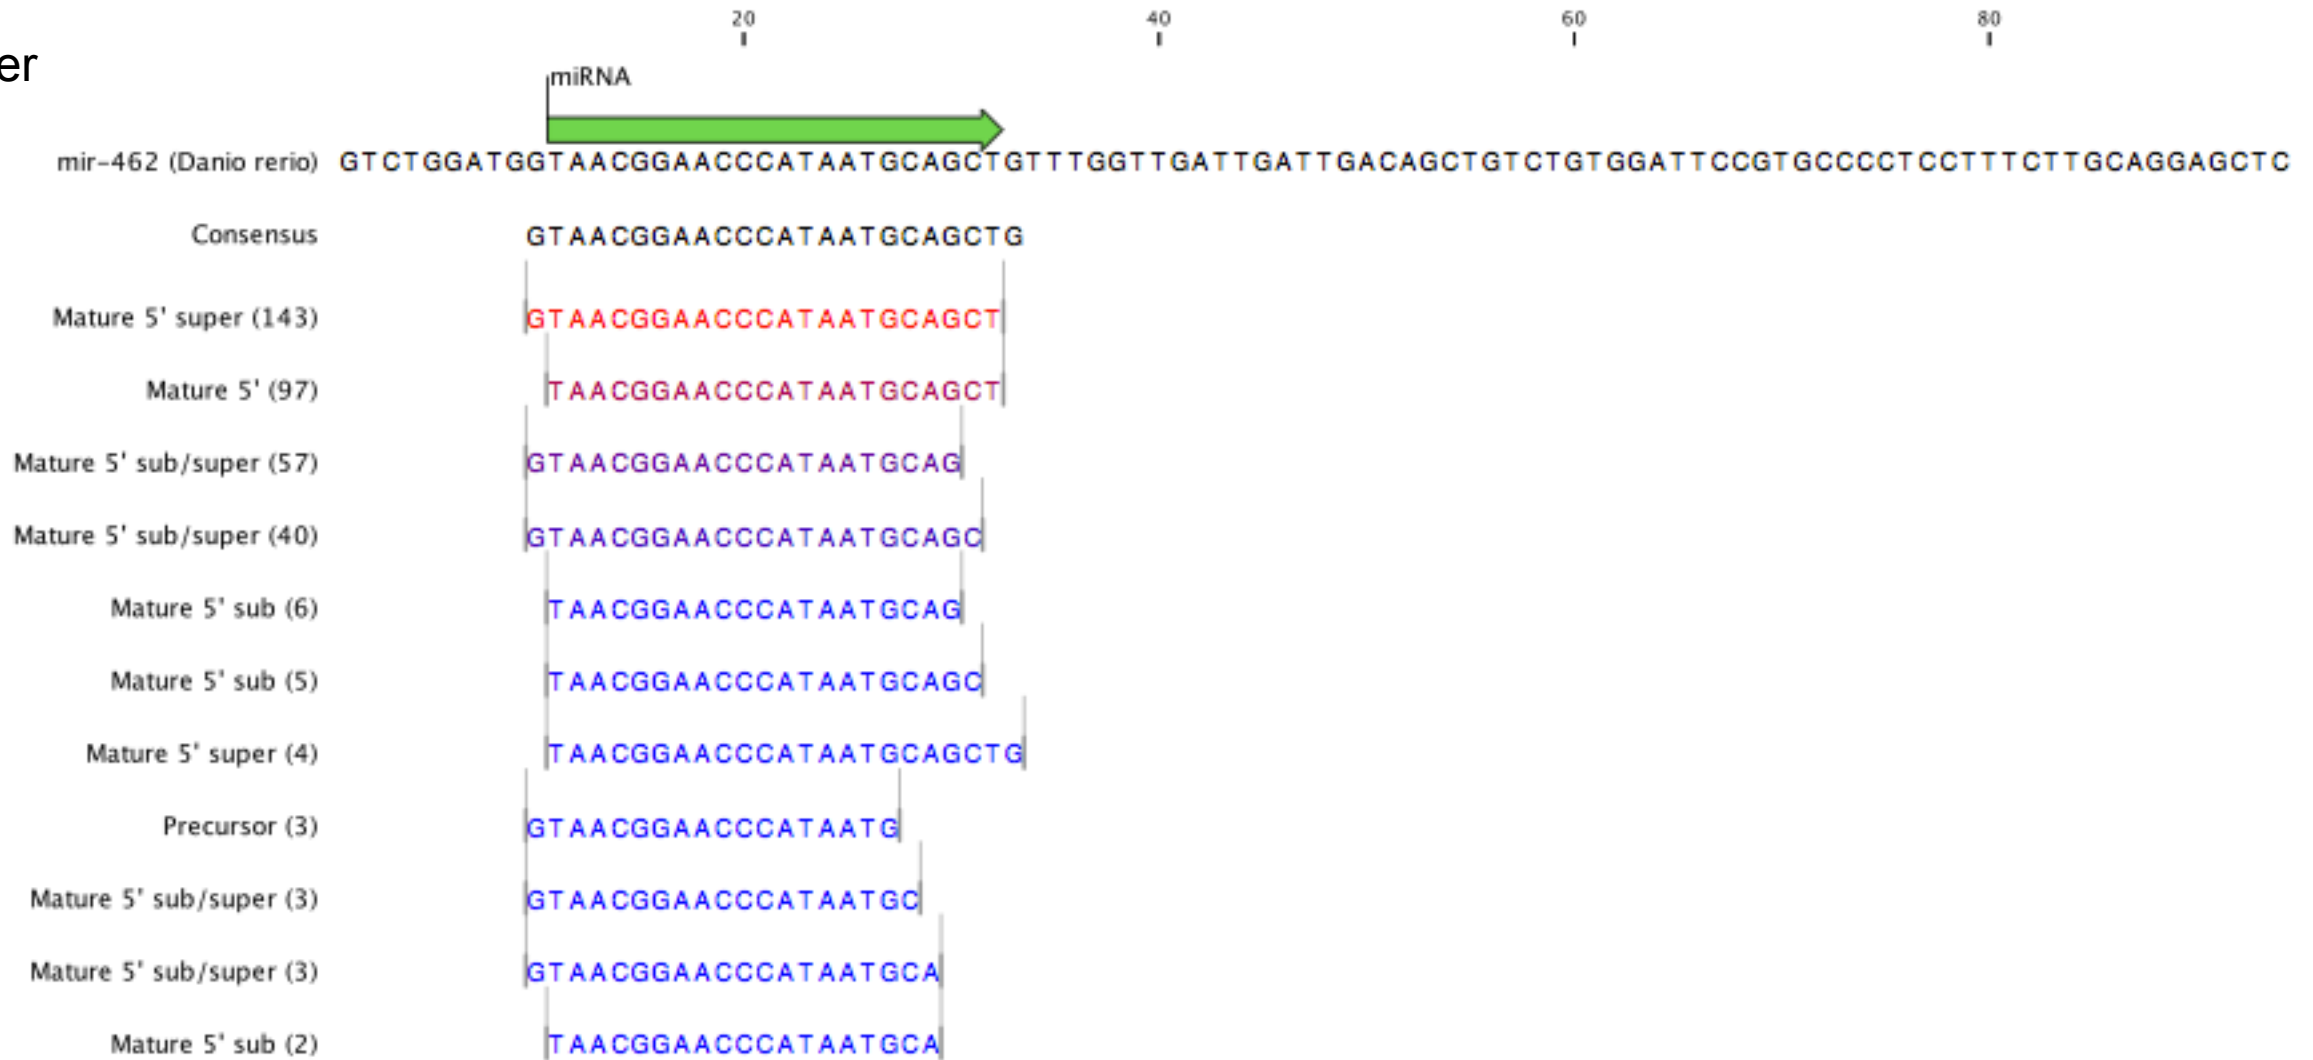

# Ovaries

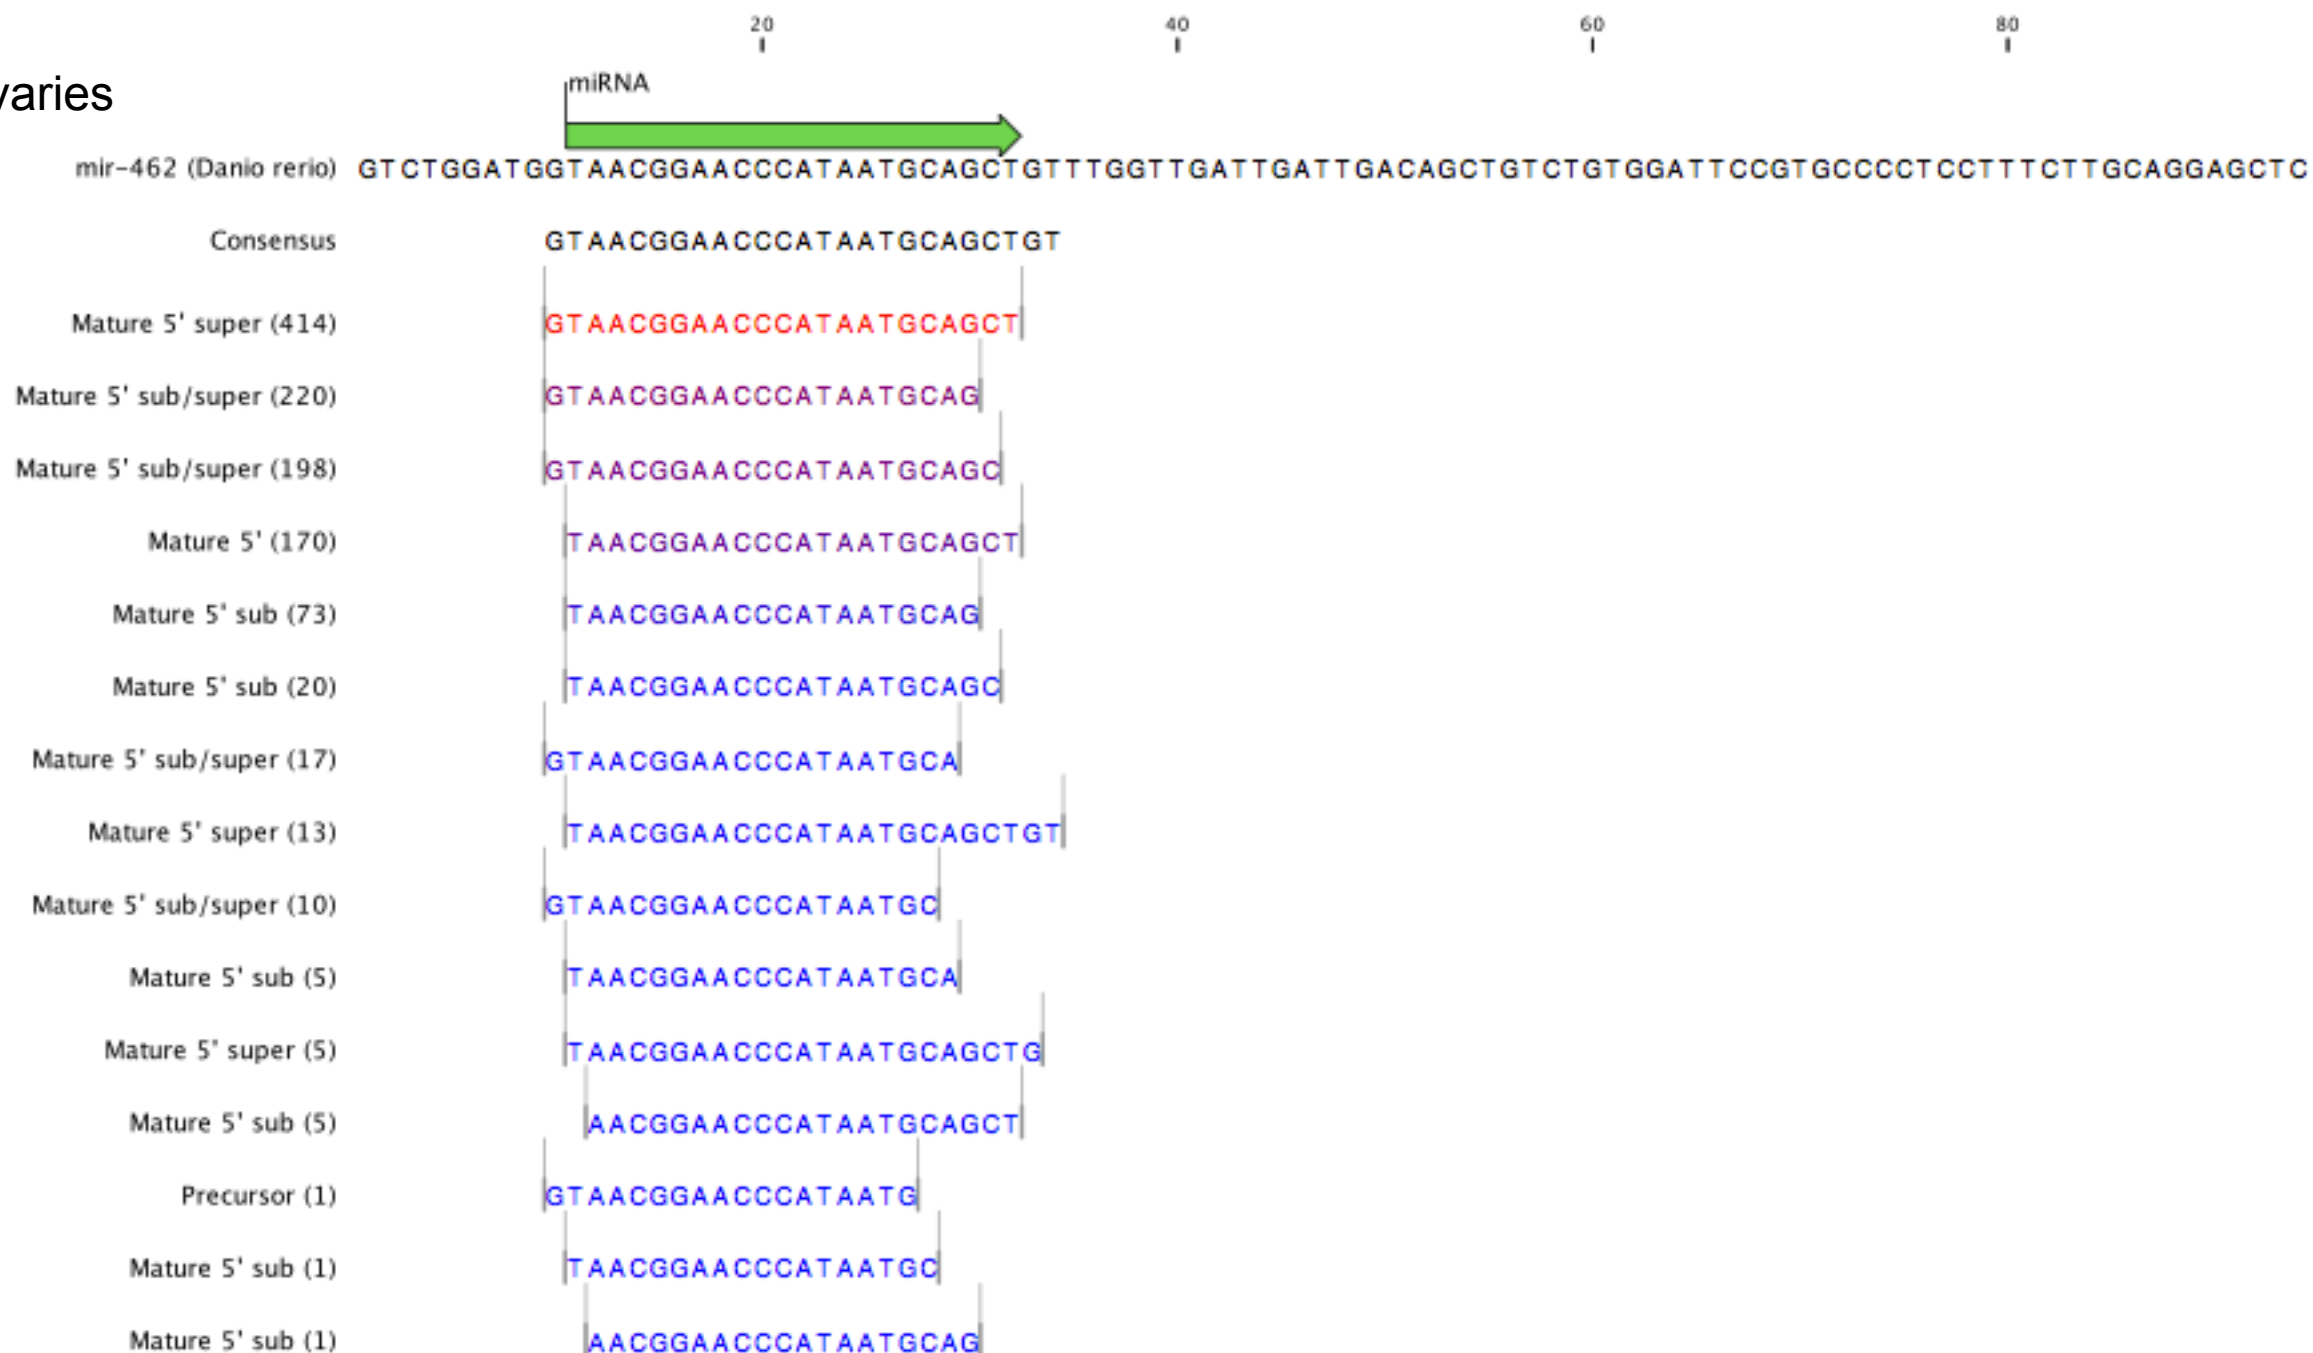

# Testes

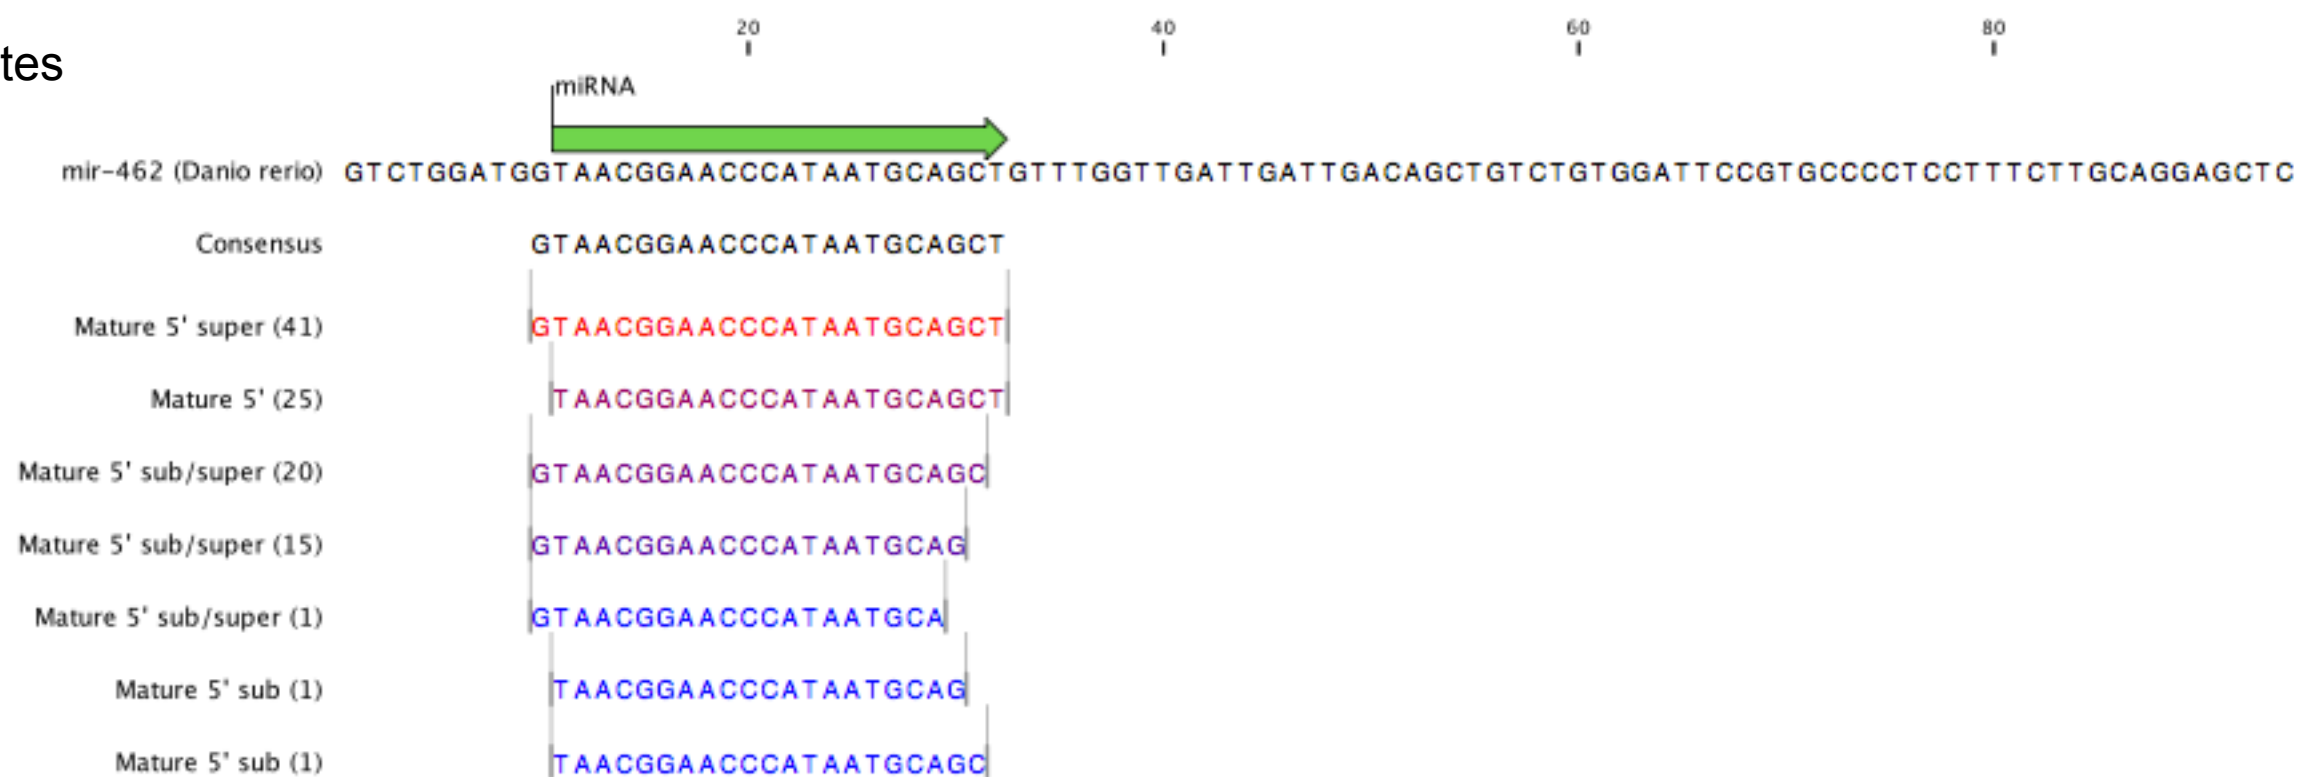

**Supplement:** Additional file 11: Figure S7. — IsomiRs of fru-miR-462-5p. The diagrams represent repertoires of fru-miR-462-5p isomiRs mapped to their miRNA precursors in each tissue.

# Supplementary material for: Deep sequencing, profiling and detailed annotation of microRNAs in Takifugu rubripes
**Source:** BMC Genomics. 2015 Jun 16;16(1):457. doi: 10.1186/s12864-015-1622-1

Additional file 12 : Figure S8

Fast muscle

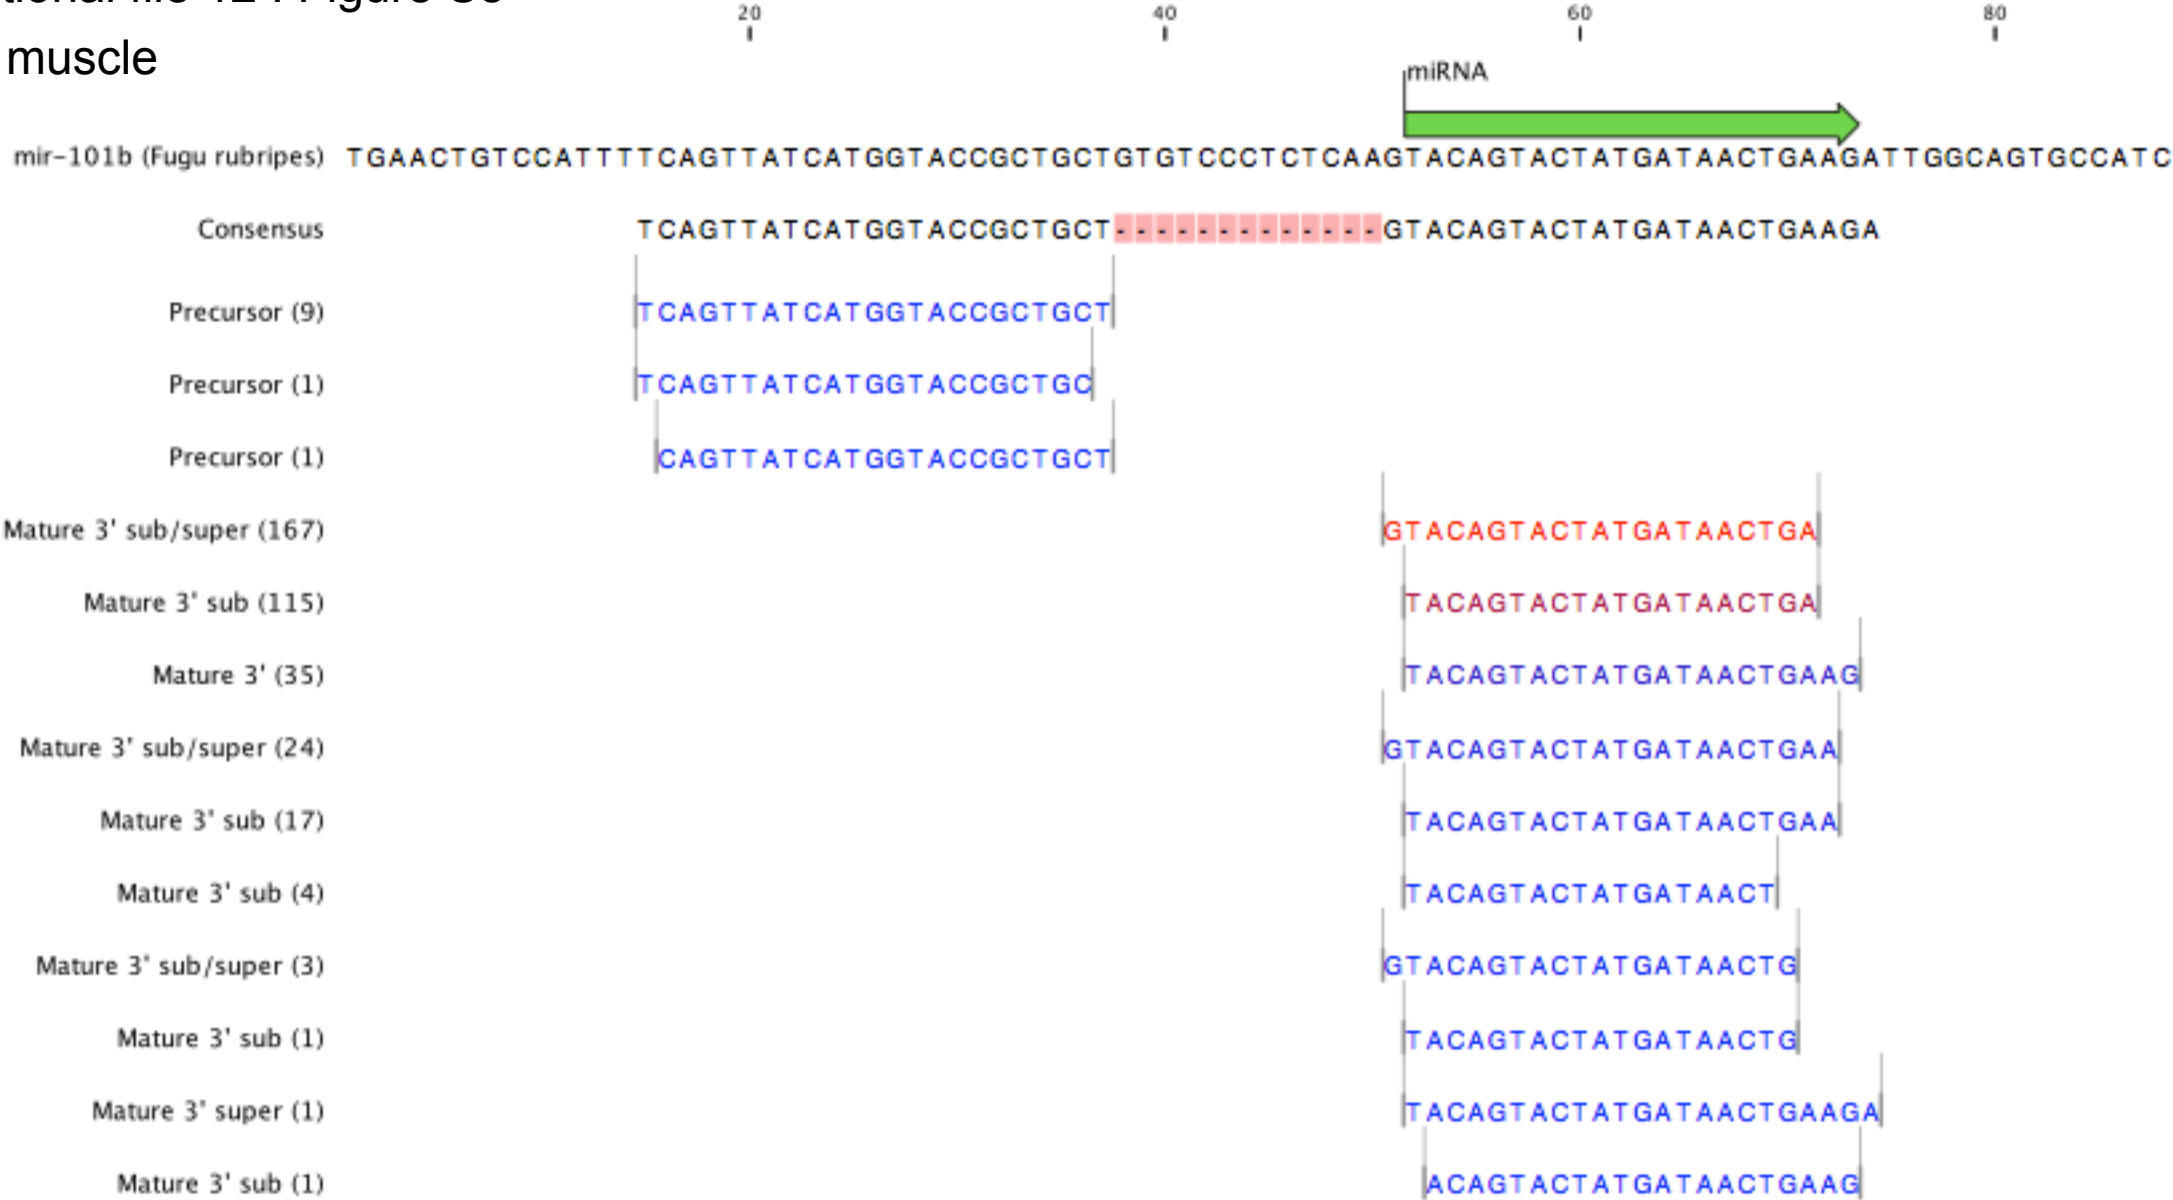

Slow muscle

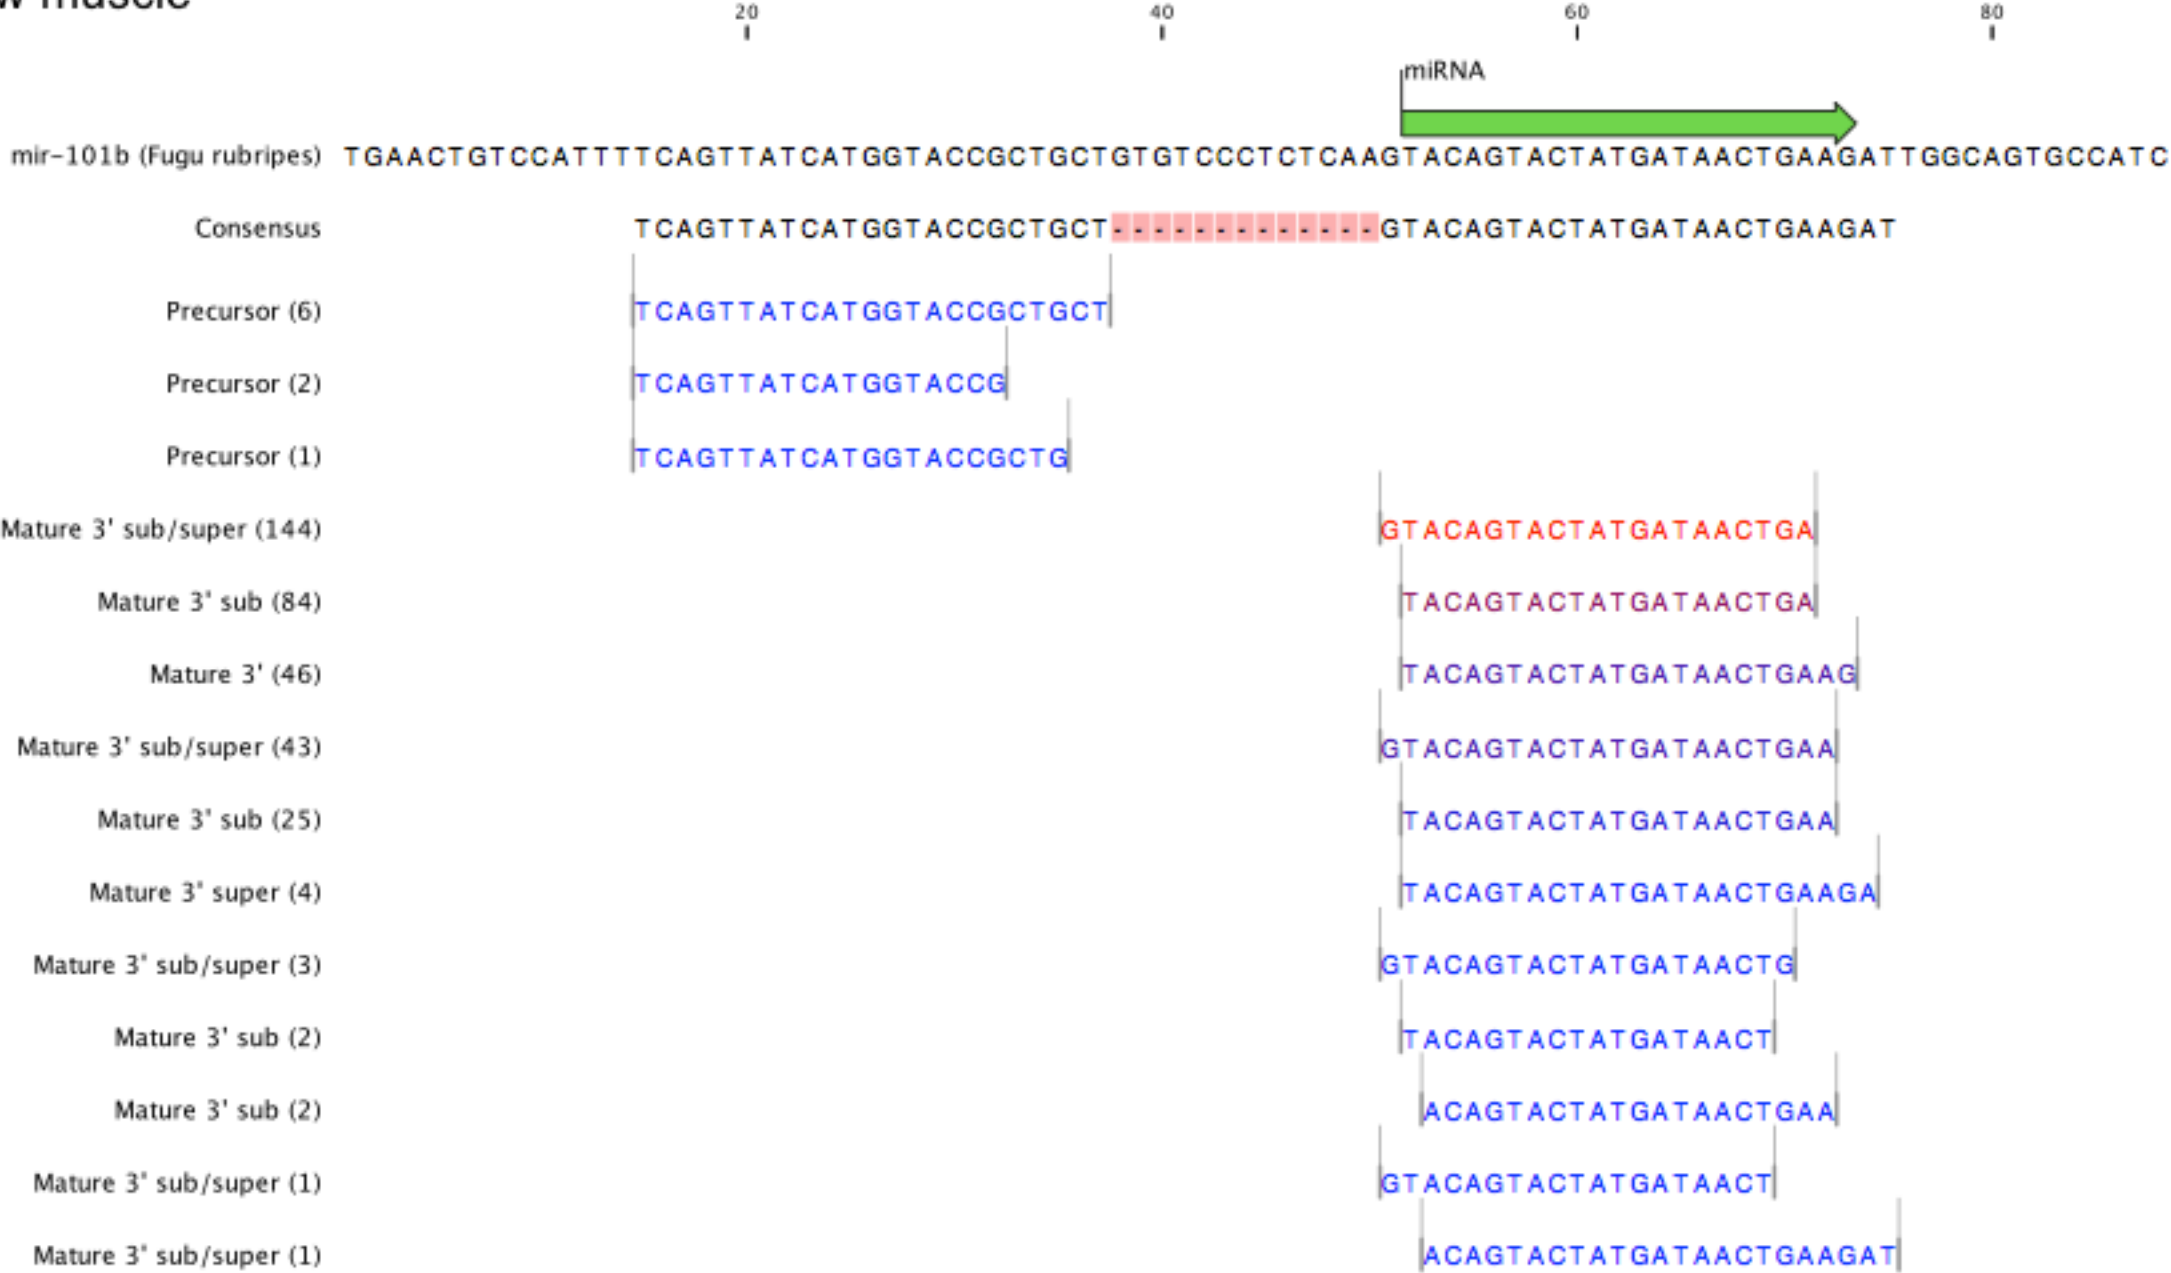

Heart

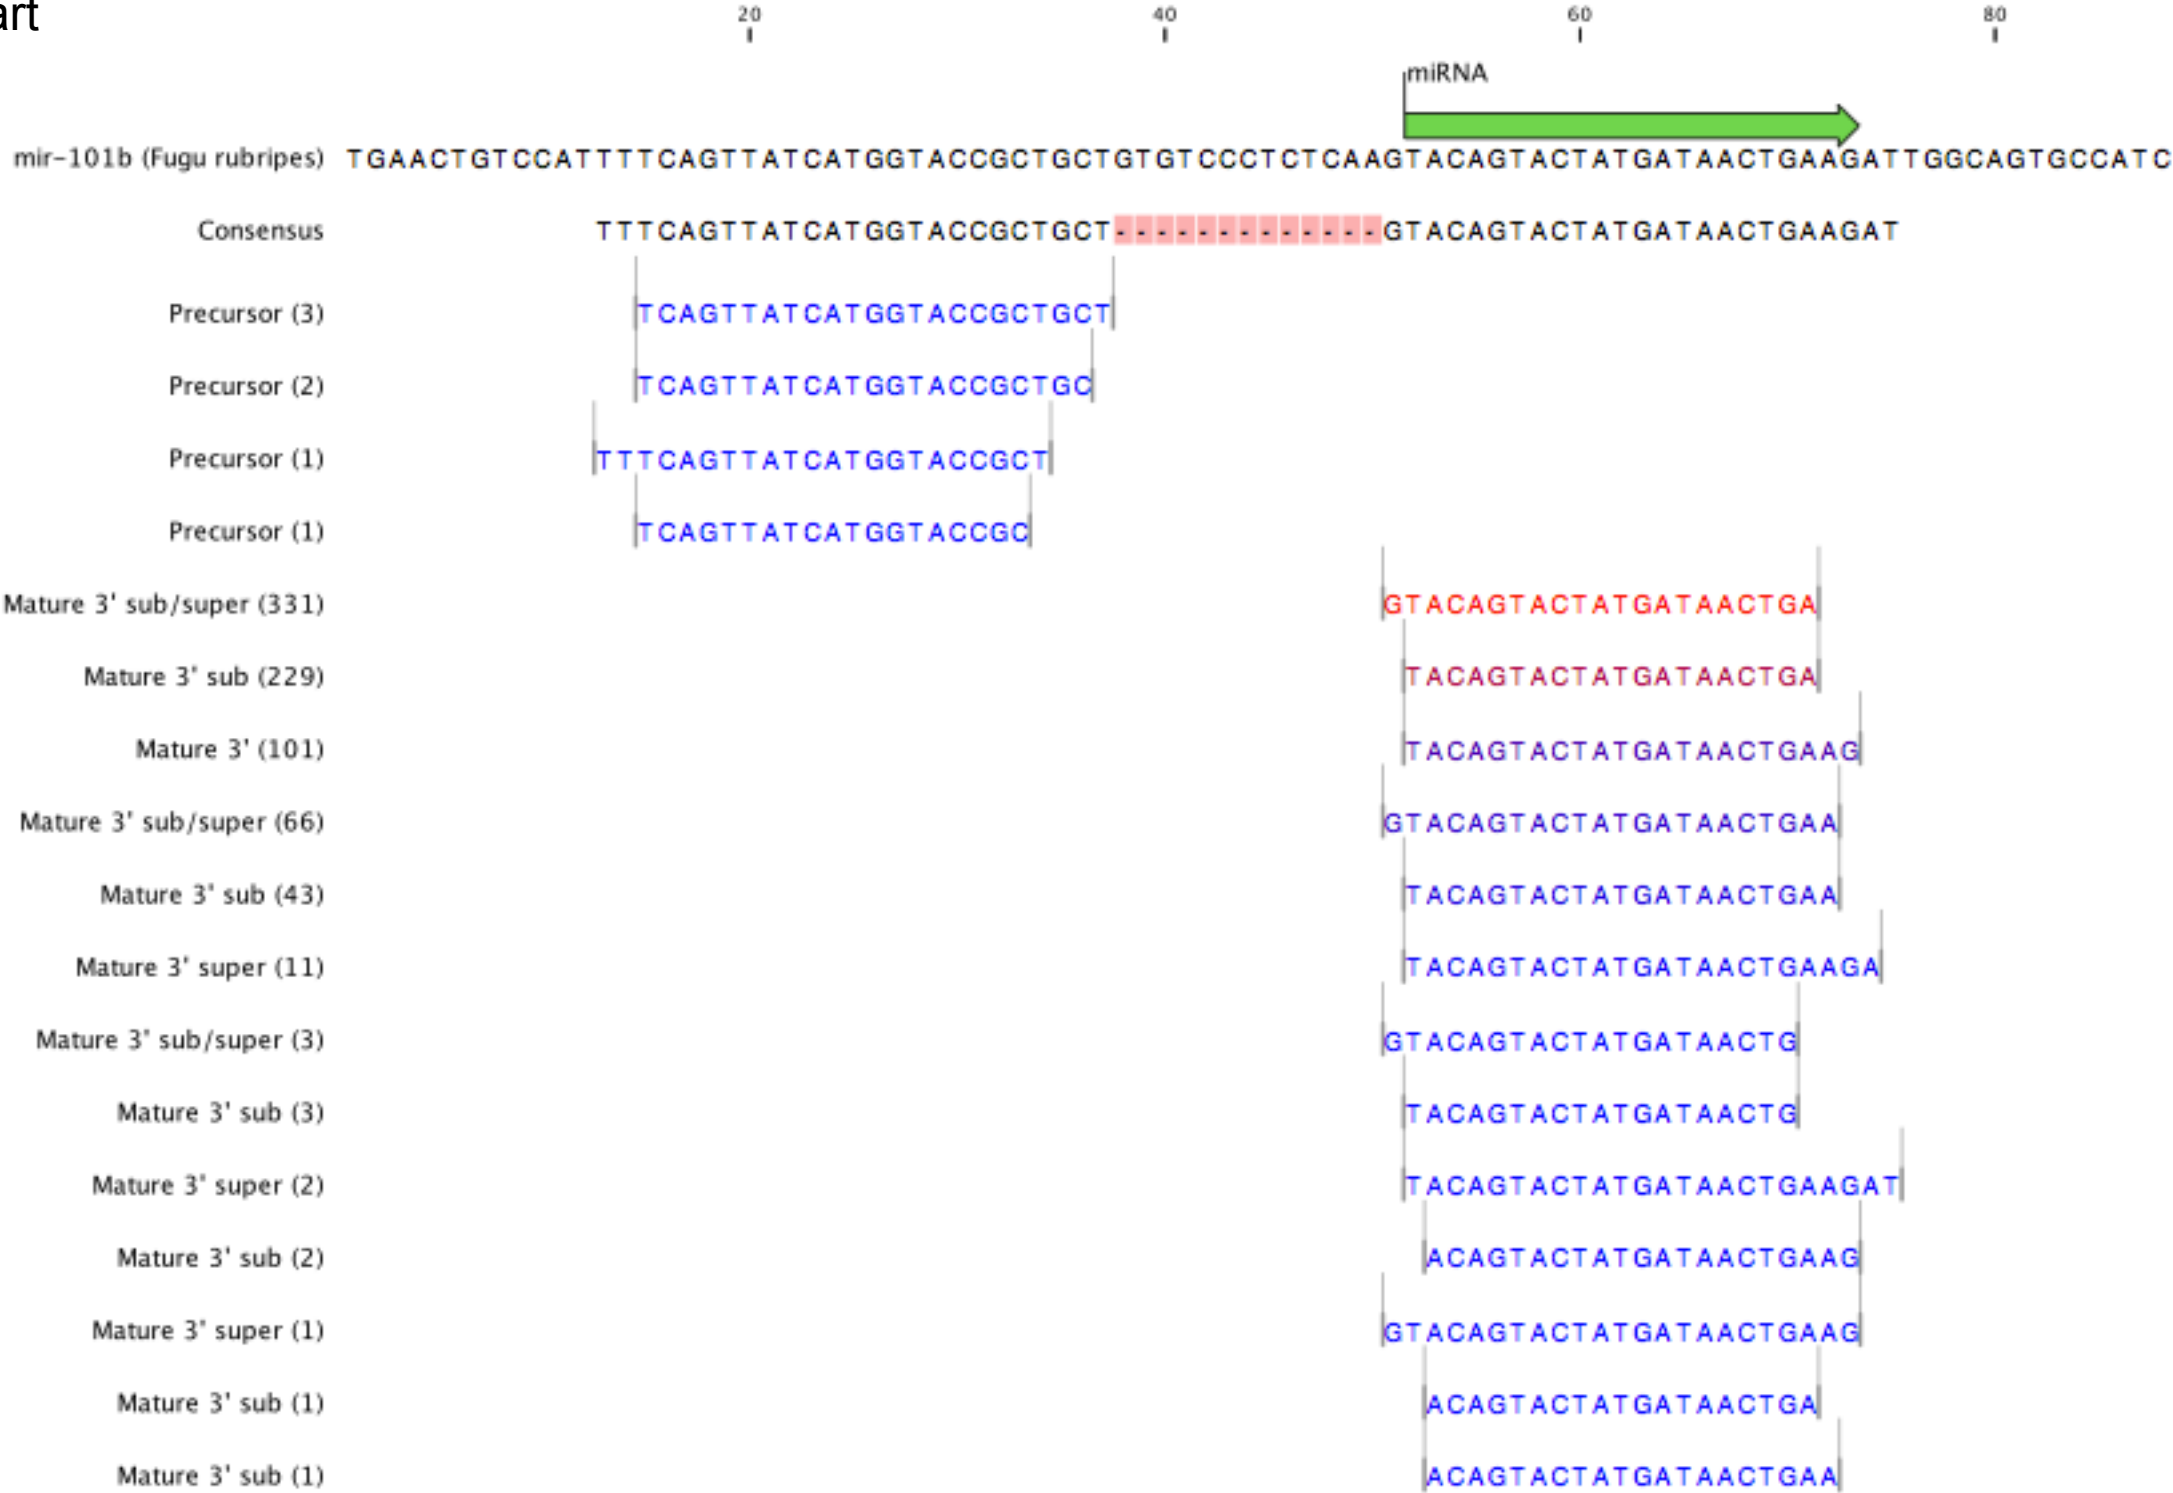

# Eye

20

40

60

80

miRNA

mir-101b (Fugu rubripes) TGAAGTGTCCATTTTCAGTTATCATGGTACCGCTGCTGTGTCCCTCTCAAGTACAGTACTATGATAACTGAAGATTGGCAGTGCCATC

Consensus

TCAGTTATCATGGTACCGCTGCT - - - - - GTACAGTACTATGATAACTGAAG

Precursor (9)

TCAGTTATCATGGTACCGCTGCT

Precursor (2)

TCAGTTATCATGGTACCGCT

Precursor (1)

TCAGTTATCATGGTACCGC

Mature 3' sub/super (135)

GTACAGTACTATGATAACTGA

Mature 3' sub (93)

TACAGTACTATGATAACTGA

Mature 3' (38)

TACAGTACTATGATAACTGAAG

Mature 3' sub/super (33)

GTACAGTACTATGATAACTGAA

Mature 3' sub (16)

TACAGTACTATGATAACTGAA

Mature 3' sub (2)

TACAGTACTATGATAACTG

Precursor (1)

GTACAGTACTATGATAAC

Mature 3' sub/super (1)

GTACAGTACTATGATAACTG

Mature 3' sub (1)

ACAGTACTATGATAACTGA

Mature 3' sub (1)

ACAGTACTATGATAACTGAA

Precursor (1)

GTACTATGATAACTGAAG

Brain

20 40 60 80

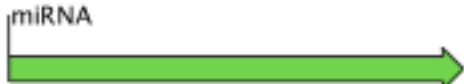

mir-101b (Fugu rubripes) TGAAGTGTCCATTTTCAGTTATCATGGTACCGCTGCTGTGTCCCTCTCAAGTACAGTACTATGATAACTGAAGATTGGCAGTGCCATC

Consensus TCAGTTATCATGGTACCGCTGCT - - - - - GTACAGTACTATGATAACTGAAGA

Precursor (7) TCAGTTATCATGGTACCGCTGCT

Precursor (4) TCAGTTATCATGGTACCGCTGC

Precursor (2) TCAGTTATCATGGTACCG

Precursor (2) TCAGTTATCATGGTACCGCT

Precursor (1) TCAGTTATCATGGTACCGCTG

Precursor (1) CAGTTATCATGGTACCGCTGCT

Mature 3' sub (283) TACAGTACTATGATAACTGA

Mature 3' sub/super (266) GTACAGTACTATGATAACTGA

Mature 3' (85) TACAGTACTATGATAACTGAAG

Mature 3' sub (66) TACAGTACTATGATAACTGAA

Mature 3' sub/super (59) GTACAGTACTATGATAACTGAA

Mature 3' super (11) TACAGTACTATGATAACTGAAGA

Mature 3' sub (6) TACAGTACTATGATAACTG

Mature 3' sub (5) ACAGTACTATGATAACTGA

Precursor (3) GTACAGTACTATGATAAC

Mature 3' sub/super (3) GTACAGTACTATGATAACT

Mature 3' sub/super (3) GTACAGTACTATGATAACTG

Mature 3' super (1) GTACAGTACTATGATAACTGAAG

Mature 3' super (1) GTACAGTACTATGATAACTGAAGA

Mature 3' sub (1) TACAGTACTATGATAACT

Mature 3' sub/super (1)

ACAGTACTATGATAACTGAAGA

Precursor (1)

AGTACTATGATAACTGAAG

Precursor (1)

GTACTATGATAACTGAAGA

Intestine

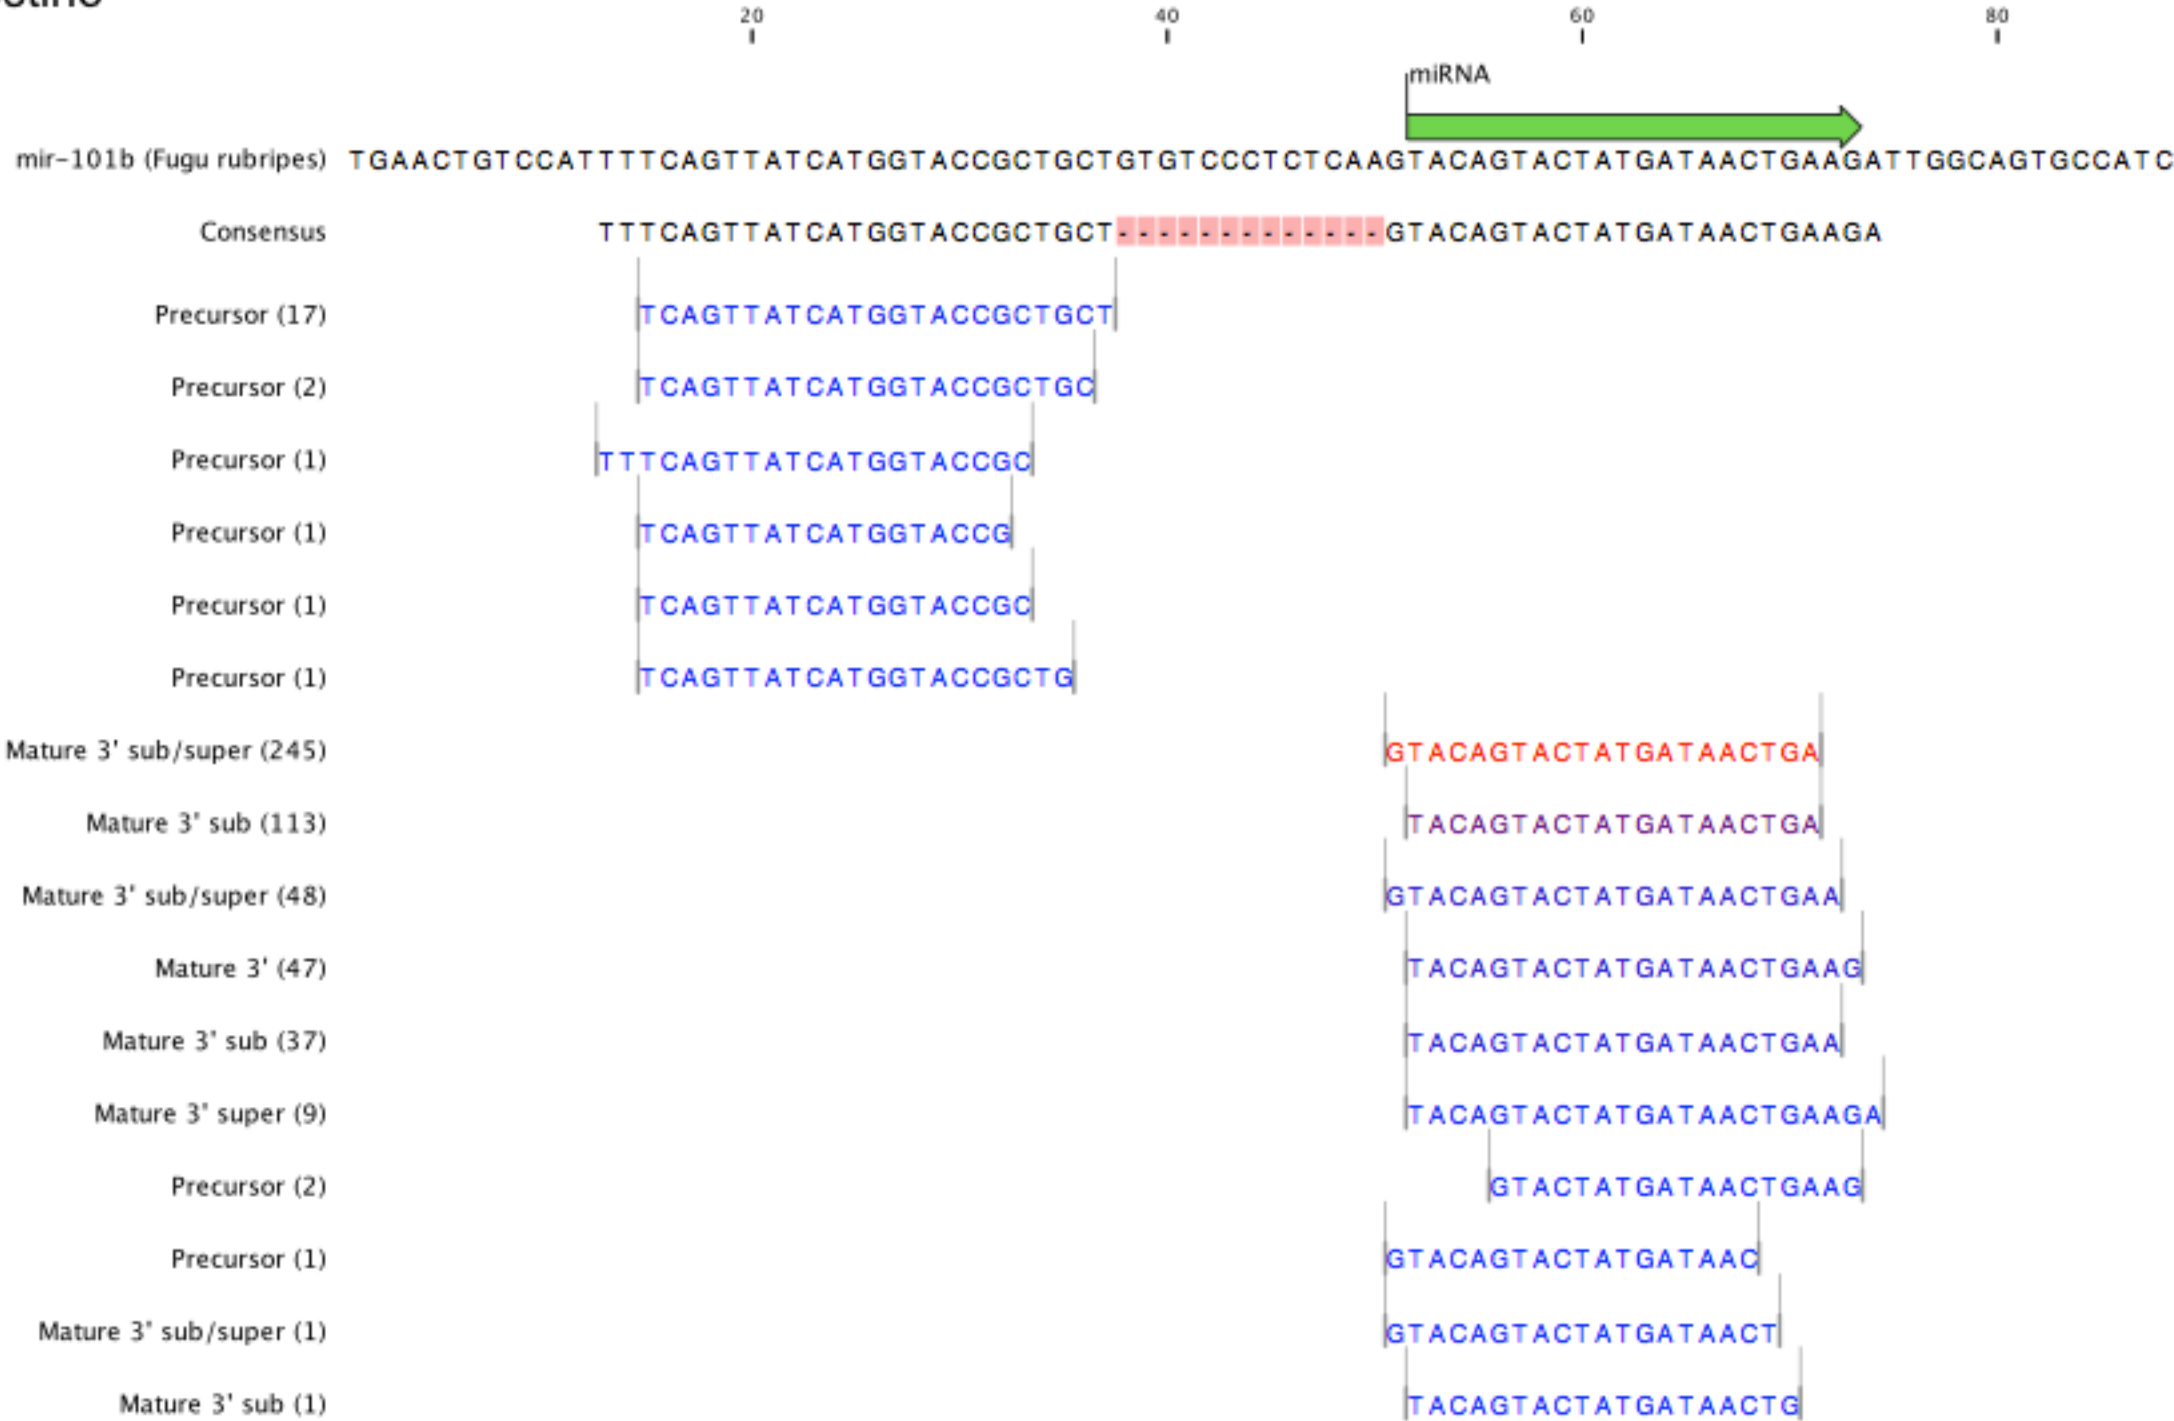

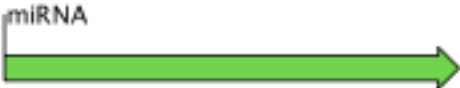

mir-101b (Fugu rubripes) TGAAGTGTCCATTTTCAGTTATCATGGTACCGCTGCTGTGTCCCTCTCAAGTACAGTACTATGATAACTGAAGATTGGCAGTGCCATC

Consensus TTT CAGTTATCATGGTACCGCTGCTG - - - - - AGTACAGTACTATGATAACTGAAGA

Precursor (17) TCAGTTATCATGGTACCGCTGCT

Precursor (14) TCAGTTATCATGGTACCGCT

Precursor (5) TCAGTTATCATGGTACCGCTGC

Precursor (3) TCAGTTATCATGGTACCGCTG

Precursor (2) TCAGTTATCATGGTACCGC

Precursor (1) TTT CAGTTATCATGGTACCGCT

Precursor (1) CAGTTATCATGGTACCGCTGC

Precursor (1) CAGTTATCATGGTACCGCTGCT

Precursor (1) CAGTTATCATGGTACCGCTGCTG

Mature 3' sub/super (2,137) GTACAGTACTATGATAACTGA

Mature 3' sub (779) TACAGTACTATGATAACTGA

Mature 3' (304) TACAGTACTATGATAACTGAAG

Mature 3' sub/super (242) GTACAGTACTATGATAACTGAA

Mature 3' sub (242) TACAGTACTATGATAACTGAA

Mature 3' super (35) TACAGTACTATGATAACTGAAGA

Mature 3' sub/super (29) GTACAGTACTATGATAACTG

Mature 3' sub (10) ACAGTACTATGATAACTGA

Mature 3' sub (9) TACAGTACTATGATAACTG

Mature 3' sub (8) TACAGTACTATGATAACT

Mature 3' sub (7)

ACAGTACTATGATAACTGAA

Mature 3' sub (7)

ACAGTACTATGATAACTGAAG

Precursor (5)

GTACAGTACTATGATAAC

Mature 3' sub/super (1)

AGTACAGTACTATGATAACTGA

Mature 3' sub/super (1)

GTACAGTACTATGATAACT

Mature 3' super (1)

GTACAGTACTATGATAACTGAAG

Mature 3' super (1)

GTACAGTACTATGATAACTGAAGA

Mature 3' sub (1)

ACAGTACTATGATAACTG

Ovaries

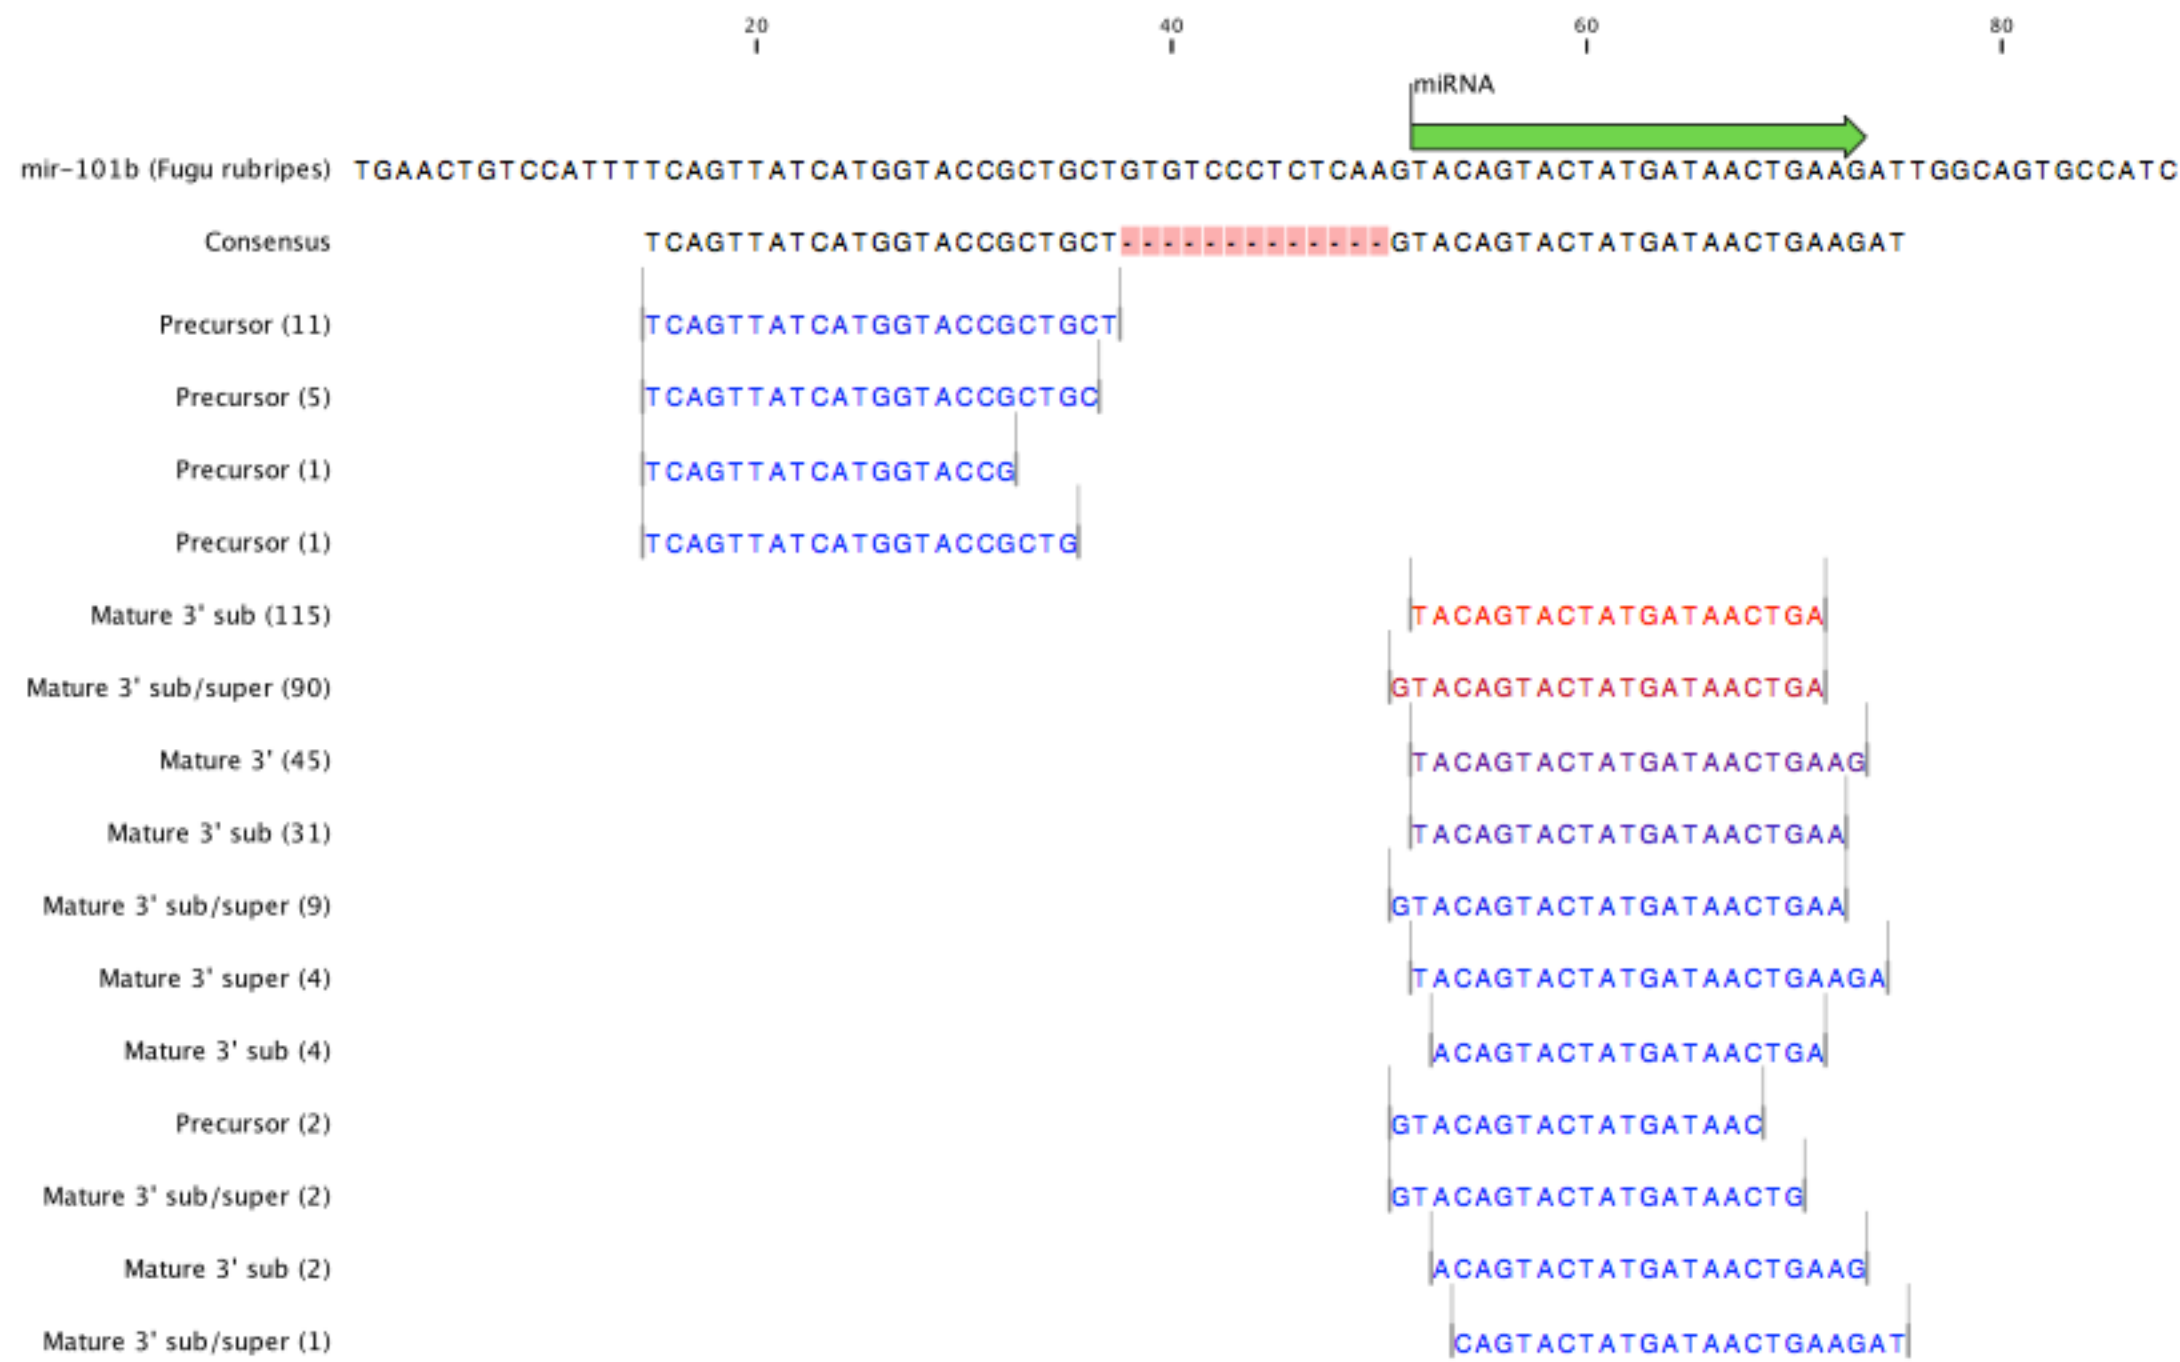

# Testes

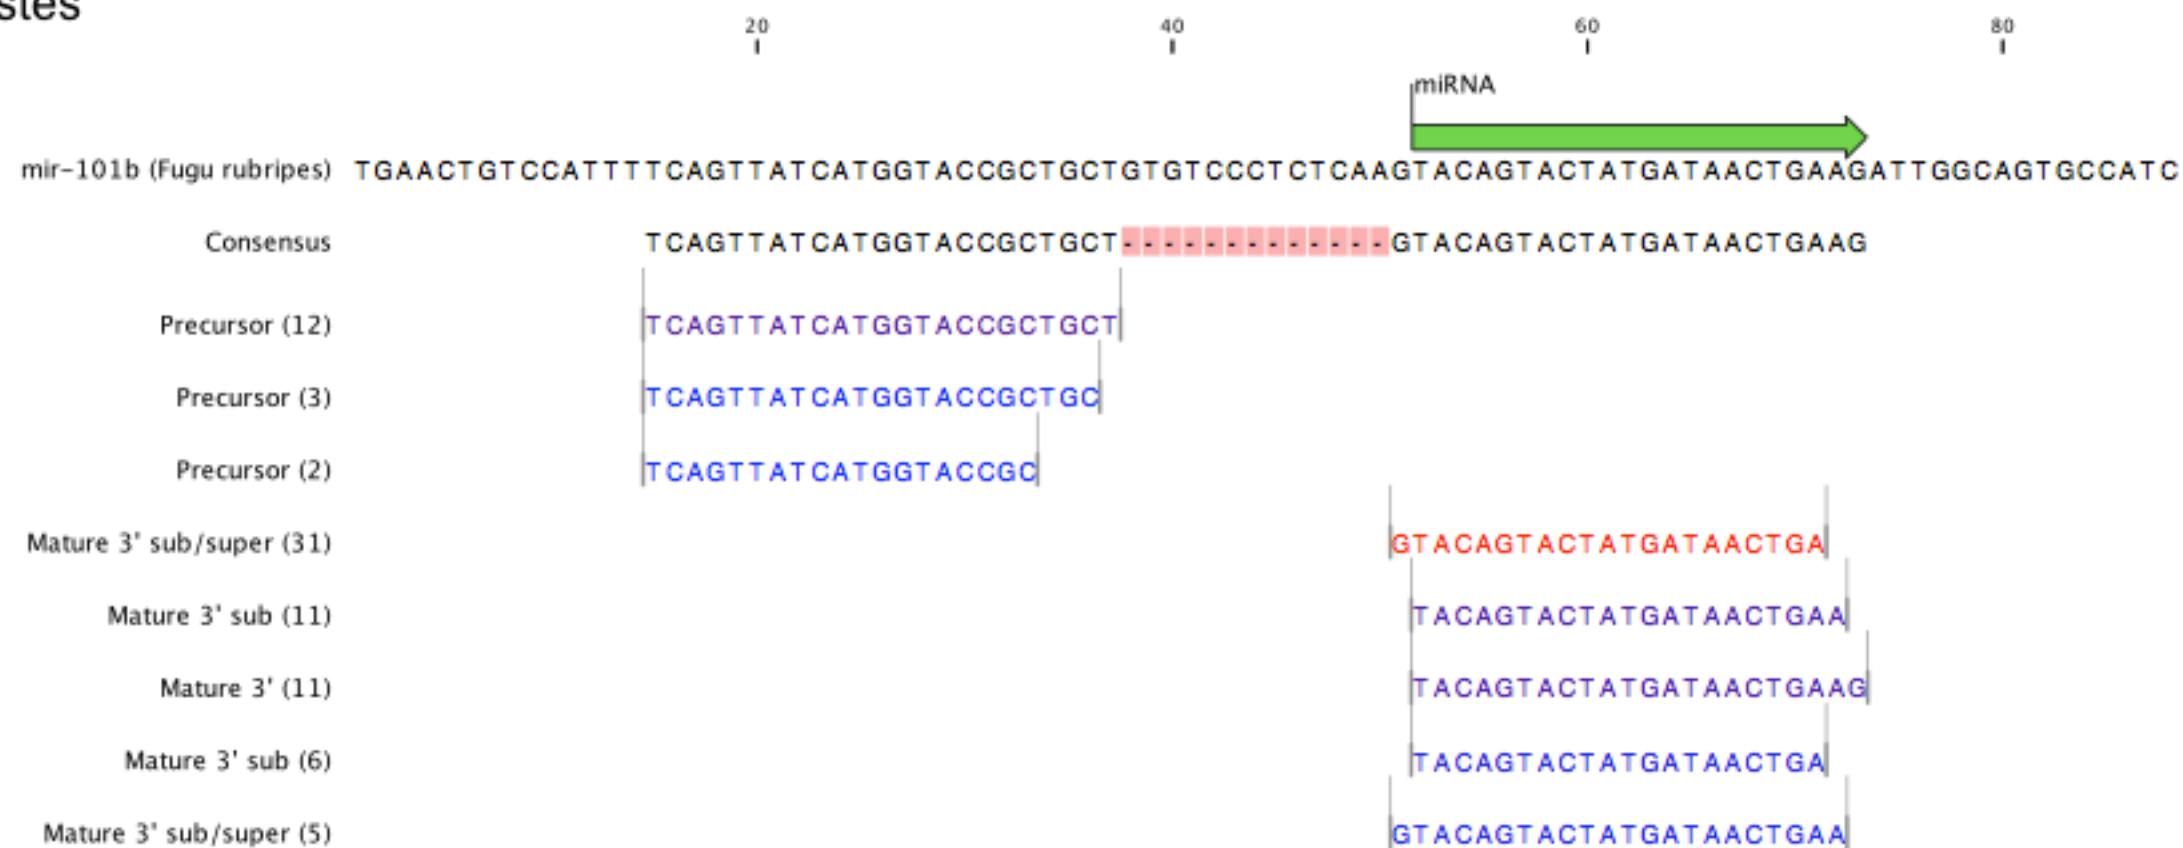

**Supplement:** Additional file 12: Figure S8. — IsomiRs of fru-miR-101b-3p. The diagrams represent repertoires of fru-miR-101b-3p isomiRs mapped to their miRNA precursors in each tissue.

# Supplementary material for: Deep sequencing, profiling and detailed annotation of microRNAs in Takifugu rubripes
**Source:** BMC Genomics. 2015 Jun 16;16(1):457. doi: 10.1186/s12864-015-1622-1

Fast muscle

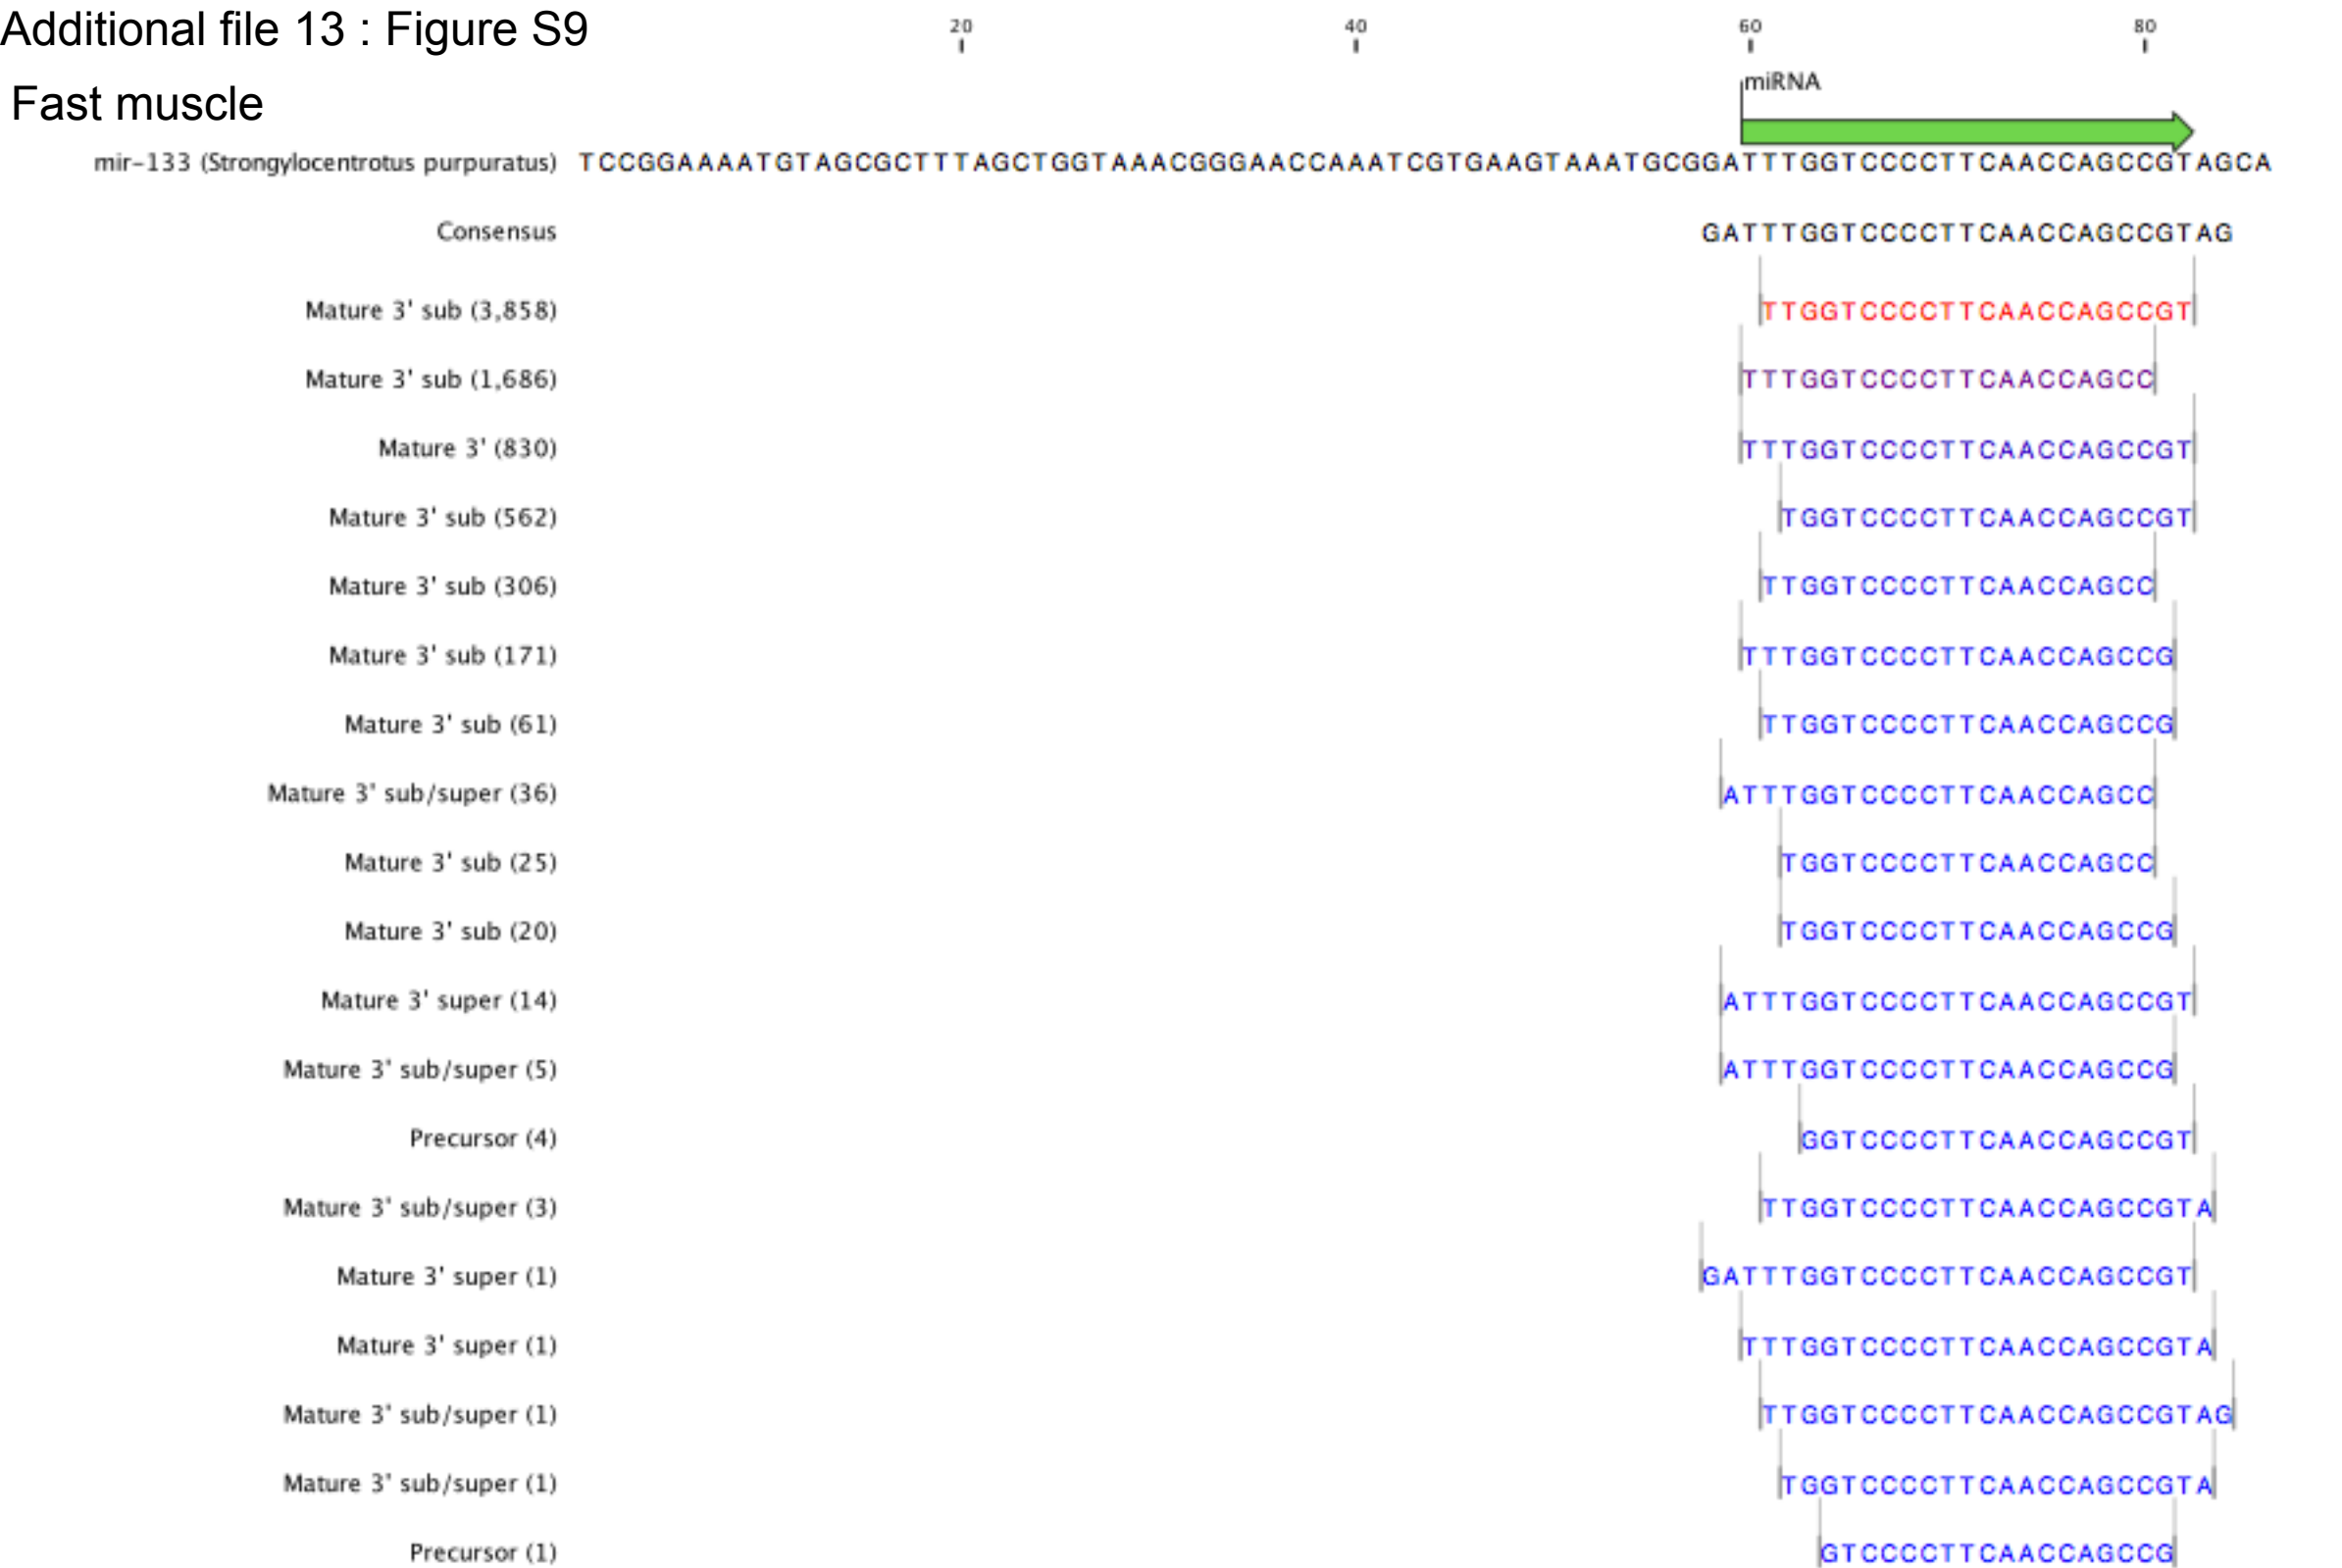

Slow muscle

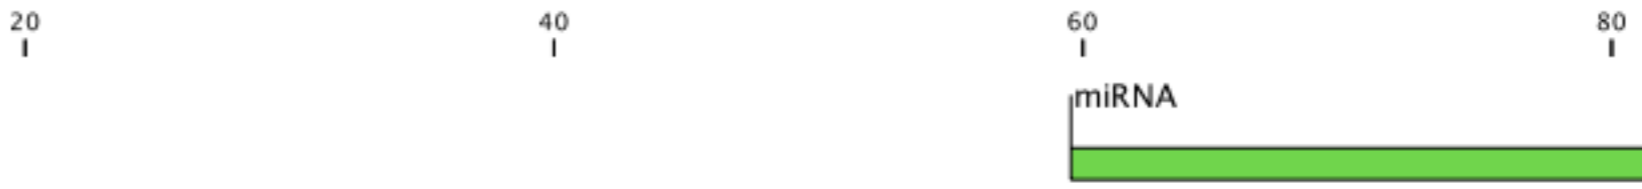

mir-133 (Strongylocentrotus purpuratus) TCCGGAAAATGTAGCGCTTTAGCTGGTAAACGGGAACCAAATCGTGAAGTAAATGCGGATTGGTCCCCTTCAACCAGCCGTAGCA

Consensus

ATTGGTCCCCTTCAACCAGCCGTA

Mature 3' sub (1,510)

TTTGGTCCCCTTCAACCAGCC

Mature 3' sub (390)

TTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (140)

TTGGTCCCCTTCAACCAGCC

Mature 3' sub (139)

TGGTCCCCTTCAACCAGCCGT

Mature 3' (137)

TTTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (64)

TTTGGTCCCCTTCAACCAGCCG

Mature 3' sub/super (20)

ATTGGTCCCCTTCAACCAGCC

Mature 3' sub (20)

TTGGTCCCCTTCAACCAGCCG

Mature 3' sub/super (7)

ATTGGTCCCCTTCAACCAGCCG

Mature 3' sub (7)

TGGTCCCCTTCAACCAGCC

Mature 3' super (6)

ATTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (3)

TGGTCCCCTTCAACCAGCCG

Mature 3' super (2)

TTTGGTCCCCTTCAACCAGCCGTA

Mature 3' sub/super (1)

TTGGTCCCCTTCAACCAGCCGTA

# Heart

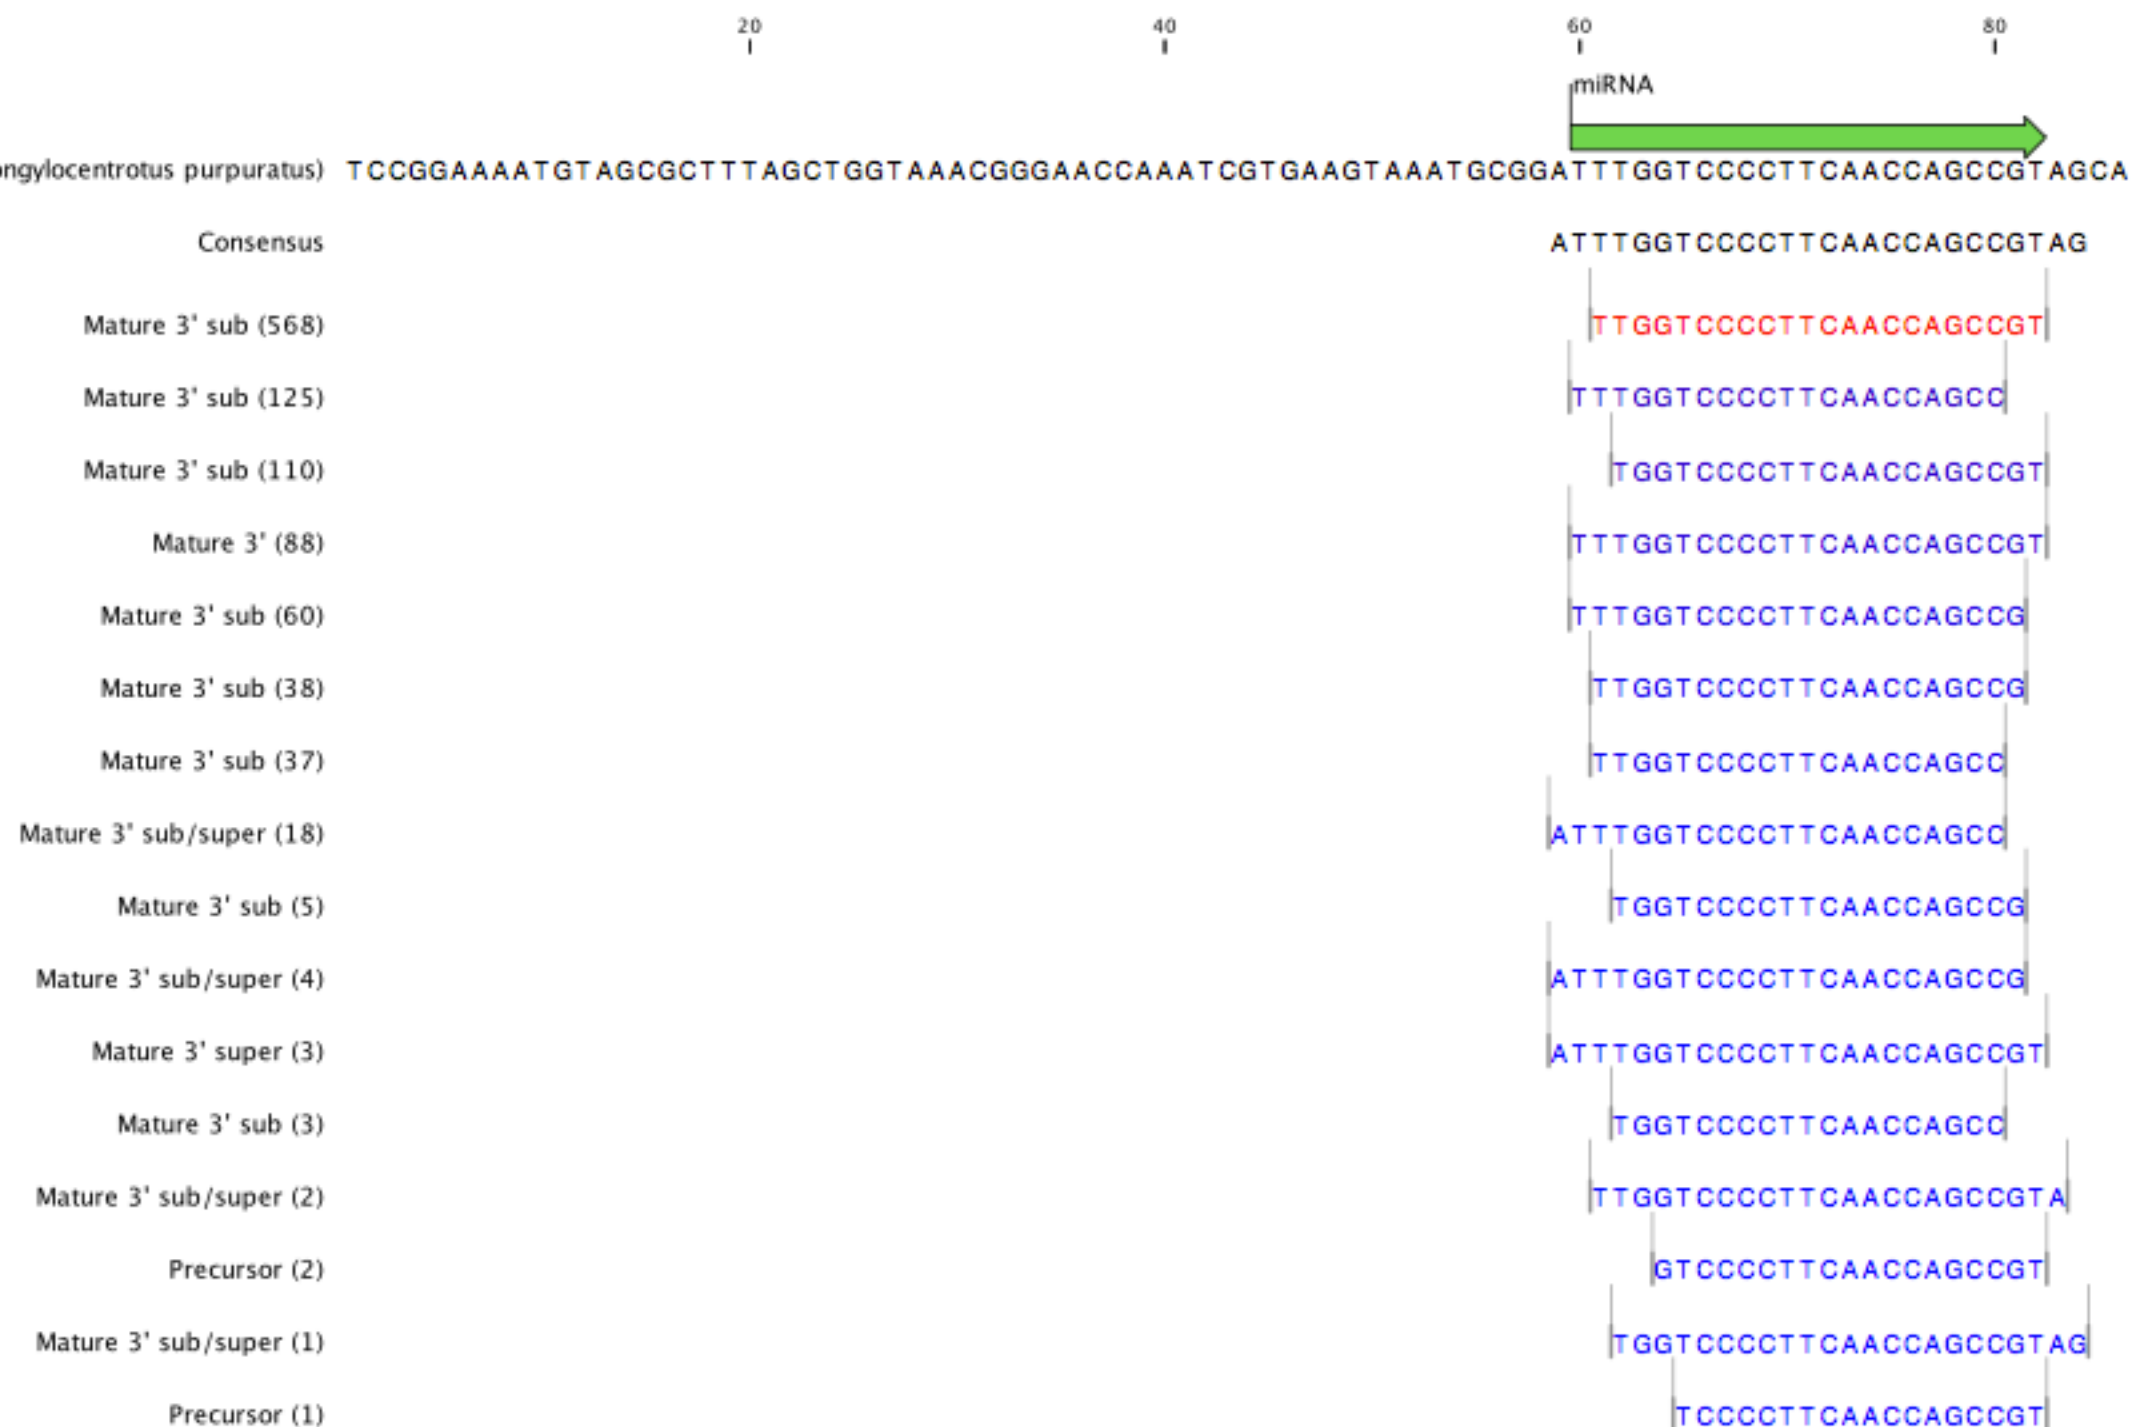

Eye

20  
|

40  
|

60  
|

80  
|

miRNA

mir-133 (Strongylocentrotus purpuratus) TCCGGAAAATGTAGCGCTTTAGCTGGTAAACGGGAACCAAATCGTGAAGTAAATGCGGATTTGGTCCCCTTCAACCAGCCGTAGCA

Consensus

TTTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (23)

TTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (21)

TTTGGTCCCCTTCAACCAGCC

Mature 3' sub (4)

TTTGGTCCCCTTCAACCAGCCG

Mature 3' sub (4)

TTGGTCCCCTTCAACCAGCC

Mature 3' sub (3)

TGGTCCCCTTCAACCAGCCGT

Mature 3' sub (1)

TGGTCCCCTTCAACCAGCC

# Brain

20

40

60

80

miRNA

mir-133 (Strongylocentrotus purpuratus) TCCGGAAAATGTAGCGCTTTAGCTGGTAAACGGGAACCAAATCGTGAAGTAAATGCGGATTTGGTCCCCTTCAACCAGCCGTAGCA

Consensus

TTTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (11)

TTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (7)

TTTGGTCCCCTTCAACCAGCC

Mature 3' sub (5)

TGGTCCCCTTCAACCAGCCGT

Mature 3' sub (3)

TTTGGTCCCCTTCAACCAGCCG

Mature 3' (3)

TTTGGTCCCCTTCAACCAGCCGT

# Intestine

20  
|40  
|60  
|80  
|

miRNA

mir-133 (Strongylocentrotus purpuratus) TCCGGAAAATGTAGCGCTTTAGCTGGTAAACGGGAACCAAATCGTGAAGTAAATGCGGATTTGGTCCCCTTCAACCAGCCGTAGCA

Consensus

TTTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (14)

TTGGTCCCCTTCAACCAGCCGT

Mature 3' sub (3)

TTTGGTCCCCTTCAACCAGCCG

Mature 3' sub (3)

TTGGTCCCCTTCAACCAGCCG

Mature 3' sub (3)

TGGTCCCCTTCAACCAGCCGT

Mature 3' sub (2)

TTGGTCCCCTTCAACCAGCC

100  
|

# Liver

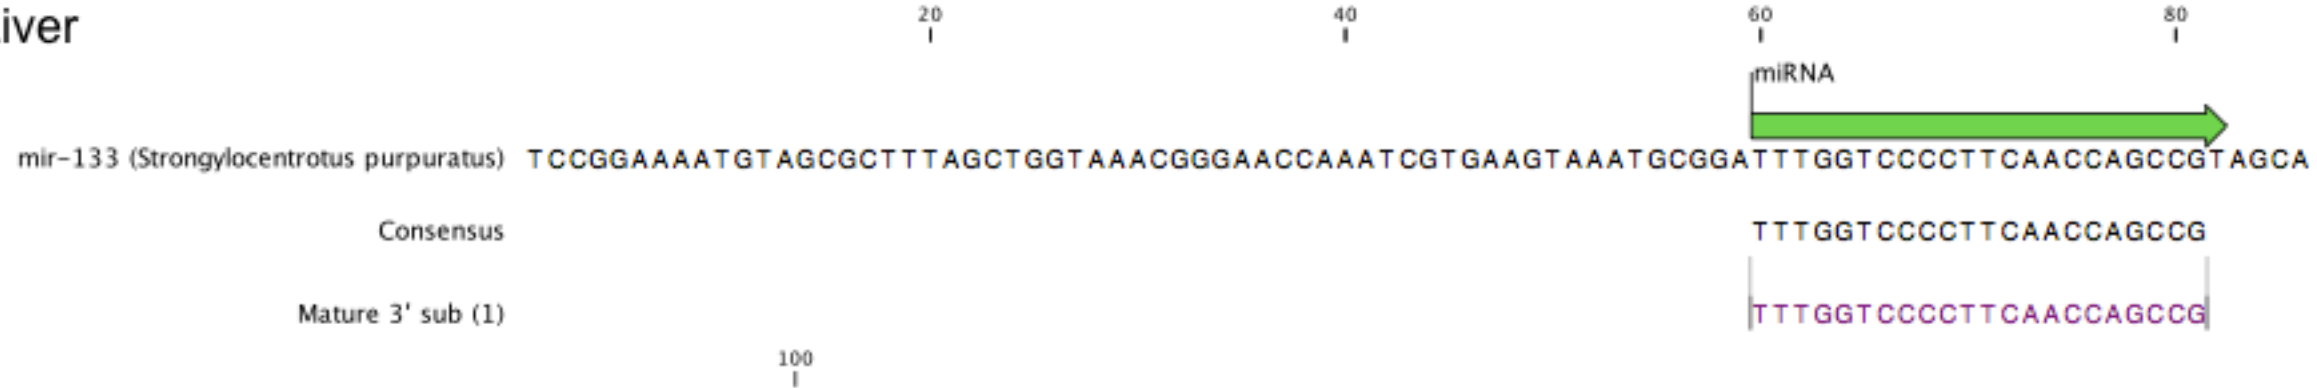

# Ovaries

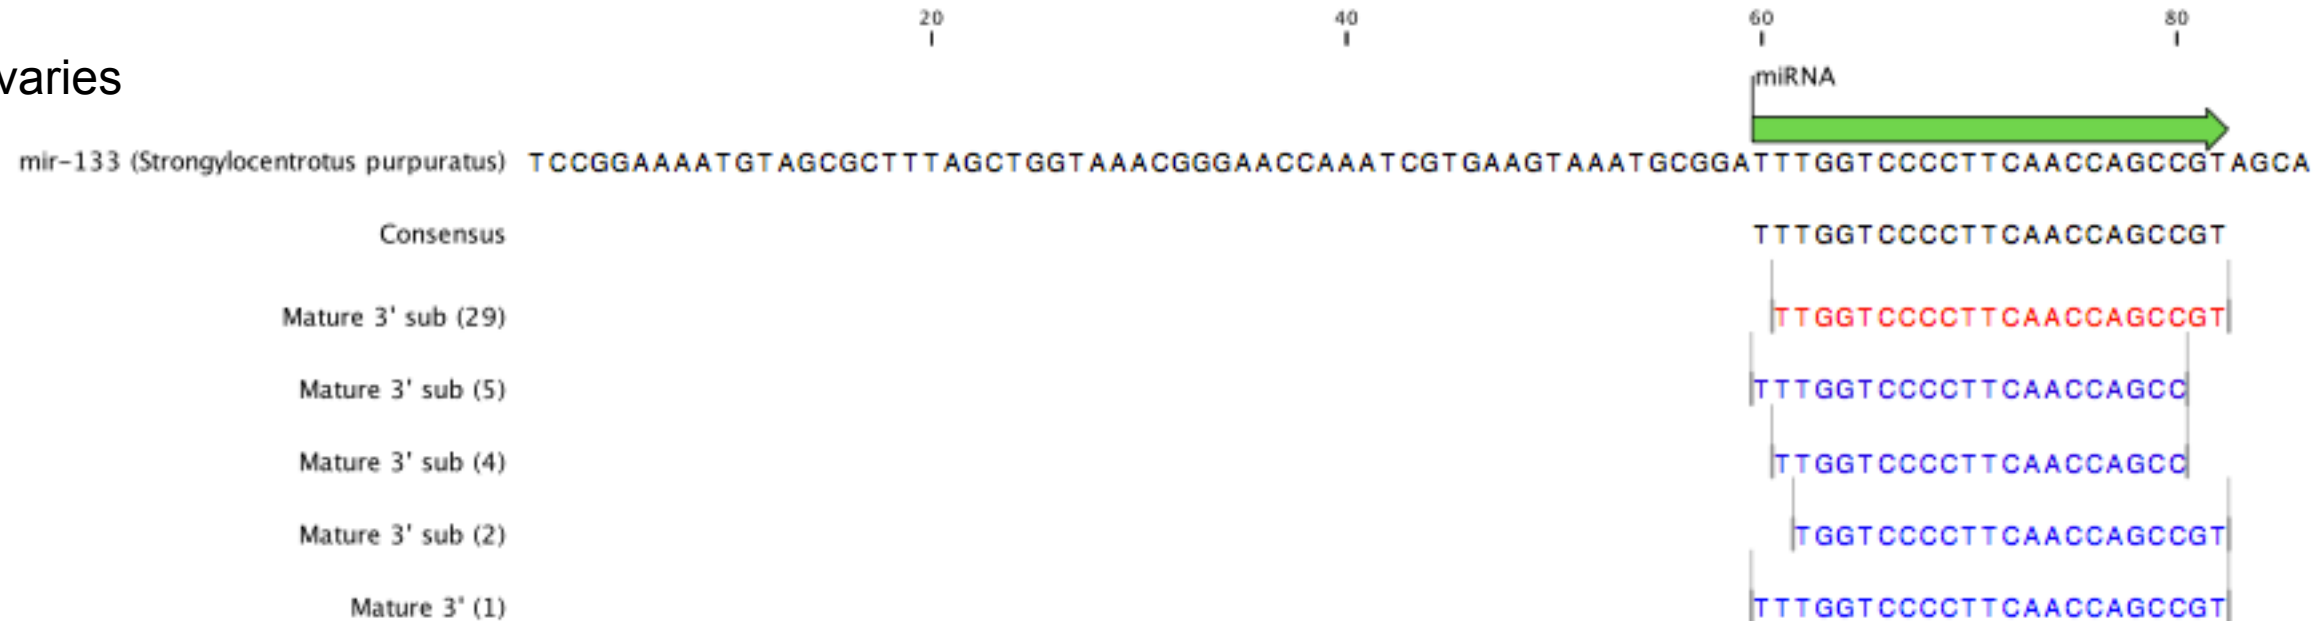

**Supplement:** Additional file 13: Figure S9. — IsomiRs of fru-miR-133-3p. The diagrams represent repertoires of fru-miR-133-3p isomiRs mapped to their miRNA precursors in each tissue.

How the deposited data were processed for this re-analysis (not part of the article)

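Small RNAs of adult *T. rubripes* were sequenced by the authors on a SOLiD system, with 1 library per tissue. The authors removed low-quality reads, trimmed the adaptors, kept sequences of 18–25 nt, collapsed identical reads, and assigned sequences to miRBase entries in CLC genomics workbench, allowing 0 mismatches. For 8 of the 9 tissues, the deposited values are raw counts of reads per distinct sequence, without normalization. Fast muscle was not analysed here, nor were the reads that the authors annotated under later criteria, the putative miRNAs, the repeat-associated small RNAs, and the quantitative PCR.

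The counts covered 8194 distinct sequences with 581 names from 85 miRBase species. The annotated reads numbered 1207961 in intestine, 929645 in brain, 882181 in heart, 724758 in slow muscle, 537629 in ovaries, 458800 in eye, 437295 in liver, and 54540 in testes. Reads were summed by arm name, with precursor-only reads kept apart under the precursor's name. RPM were computed with the 18–25 nt read totals that the paper gives in Table S1, because the files hold only the annotated part of each library.

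Shares and RPM carry 95% Wilson intervals, ratios of libraries carry exact Clopper-Pearson intervals, and 3 reads were taken as the smallest detectable value. The shares of the 2 gonad libraries and the 6 somatic libraries were compared by a two-sided exact permutation test over 28 splits. Pairs of libraries were compared by two-sided exact binomial tests of their reads with Benjamini-Hochberg adjustment. A name was counted as higher with an adjusted p under 0.05, a ratio of at least 1.5, and at least 1000 RPM in the higher library. Names were ranked by ratio after adding 0.5 reads to each library. Tissue specificity was counted at a tau of at least 0.9 with at least 100 RPM in a library. The 5′ start of a sequence was placed relative to the most abundant sequence of its arm by an ungapped overlap of at least 14 nt with up to 2 mismatches and a shift of up to 4 nt, and starts were tested where an arm had at least 50 reads in a library. Precursor-only sequences of the same miRNA that overlap the arm were included in this test and in the shares of reads off the most common ends over all arms, but not in the shares given for miR-145-5p and the miRNAs of Table 3. Random draws used the seed 1.

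The rules for most of the miRNAs named in the text were set before the data were examined. These miRNAs are those that the paper names for an analysed tissue in its text, Fig. 3, or Tables 1 to 3. Those that it names only in comparisons with fast muscle are left out. Also included are the 3 names with the most reads in each library and the 5 with the largest ratio in each direction of each comparison. The last are up to 5 whose most common 5′ start changed between libraries. Others were named after seeing the data, among them miR-17-5p, miR-1260-5p, miR-2779-5p, miR-4286-5p, and the precursor-only reads of miR-144, miR-129, and miR-122. The alternatives set at the same time were other denominators, edgeR's TMM scaling, higher minimum counts, mature or identical matches only, names collapsed to the miRNA number, sequences assigned to several miRNAs left out, other thresholds, and reads drawn down to the smallest library. Further alternatives, chosen after seeing the data, added precursor-only sequences to the arm they overlap, took the reads of miR-133-3p by miRBase entry, took the reads under the names that the files give to the sequences within the primers of Table S5, and left out names with mostly short reads ending in CCA.

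The comparison of libraries and the test of 5′ starts were tested on simulated data. Among 556 simulated names, a 4-fold change was put into 183, of which 89 were found. All 57 changed names with at least 100 reads were found, 1 of 373 unchanged names was called, and 97.1% of the intervals held the ratio put in. Of 40 simulated arms, the 10 with a changing 5′ start were found and 0 others were called. Both simulations drew reads with counting error alone, which is the error that the tests and intervals assume. Simulated names were called without the minimum of 1000 RPM. The rates therefore say nothing about variation between animals or libraries or from amplification.

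Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.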

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

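The test in this part was chosen only after the result was seen. The paper counts reads with a mature match as known miRNAs, and the files also hold reads recorded as matching a miRNA precursor alone. Additional files 11 and 12 list such reads for miR-462 and miR-101b, and the levels of these reads by name and tissue are a signal in data that the paper does not discuss in its text. These precursor-only reads made up 8.47% of the annotated reads in slow muscle, 8.42% in eye, 7.84% in heart, 7.73% in brain, 7.66% in liver, 4.31% in ovaries, 3.20% in intestine, and 3.00% in testes. The highest levels were those of miR-199 in slow muscle (14457 RPM) and liver (8835 RPM) and of miR-129 in brain (12600 RPM), all far above the smallest detectable level. For miR-202, which the paper discusses, the level was 1725 RPM in ovaries.

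Fragments of degraded precursors would start at scattered positions. Of the 338076 precursor-only reads, 86.4% shared the most common first 10 nt of their name and library, against 96.7% of the reads with a mature match, and 87.2% were 21 to 23 nt long, against 89.8%. The most abundant such sequence of miR-199 in slow muscle was ACAGTAGTCTGCACATTGGTTA with 19826 of 27826 reads. Scattered degradation is therefore not the main source of these reads, and of these reads 76.2% overlapped an arm of the same name in some miRBase entry. A candidate explanation is that many of them are arms that the matched entry does not list or forms changed at the ends more than the mature classes allow. Shared reads between related precursors and the choice of entry in the authors' annotation were not tested, so no biological reading of the differences between tissues can be separated from them.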

How the results depend on the processing

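The alternatives were set before the data were examined, apart from those said to be chosen later. The lower miRNA share of the gonads kept its direction and its p under all 5 alternatives, with differences from -12.8 to -28.4 percentage points, although this p is the smallest that the design allows. The 3′ variation of miR-145-5p exceeded its 5′ variation in every library under all 3 alternatives. The alternative that took the most abundant sequence over all libraries as the reference could not differ, because that sequence leads in each library.

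The numbers of miRNAs depended on the thresholds. Against 14 names higher in slow muscle and 22 higher in heart, a minimum of 100 RPM gave 40 and 54, a 4-fold threshold gave 7 and 4, and identical matches only gave 9 and 14. Per annotated read, 44 names were higher in heart. Against 13 names higher in ovaries and 2 higher in testes, the denominator of annotated reads gave 27 and 35, identical matches only gave 4 and 1, a minimum of 100 RPM gave 50 and 7, and a 4-fold threshold left 0 higher in testes. With TMM scaling, 14 names were higher in testes. Whether ovaries or testes have more such names therefore depends on the denominator, which moves every ratio by the same factor through the lower annotated share of testes, so the change holds no evidence on single names.

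Of the 89 tissue-specific miRNAs, 51 remained with names collapsed to the miRNA number, 40 with a minimum of 1000 RPM, and 10 with tau on log2(RPM + 1). The 5 miRNAs with a changing 5′ start became 3 with at least 500 reads and 3 with sequences of at least 10 reads. At the level of single sequences, only miR-133-3p and miR-9-3p also changed. The lowest share of 21 to 23 nt reads over the libraries, 76.6%, was 77.2% with sequences of at least 10 reads and 51.5% with each sequence counted once. It was 87.4% without the names of mostly short reads ending in CCA, an alternative chosen after seeing the data.

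Among 436 levels, shares, and numbers of single miRNAs or tissues under an alternative, those chosen later included, 261 stayed within their limits and 175 moved outside them. Some of the 261 could not move. The 41 levels under mature matches only were fixed, because precursor-only reads were already kept under other names. The 24 shares of miR-145-5p relative to its most abundant sequence over all libraries were also fixed. In the 100 cases tried, no named ratio between 2 libraries changed its direction or the side of 0.05 on which its p lay, but 21 lay outside the exact interval of the ratio, 7 of them per annotated read and 7 with TMM scaling. The 17 ratios under mature matches only could not change either. The ratio of heart to slow muscle of miR-30e-3p, 1.41, was 1.51 per annotated read, which lies on the other side of the 1.5-fold threshold. The depth of testes also limits its results, since 50.6% of its names have fewer than 10 reads. No replicate within a tissue could be left out, and no paired analysis was possible, because each tissue has 1 library. The comparison of gonad and somatic libraries was not repeated with single libraries left out.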

Differences from the paper's values

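The values here come from the reads with a known mature or precursor match and the 18–25 nt totals. The slow muscle and heart levels that Table 1 gives only in comparisons with fast muscle were not compared one by one. Some of them lie far above the values here. For example, miR-133a-3p had 187 RPM in slow muscle, where miR-133a-5p and miR-126b-5p had 1 and 3 reads. In slow muscle, the level of miR-196a-5p was 293 RPM against the paper's 1035, miR-206-3p 34615 against the paper's 115467, miR-194-5p 346 against the paper's 1065, miR-192-5p 4405 against the paper's 11732, and miR-10b-5p 912 against the paper's 2329. For miR-187-3p it was 34.3 against the paper's 92, and for miR-218a-5p 65.5 against the paper's 168. With annotated reads as the denominator, an alternative set before the data were examined, these 7 levels fell within 1.5 times the paper's, at 778, 91929, 919, 11699, 2423, 91.1, and 174 RPM, while the other alternatives set before the data were examined did not close the gap. The paper scales by the 18–25 nt total, and the mature reads used here were 40.7% of the known miRNA reads of slow muscle in Table S1, so this match does not show that the denominator differs. With that total, none of the 23 levels of single sequences compared with Table 3 was counted as different from the paper's. For example, GTAACGGAACCCATAATGCAGCT in intestine had 1803 RPM in both. These values argue against another denominator in the paper. Matches under other denominators, here and below, are therefore not evidence for one. With annotated reads as the denominator, the level of miR-140-5p in slow muscle was 505 RPM. Under the 18–25 nt total it was 190.2 RPM against the paper's 673, and the other alternatives did not close that gap. The level of miR-140-3p, 53.5 RPM against the paper's 1108, and that of miR-1-3p, 72651 RPM against the paper's 121808, were not reached under any alternative.

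In heart, the level of miR-194-5p was 3.17 RPM against the paper's 12, miR-192-5p 44.0 against the paper's 138, miR-10b-5p 9.92 against the paper's 30, miR-187-3p 473 against the paper's 1483, miR-218a-5p 625 against the paper's 1380, and miR-499-5p 8168 against the paper's 28506. With annotated reads as the denominator the levels were 9.07, 126, 28.3, 1351, 1786, and 23345 RPM, within 1.5 times the paper's, and under no other alternative set before the data were examined. No alternative reached the paper's values for miR-206-3p (40.5 RPM against the paper's 218), miR-196a-5p (0 against the paper's 1), miR-30e-3p (378 against the paper's 4473), miR-140-3p (514 against the paper's 10721), and miR-140-5p (824 against the paper's 4288).

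With 3 reads put in place of 0 in heart, the ratio of slow muscle to heart was 246 for miR-196a-5p against the paper's 1305, and since its exact interval has a lower limit of 200 and no upper limit, the paper's value lies inside it. The ratio of slow muscle to heart was 856 for miR-206-3p against the paper's 529. The ratio of heart to slow muscle was 1.41 for miR-30e-3p against the paper's 16. None of the alternatives brought these values within 1.5 times the paper's.

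In ovaries, the level of miR-214-3p was 466 RPM against the paper's 3055 and that of miR-143-3p 1081 RPM against the paper's 6965. With annotated reads as the denominator these were 4129 and 9572 RPM, within 1.5 times the paper's, and under no other alternative. The levels of miR-24-3p, 1784 RPM against the paper's 4170, and of miR-145-5p, 65875 RPM against the paper's 108935, came within that range only with TMM scaling, at 3800.0 and 140352 RPM. In testes, TMM scaling alone brought miR-214-3p, 25.1 RPM against the paper's 125, to 139 RPM, and miR-143-3p, 62.4 RPM against the paper's 293, to 347 RPM. No alternative reached the paper's values for miR-24-3p in testes (94.1 RPM against the paper's 208), miR-145b-5p in ovaries and testes (14.1 and 0 RPM against the paper's 5933 and 302), and miR-202-5p in ovaries and testes (229 and 3.31 RPM against the paper's 9054 and 409). The ratio of ovaries to testes for miR-202-5p was 69.3 against the paper's 22. It came within 1.5 times the paper's with annotated reads as the denominator (15.8) and with TMM scaling (26.6), and also with precursor-only sequences added to the arm (15.9), which was chosen after seeing the values. With 3 reads put in place of 0 in testes, the ratio of miR-145b-5p was 9.92 against the paper's 20, and no alternative brought it within 1.5 times the paper's, but its exact interval, with a lower limit of 7.85 and no upper limit, includes the paper's value.

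Among the levels of Fig. 3 taken from Table S2, miR-192-5p in intestine was 124701 RPM against the paper's 317427 and miR-122-5p in liver was 48649 RPM against the paper's 139224. With annotated reads as the denominator, and under no other alternative, they came to 352792 and 133997 RPM. The level of miR-204-5p in eye, 57.7 RPM against the paper's 40465, and that of miR-9-3p in brain, 129 RPM against the paper's 36832, were not reached under any alternative set before the data were examined. With the reads under the name that the files give to the sequences within the primers of Table S5, chosen after seeing the values, the level in eye was 32498 RPM, within 1.5 times the paper's, but 98278 RPM with annotated reads as the denominator. The same choice, also made after seeing the values, gave 10927 RPM in brain, and 31313 RPM with annotated reads as the denominator, within 1.5 times the paper's.

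The number of miRNA species was 289 in slow muscle against the paper's 608, 293 in heart against the paper's 488, 286 in eye against the paper's 539, 323 in brain against the paper's 531, 302 in intestine against the paper's 519, 271 in liver against the paper's 538, 271 in ovaries against the paper's 591, and 190 in testes against the paper's 548. None of the alternatives set before the data were examined closed the gap in any tissue. Reads of the later criteria were not used here, and names were summed over miRBase species. The numbers therefore do not count the same set in the same units as the paper's.

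Some statements of the paper also differ from these results. The paper describes the number of species in testes as similar to somatic tissue, and here it was 0.646 times the mean of the 6 somatic libraries, or 0.899 times with reads drawn down to the smallest library. Because the read set and the unit of counting are unlike the paper's, this difference does not contradict its statement. For miR-145-5p, the paper states that its sequence differs at the 3′ terminus from the miRBase entries, and the files record the most abundant sequence, with 364189 reads, as identical to the *Danio rerio* entry.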

Other observations

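Of the tests in this part, the one on the number of species with a single draw was chosen before its result was seen and the others only after. The testis library had fewer miRNA species than the somatic libraries, which had a median of 291 against 190. If its smaller number of annotated reads were the whole reason, somatic libraries drawn down to 54540 reads would have a median within 1.1 times the testis number. That median was 212 in the single draw, slightly above the bound of 209, with 3 of the 6 somatic libraries within it. Over 200 repeated draws, the median was 207, with a range of 200 to 214.5, and it was above the bound in 20.0% of the draws. Depth may therefore account for most of the gap, and whether it accounts for all of it is open. After the single draw, ovaries held 188 species.

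In slow muscle, miR-192-5p and miR-194-5p were much higher than in heart. To look for RNA of intestine in this library, names with at least 100 RPM in intestine and at most 5% of that level in heart, eye, brain, ovaries, and testes were taken, without using slow muscle or liver, which gave 14 names. A mixture would give all of them a similar ratio of slow muscle to intestine. Their median ratio was 4.35%, with a range of 1.77% to 9.86%, and 85.7% of them lay within 2-fold of the median, against 64.3% in liver. The 14 names are not independent, because miR-192, miR-194, and miR-200b each enter both as an arm and as precursor-only reads. Similar ratios among such names would also arise without a mixture. In liver the median was 8.59%. The median in heart was 0.197%, but the names had been picked for a low level there. An even rate of reads assigned to the wrong library would also give heart a median near that of slow muscle when heart is not used for picking. Over the 15 names picked in that way, the median was 0.249% in heart and 4.50% in slow muscle. A small admixture of intestinal RNA in the slow muscle library may therefore be a candidate explanation for part of the levels of miR-192-5p and miR-194-5p there, and expression of these miRNAs in slow muscle itself was not excluded. Such an admixture would not account for miR-206-3p, which had 3.22 RPM in intestine.

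The names miR-2478-3p and miR-2898-3p were the only ones counted as higher in testes with the minimum of 1000 RPM. Of their reads, 86.8% were 18 or 19 nt with a CCA end, against 0.145% of the reads of all other names. Transfer RNAs close with CCA, and their ends may be read as miRNAs under these names. In all, 5 names had at least 500 reads of which at least 80% were 18 or 19 nt and at least 50% ended in CCA. The 3 others, miR-1260-5p, miR-2779-5p, and miR-4286-5p, also had more RPM in testes than in ovaries, with a median ratio of 1.73 and a range of 1.44 to 1.80. Among 59 remaining names with at least 100 RPM in ovaries, 4 had a ratio above 1. Picking those names by their ovary level favours low ratios, and miR-2779-5p, with 22.1 RPM in ovaries, would not have been picked in that way. Nor would miR-30d-5p, with 359 RPM in testes and 96.2 RPM in ovaries, or miR-430a-3p, with 77.1 and 1.26 RPM. With a minimum of 100 RPM, 7 names were counted as higher in testes, miR-30d-5p among them. Higher levels in testes were therefore not confined to the names with CCA ends. The 5 names held 18.5% of the annotated reads in testes and 2.00% in ovaries. No transfer RNA sequences were compared, so this source remains a hypothesis.

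For miR-133-3p, TTTGGTCC was the most common 5′ start in both slow muscle and heart when all entries were pooled, and whether heart shows another start depends on the miRBase entry. Of the heart reads assigned to the pufferfish entry, 59.6% (95% Wilson interval 57.9 to 61.2) had the TTTGGTCC start, which held 90.9% in slow muscle. For the sea urchin entry, the share was 25.7% in heart and 70.0% in slow muscle. The counting of this name under several entries may therefore explain why 1 entry alone shows a change of start, although the share of TTTGGTCC was lower in heart than in slow muscle for both entries. No biological explanation of that lower share was tested.

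The RPM of miR-451-5p and of the precursor-only reads of miR-144 moved together over the 8 libraries. This was the only such relation computed, and it was picked from many names because the values were seen to move together, so the p values do not account for that choice and cannot be taken at face value. Pearson's r was 0.997 (exact permutation test over pairings, p = 9.92e-05) and Spearman's rho 0.976 (p = 0.000397 by the same exact test). Without heart and eye, the libraries farthest from the median of miR-451-5p, r was 0.985 over 6 libraries.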
